# Thermosensation in *Caenorhabditis elegans* is linked to ubiquitin-dependent protein turnover via insulin and calcineurin signalling

**DOI:** 10.1038/s41467-022-33467-7

**Published:** 2022-10-05

**Authors:** Alexandra Segref, Kavya L. Vakkayil, Tsimafei Padvitski, Qiaochu Li, Virginia Kroef, Jakob Lormann, Lioba Körner, Fabian Finger, Thorsten Hoppe

**Keywords:** Protein quality control, Sensory processing, Caenorhabditis elegans

## Abstract

Organismal physiology and survival are influenced by environmental conditions and linked to protein quality control. Proteome integrity is achieved by maintaining an intricate balance between protein folding and degradation. In *Caenorhabditis elegans*, acute heat stress determines cell non-autonomous regulation of chaperone levels. However, how the perception of environmental changes, including physiological temperature, affects protein degradation remains largely unexplored. Here, we show that loss-of-function of *dyf-1* in *Caenorhabditis elegans* associated with dysfunctional sensory neurons leads to defects in both temperature perception and thermal adaptation of the ubiquitin/proteasome system centered on thermosensory AFD neurons. Impaired perception of moderate temperature changes worsens ubiquitin-dependent proteolysis in intestinal cells. Brain-gut communication regulating protein turnover is mediated by upregulation of the insulin-like peptide INS-5 and inhibition of the calcineurin-regulated forkhead-box transcription factor DAF-16/FOXO. Our data indicate that perception of ambient temperature and its neuronal integration is important for the control of proteome integrity in complex organisms.

## Abstract (web summary)

Sensation of environmental changes is vital for organismal homeostasis. Here, the authors report that protein degradation in the gut of *Caenorhabditis elegans* is regulated through insulin and calcineurin signalling upon neuronal sensation of temperature changes.

## Introduction

The ability to sense the external environment is vital for organisms to adapt and maintain homeostasis in response to both physiological and stressful changes^1^. The balance of protein homeostasis (proteostasis) including the stability of the entire proteome safeguards cellular integrity and organismal health^2^. Proteostasis is achieved by chaperone-dependent protein folding and selective degradation of proteins via the ubiquitin/proteasome-system (UPS) or the autophagy-lysosome pathway^3^. Impairment of these pathways can lead to the accumulation of damaged proteins which often form proteotoxic aggregates. The UPS is based on a cascade of three enzymes (E1-E3’s) to attach the 76 amino acid polypeptide ubiquitin to proteins that are damaged or no longer required for cellular function and targets them for degradation by the 26 S proteasome. An E1 enzyme activates free ubiquitin in an ATP-dependent manner, an E2 enzyme attaches ubiquitin to an internal lysine residue of the substrate with the help of an E3 ligase that recognizes the specific substrate destined for degradation by the 26 S proteasome^4–7^. Thereby, the UPS allows the cell to rapidly respond to changing demands by dynamic adaptation of protein stability.

It was shown that organismal homeostasis is governed by sensory neurons via cell non-autonomous coordination between different tissues. The neuronal system of *C. elegans* comprises 60 ciliated sensory neurons, which serve as antennas for the detection of external cues^8^. The ciliated wing neurons, called AWA, AWB, and AWC, and the amphid finger AFD neurons terminate in the sheath cells, while the others penetrate the cuticle to expose their cilia to the environment^8^. These sensory neurons transfer external information to interneurons for processing and coordination of organismal behaviour and physiology^9^. Ubiquitous neuronal expression of the transcription factor XBP-1 regulates endoplasmic reticulum (ER) and lipid homeostasis, thereby controlling cellular protein aggregation^10–12^. Furthermore, olfactory AWC neurons regulate intestinal lipid homeostasis through activation of the FOXO transcription factor DAF-16 via FLP-1 signalling^13^ as well as lifespan^14,15^. Thermosensory AFD neurons regulate cellular heat shock response (HSR) upon acute heat shock, which triggers organism-wide adaptation of proteostasis^16,17^. However, it remains unclear how sensation of minor temperature changes controls protein degradation.

Here, we analyse the role of sensory neurons in ubiquitin-dependent protein turnover. Ciliary mutant worms exhibit defects in thermotaxis and UPS function which involves the role of AFD neurons. Perception of environmental temperature changes regulates organismal protein turnover by brain-to-gut communication via insulin and calcineurin signalling. Together, these data reveal that sensory ciliated neurons coordinate thermotaxis and ubiquitin-dependent protein turnover, which adjusts the dynamics of the organismal proteome in response to minor temperature changes.

## Results

### Ciliary neurons coordinate protein degradation by the UPS

To investigate the role of sensory perception in the regulation of protein turnover, we studied mutant worms lacking distal segments of sensory cilia^18,19^. Specifically, DYF-1 is a conserved ciliary protein that docks the motor kinesin-II OSM-3 to intraflagellar transport molecules during the formation of distal ciliary segments. Hence, *dyf-1* and *osm-3* mutant worms cannot build functional sensory cilia and thus cannot properly perceive external stimuli, reflected by their reduced chemotaxis to attractants and diminished osmotic avoidance behaviour^18–20^. To determine if ciliary mutant worms display protein turnover defects, we took advantage of an in vivo degradation assay based on the fluorescently labelled ubiquitin fusion degradation (UFD) model substrate UbV-GFP, which is targeted by the UPS^21,22^. The *dyf-1(mn335*) loss-of-function mutant displayed reduced uptake of the stain DiI (Fig. 1a), as expected due to defective sensory cilia^18,19^, and increased levels of UbV-GFP in intestinal cells (Fig. 1a, b). Both cilia formation and UFD substrate degradation were rescued by transgenic expression of wild-type *dyf-1(+)*, indicating a correlation between environmental sensation and UFD substrate degradation (Fig. 1a, b). We also examined an *osm-3(n1540)* partial loss-of-function mutant and a *dyf-1(mn335); osm-3(n1540)* double mutant, which revealed non-synergistic UbV-GFP stabilisation, further supporting that this phenotype derives from the absence of functional cilia (Fig. 1c, Supplementary Fig. 1a, b). Since the *dyf-1(mn335)* and *dyf-1(mn335); osm-3(n1540)* showed a similar phenotype, we further focused on characterisation of the *dyf-1(mn335)* mutant.

**Fig. 1:**
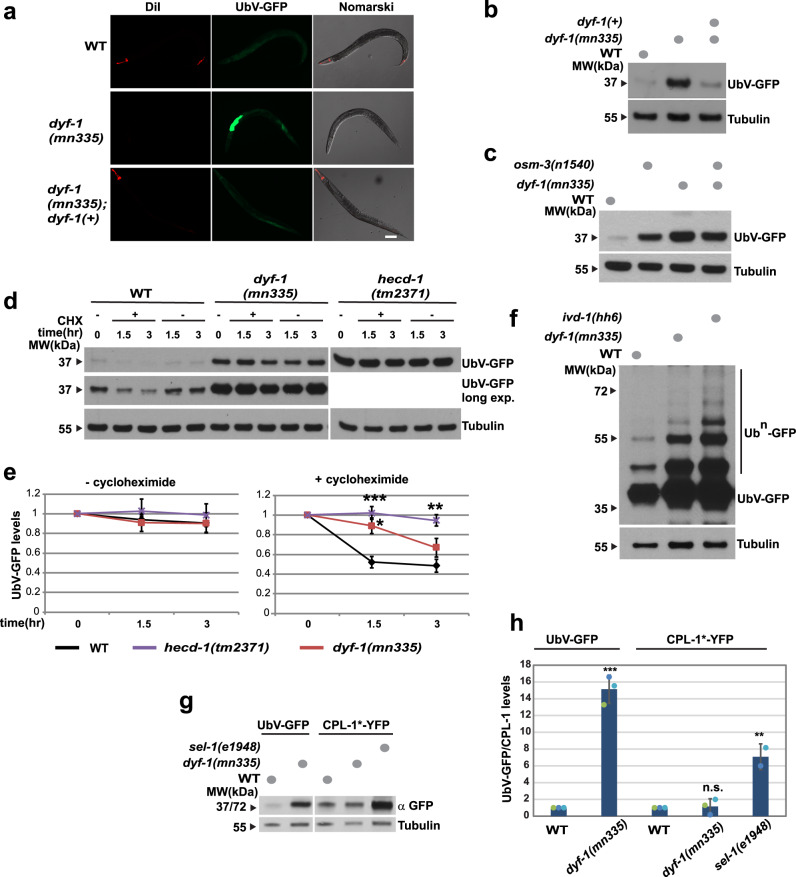
Defective sensory cilia mutants show reduced UPS-dependent protein degradation. **a** Fluorescence and Nomarski images of worms expressing the UFD substrate in WT, *dyf-1(mn335); dyf-1(+)* and the direct sibling lacking the *dyf-1* array *(dyf-1(mn335))*. DiI: ciliated amphid and phasmid neurons. Scale bar: 100 μm. **b** Protein lysates of worms displayed in (**a**) were analysed by Western blotting against GFP and tubulin. Dots: presence of indicated mutation. **a**, **b** *n* = 3 biologically independent experiments. **c** Protein lysates of indicated WT and mutant worms. *n* = 5 biologically independent experiments. **d** Protein lysates of wild-type, *dyf-1(mn335)* or *hecd-1(tm2371)* worms after ethanol (−) or 0.5 mg/mL cycloheximide in ethanol treatment for the indicated time points. Worms were analysed as in (**b**). long exp. = long exposure of the blot. **e** Quantification of 4 biologically independent experiments from (**d**), average ± standard deviation, one-way ANOVA with Bonferroni’s multiple comparisons test, *hecd-1(tm2371)* 1.5 h *p* = 0.0004, *hecd-1(tm2371)* 3 h *p* = 0.0012, *dyf-1(mn335)* 1.5 h *p* = 0.0166, *dyf-1(mn335)* 3 h *p* > 0.9999, ratios of mutants versus ratios of wild-type with cycloheximide. **f** WT and indicated mutant worms expressing the UFD substrate were analysed as in (**b**), but the top part of the blot exposed for an extended time to detect polyubiquitylated UbV-GFP, *ivd-1(hh6)*: positive control to detect polyubiquitylated UbV-GFP^86^, *n* = 1. **g** WT or indicated mutant worms expressing UbV-GFP or the procathepsin L mutant CPL-1^W32A,Y35A^::YFP (CPL-1*-YFP), a marker for ER-associated protein degradation, are analysed by Western blotting against GFP and tubulin. **h** Quantification of the experiment displayed in (**g**) Column graphs: mean ± standard deviation, scatter plots: individual experiments, UbV-GFP: *dyf-1(mn335)* versus WT *p* = 0.0001, 2-tailed unpaired Student’s *t*- test, CPL-1*: *dyf-1(mn335)* versus WT *p* = 0.97, *sel-1(e1948)* versus WT *p* = 0.0013, One-way ANOVA followed by Dunnett’s multiple comparisons test, *n* = 3 (WT and *dyf-1(mn335)*) and *n* = 2 (*sel-1(e1948)*) biologically independent experiments. **e**, **h** ****p ≤ 0.0001, ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05, n.s. *p* > 0.05. See also Supplementary Fig. 1. Source Data are provided as a Source Data file.

To monitor UFD substrate degradation rates, we used cycloheximide to block protein translation. The rate of UFD substrate decay was reduced in *dyf-1(mn335)* compared with wild-type worms (Fig. 1d, e). As a control, we analysed a deletion mutant of *hecd-1*, which encodes the E3 ubiquitin ligase required for UFD substrate ubiquitylation; this mutation completely blocked its degradation (Fig. 1d, e). UFD substrate expressed in the hypodermis was also stabilised in the *dyf-1(mn335)* mutant, suggesting that defects in ciliary neurons trigger a general response in different tissues (Supplementary Fig. 1c). The stabilised UFD substrate in the *dyf-1(mn335)* mutant was efficiently ubiquitylated (Fig. 1f); thus, substrate conjugation was not affected upon loss of functional sensory cilia. In addition, the stability of the ER substrate CPL-1^W32A,Y35A^::YFP was unaffected compared with the *sel-1(e1948)* mutant^23^, indicating that ER-associated protein degradation (ERAD) was unaffected in *dyf-1(mn335)* (Fig. 1g, h). The level of the *C. elegans* BiP homologue HSP-4 was also unaffected in *dyf-1(mn335)* (Supplementary Data 1, Supplementary Data 2), and general heat-shock proteins were not increased, indicating that there was no general stress response (Supplementary Fig. 1d, Supplementary Data 2). 

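RNA of day 1 adults grown at 22 °C, 200 to 300 worms per sample, was measured on Affymetrix gene arrays in 4 samples of *dyf-1(mn335)*, a mutant with defective sensory cilia, and 4 samples of wild-type. The authors normalised the arrays with RMA in the R package oligo, which gives 1 log2 expression value per probe set and array, and these deposited values were used here. The *dyf-1* transcript was at log2 values of 6.85, 7.02, 7.30 and 7.48 in the mutant arrays and of 6.26, 6.01, 5.61 and 6.07 in the wild-type arrays, a log2 fold change of 1.18 (standard error 0.19, adjusted p = 0.0031 from limma). The lesion in *mn335* is not given in the sources used here, so that this level does not check the labels of the arrays. All 29317 probe sets were tested with limma and adjusted after Benjamini-Hochberg. At an adjusted p under 0.01, 1924 probe sets were higher in *dyf-1(mn335)* and 1015 were lower. The higher ones made up 65.5% of these calls, and 47.8% after each array was centred on its median, which moved the median log2 fold change of all probe sets from -0.04 to -0.19. Wild-type replicate 4 stood apart from its group. Its values correlated with those of mutant replicates 1 to 3 at 0.976 to 0.978 and with those of wild-type replicates 1 to 3 at 0.958 to 0.974, while the latter correlated among themselves at 0.987 to 0.992. Mutant replicate 4 correlated with the other mutant arrays at 0.978 to 0.984, and these among themselves at 0.993 to 0.994. Without wild-type replicate 4, 3893 probe sets were higher and 3788 lower, and 2935 of the 2939 calls over all 8 arrays were among them. Without any single one of replicates 1 to 3 of either strain, 932 to 1190 were higher and 324 to 494 lower, and without mutant replicate 4, 1756 and 721. The methods and legends give 4 biologically independent replicates per strain, whereas the sheet descriptions inside the Supplementary Data 2 spreadsheet give 3. The log2 fold changes of the 2050 probe sets that could be read there came within 0.0001 of those from all 8 arrays. A gene with several probe sets is given by the brightest of them. A mean log2 value under 5 in a strain was taken as dim, where the size of a fold change is uncertain. All 44 gene lists were tested with camera. They were written before the data were examined, but with part of the paper's values from these arrays already seen. The number of arrays limits the precision.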

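The transcript of *hsp-4*, which encodes a chaperone of the endoplasmic reticulum, had a log2 value of 10.2 ± 0.07 (SD, n = 4) in *dyf-1(mn335)* and of 9.95 ± 0.10 (SD, n = 4) in wild-type. This log2 fold change of 0.28 (standard error 0.12, 1.22-fold) did not pass the threshold of limma (adjusted p = 0.11), although every mutant array lay above every wild-type array (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Of 20 heat shock protein genes with a probe set that names them alone, 1 rose and 1 fell, also when adjusted over the list alone. The small heat shock protein gene *hsp-12.2* rose by 0.62 on the log2 scale (adjusted p = 0.0055 from limma) and *hsp-12.3* fell by 3.14 (adjusted p = 0.0012). The median log2 fold change of this list was 0.04 and its mean -0.15 (camera, adjusted p = 0.90). These values leave out small heat shock genes of the *hsp-16* family whose probe sets name 2 genes each. Probe sets listed under *hsp-16.48* and *hsp-16.1* fell, at -2.99 and -2.73 (adjusted p = 0.0038 and 0.0049 from limma). The one under *hsp-16.11* fell as well (adjusted p = 0.0042 from limma). *hsp-16.2* and *hsp-16.41*, with dim probe sets of their own, did not pass. Of 21 genes of the endoplasmic reticulum unfolded protein response, limma called none in either direction, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 4 of them were higher and 2 lower, and the median of the list was 0.15 (camera, adjusted p = 0.34). The lowest p-values in this list were those of *pdi-1*, a protein disulfide isomerase gene, with a log2 fold change of -0.60 (adjusted p = 0.026), and of *dnj-7* with -0.35 (adjusted p = 0.059). *sel-1*, which acts in the degradation of proteins from the endoplasmic reticulum, had a log2 fold change of 0.15 (adjusted p = 0.42).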

Taken together, these observations suggest that ciliated sensory neurons promote the degradation of ubiquitylated proteins without eliciting a general stress response.

### Neuronal signalling regulates UFD substrate degradation

DYF-1 function controls formation of the distal segments of cilia in sensory neurons and has been reported to be expressed in amphid, phasmid, and inner labial neurons in *C. elegans*^24^. We therefore addressed if specific loss of these neurons would recapitulate the UFD substrate degradation defect of the *dyf-1(mn335)* mutant. We expressed UbV-GFP in several mutants that affect the identity and function of amphid or phasmid neurons (Fig. 2a). *odr-7(tm4791)*, which affects AWA neuronal identity^25^, displayed increased UbV-GFP levels in intestinal cells as compared with the other mutants (Fig. 2a–c). Thus, protein degradation in intestinal cells requires ciliated neurons in general, and AWA signalling in particular.

**Fig. 2:**
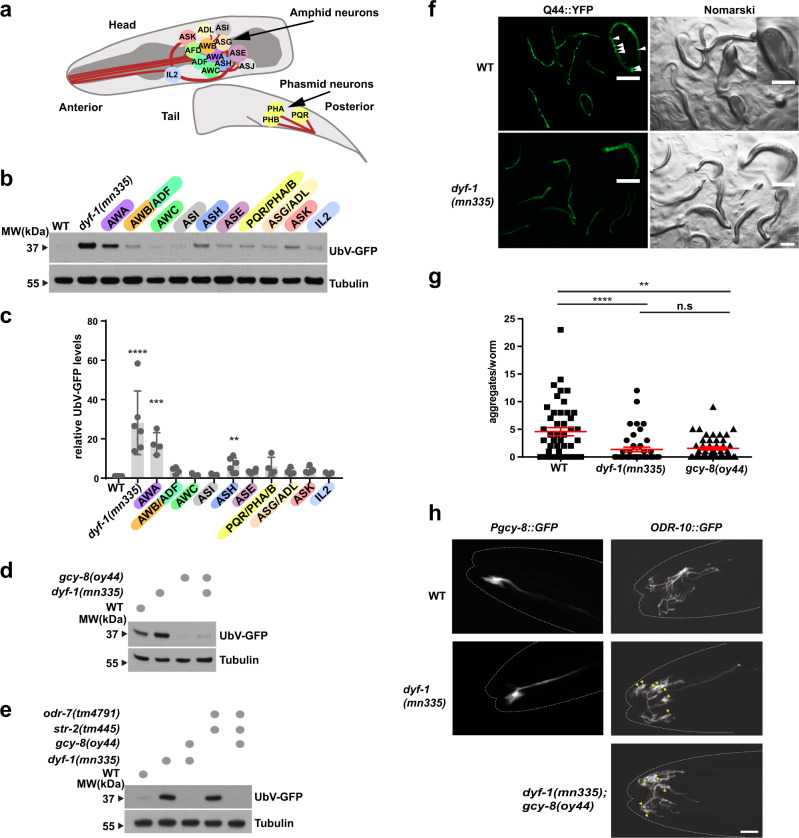
Neuronal signalling controls ubiquitin-dependent turnover and PolyQ aggregation. **a** Schematic illustration of analysed *C. elegans* ciliated head and tail neurons. **b** WT, *dyf-1(mn335)*, or worms harbouring mutations affecting the functionality of indicated neurons and expressing UbV-GFP were analysed by Western blotting against GFP and tubulin. Mutants: AWA *odr-7(tm4791)*, AWB/ADF *lim4(ky403)*, AWC *ceh-36(ks86)*, ASI *unc-3(e151)*, ASH *unc-42(e270)*, ASE *che-1(ot75)*, PQR, PHA, PHB *ceh-14(ch3)*, ASG/ADL *lin-11(n389)*, ASK *ttx-3(ot22)*, and IL2 *unc-86 (n847)*. **c** Quantification of worms from (**b**), *n* = 6 (WT, *dyf-1*, ASH, ASE), 5 (ASI, ASK), 4 (AWA, AWB/ADF, PQR, PHA, PHB, ASG/ADL) and 3 (IL2, AWC) biologically independent experiments. Column graphs: mean ± standard deviation, scatter plots: individual experiments, *dyf-1(mn335) p* = <0.0001, *odr-7(tm4791) p* = 0.001 (including *dyf-1(mn335)* for maximum changes), *lim4(ky403) p* = 0.5413, *ceh-36(ks86) p* = 0.9996, *unc-3(e151) p* = 0.9996, *unc-42(e270) p* = 0.0067, *che-1(ot75) p* = 0.6447, *ceh-14(ch3) p* = 0.0528*, lin-11(n389) p* = 0.708, *ttx-3(ot22) p* = 0.4099, *unc-86(n847) p* = 0.9867 (excluding *dyf-1(mn335)* from comparison to detect significant changes compared with WT), One-way ANOVA with Dunnett’s multiple comparisons test. **d**, **e** Indicated mutant worms analysed as in (**b**), *n* = 2 biologically independent experiments (**d**, **e**). **f** Fluorescence and Nomarski images of day 1 WT or *dyf-1(mn335)* worms expressing intestinal Q44::YFP. Scale bars: 200 μm. **g** Quantification of Q44::YFP aggregates per day 1 worm. Red: mean ± s.e.m. WT versus: *dyf-1(mn335) p* < 0.0001, *gcy-8 (oy44) p* = 0.0072, *dyf-1(mn335)* versus *gcy-8(oy44) p* = 0.4192, Kruskal–Wallis one-way ANOVA with Dunn’s multiple comparisons test, n = 2 biologically independent experiments (**c**, **g**) ****p ≤ 0.0001, ***p ≤ 0.001, **p ≤ 0.01, n.s. *p* > 0.05. **h** Confocal images of the finger-shaped amphid AFD (*Pgcy-8::GFP*, villi and cilium) and branched AWA (ODR-10::GFP) cilia in WT and indicated mutants. Anterior: left. Arrowheads: accumulation of ODR-10::GFP in the cilia. Typical results of (*Pgcy-8::GFP*: 27 (WT), 30 (*dyf-1(mn335))*; *odr-10::GFP*: 45 (WT), 29 *dyf-1(mn335)*, 37 *dyf-1(mn335); gcy −8(oy44)* worms, *n* = 2 biologically independent experiments. Scale bar 5 μm. See also Supplementary Fig. 2f, Source data are provided as a Source Data file.

AWA are the primary sensory neurons presynaptic to the AFD neurons^26–28^. Interestingly, mutation of *gcy-8(oy44)*, a guanylyl cyclase that is specifically expressed in and required for AFD function^16,29,30^, suppressed the UFD substrate stabilisation in *dyf-1(mn335)* (Fig. 2d, Supplementary Fig. 2a). ODR-7 determines the identity of AWA neurons by suppressing the expression of the G protein-coupled receptor STR-2, which is mainly asymmetrically expressed in AWC neurons^31–34^. Therefore, we investigated whether the *odr-7(tm4791)* mutation controls UPS turnover through *str-2* expression. Interestingly, *str-2(tm445); odr-7(tm4791)* mutant worms show a UPS defect similar to *dyf-1(mn335)*, and this effect is suppressed by the *gcy-8(oy44)* mutation (Fig. 2e). Thus, when AWA neuron identity is impaired, the lack of AWC^ON^ identity in these neurons contributes to the UPS turnover defect upstream of AFD function. In addition, although defects in dense core vesicle secretion via UNC-31, the *C. elegans* ortholog of the calcium-dependent secretion activator (CADPS), or synaptic vesicle secretion via UNC-13^35^ did not affect protein degradation in wild-type worms, the UFD substrate stabilisation was suppressed in *dyf-1(mn335); unc-31(e928)* and *dyf-1(mn335) unc-13(e51)* mutant worms (Supplementary Fig. 2b, c).

Because the *dyf-1(mn335)* mutant decreased protein turnover and, in addition, AFD function has been reported to affect protein misfolding^17^, we investigated whether *dyf-1(mn335)* worms exhibit increased protein aggregation. We tested whether the *dyf-1(mn335)* mutant affects aggregation of an in vivo folding reporter used to model Huntington’s disease, which consists of 44 poly-glutamine residues fused to YFP and is expressed in intestinal cells (Q44::YFP)^36^. Interestingly, *dyf-1(mn335)* mutant worms show significantly reduced numbers of polyQ aggregates compared with wild-type without affecting the Q44::YFP protein levels (Fig. 2f, g, Supplementary Fig. 2d, e), similar to the previously reported *gcy-8(oy44)* mutation^17^. These data suggest that in the *dyf-1(mn335)* mutant, defective sensory ability via AWA activates AFD signalling, which in turn reduces UFD substrate degradation in the gut. However, the *dyf-1(mn335)* mutant exhibits reduced polyQ aggregation, similar to the previously reported *gcy-8(oy44)* mutant^17^. To determine whether the aberrant neuron morphology contributes to the UPS defects, we analysed the morphology of AFD and AWA neurons in the *dyf-1(mn335)* mutant by expressing *Pgcy-8::GFP* and ODR-10::GFP, respectively^37^. We observed no structural changes in the microvilli and cilia structures of AFD neurons in the *dyf-1(mn335)* mutant compared with wild-type (Fig. 2h). However, AWA neurons exhibit cilia structures showing accumulation of ODR-10::GFP in the *dyf-1(mn335)* mutant compared with wild-type, which was not rescued by *gcy-8(oy44)* mutation (Fig. 2h, Supplementary Fig. 2f). Thus, impaired UFD turnover correlates with structural abnormalities in AWA cilia and AFD neuron activity.

### Endogenous substrate degradation regulated by ciliated neurons

To determine if endogenous proteins are also regulated in the absence of functional sensory cilia, we performed mass spectrometric analysis of wild-type, *dyf-1(mn335)*, *dyf-1(mn335); unc-31(e928)* and *dyf-1(mn335) unc-13(e51)* worms (Fig. 3a, b). Several proteins were significantly increased in the *dyf-1(mn335)* mutant compared with wild-type (Fig. 3a, Supplementary Data 1) Among those proteins several were decreased upon inhibition of neuronal signalling in *dyf-1(mn335); unc-31(e928)* or *dyf-1(mn335) unc-13(e51)* worms (Fig. 3b, Supplementary Fig. 3a, b). To verify the mass spectrometric analysis, we followed protein turnover of selected proteins. Amine N-methyltransferase ANMT-2 and the putative hydroxypyruvate isomerase C05D11.5 proteins were increased in *dyf-1(mn335)* worms (Fig. 3b), which was not linked to mRNA levels, as detected by microarray analysis of wild-type and *dyf-1(mn335)* (Supplementary Fig. 3c, Supplementary Data 2). These data are consistent with defective post-translational regulation of ANMT-2 and C05D11.5 specifically in *dyf-1(mn335)* mutant worms, which also stabilise the UFD substrate UbV-GFP.

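The *anmt-2* transcript had a log2 value of 10.5 ± 0.02 (SD, n = 4) in *dyf-1(mn335)* and of 10.6 ± 0.27 (SD, n = 4) in wild-type, a log2 fold change of -0.05 (standard error 0.15, adjusted p = 0.83 from limma) that lay within the spread between arrays (exact two-sided permutation test, p = 0.914). The *C05D11.5* transcript was at 8.43 ± 0.28 (SD, n = 4) in the mutant and at 9.25 ± 0.45 (SD, n = 4) in wild-type. Its log2 fold change of -0.82 (standard error 0.24) did not pass the threshold of limma (adjusted p = 0.034; exact two-sided permutation test, p = 0.0571). Without wild-type replicate 4 the transcript was lower by the same test, at a log2 fold change of -1.05. Neither transcript was thus higher in *dyf-1(mn335)*. The protein levels were measured in other samples, which were not analysed here.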

**Fig. 3:**
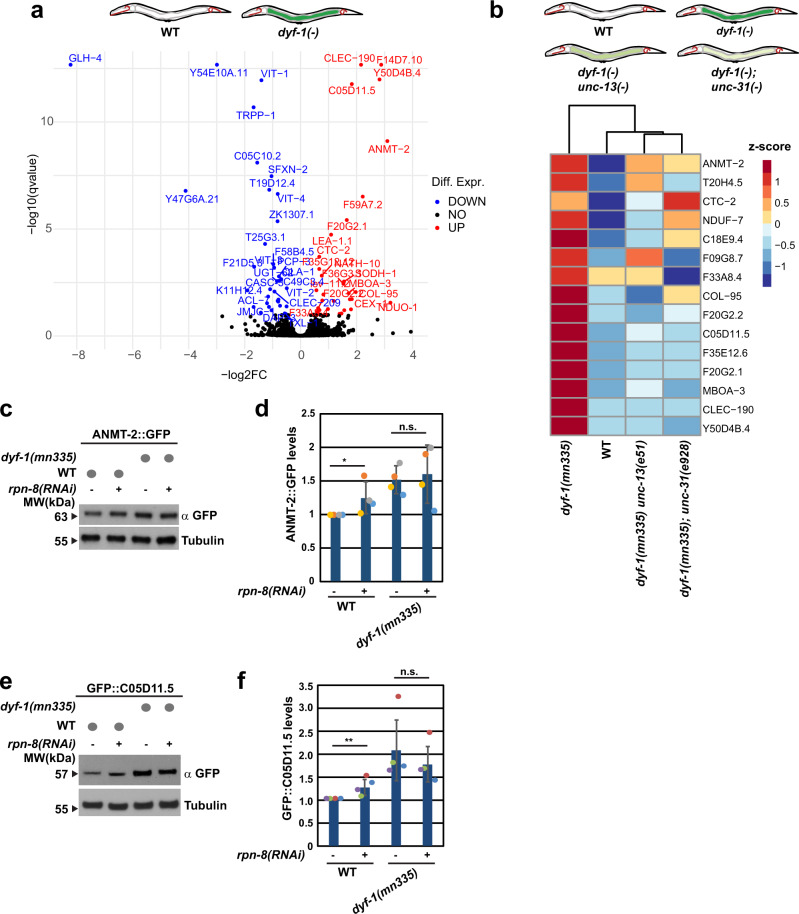
Mass spectrometry identifies endogenous substrates. **a** Volcano plot shows significantly (*q*-value <0.1) increased (red) or decreased (blue) proteins in the *dyf-1(mn335)* mutant compared with WT derived by differential expression analysis of proteomic data. 3922 proteins were analysed in total, *n* = 3 biologically independent experiments. **b** Heat map of normalised protein intensity values (z-scores) derived by proteomic analysis of the indicated mutant strains. Proteins significantly (*q*-value <0.1, FDR corrected) increased in *dyf-1(mn335)* compared with WT and increased (*p*-value <0.05) compared with *dyf-1(mn335) unc-13(e51)* or *dyf-1(mn335); unc-31(e928)* double mutants are displayed, 2*-*sided, unpaired moderated *t*-test as calculated by limma package, *n* = 3 biologically independent experiments. Depicted schematic worms display the genotypes used and the expected levels of UbV-GFP substrate stabilisation. **c** Worms expressing the indicated mutations and ANMT-2::GFP were grown on *control* (−) or *rpn-8(RNAi)* (+) plates and analysed by Western blotting against GFP and tubulin, *n* = 4 biologically independent experiments. **d** Quantification of the experiments displayed in (**c**), *n* = 4 biologically independent experiments. WT versus *rpn-8(RNAi) p* = 0.04256; *dyf-1(mn335)* vs *dyf-1(mn335) rpn-8(RNAi) p* = 0.36806. 1-tailed unpaired Student’s *t*- test. **e** Worms expressing the indicated mutations and GFP::C05D11.5 were grown on *control* (−) or *rpn-8(RNAi)* (+) plates and analysed by Western blotting against GFP and tubulin, *n* = 4 biologically independent experiments. **f** Quantification of the experiments displayed in (**e**), *n* = 4 biologically independent experiments. WT versus *rpn-8(RNAi) p* = 0.0145; *dyf-1(mn335)* vs *dyf-1(mn335) rpn-8(RNAi) p* = 0.2621, 1-tailed unpaired Student’s *t*- test. **d**, **f** Column graphs: mean ± standard deviation, scatter plots, individual experiments, same colour: same experiment, *p ≤ 0.05, **p ≤ 0.01, n.s. *p* > 0.05. See also Supplementary Fig. 3 and 4 and Supplementary Data 1, Source data are provided as a Source Data file.

We endogenously tagged both proteins with GFP, and detected increased levels of both ANMT-2-GFP and GFP-C05D11.5 in *dyf-1(mn335)* (Supplementary Fig. 3d–g). RNAi-mediated depletion of the proteasomal subunit RPN-8 also increased the levels of both proteins in wild-type worms but not in *dyf-1(mn335)* (Fig. 3c–f), indicating that ANMT-2-GFP and GFP-C05D11.5 are not degraded by the 26 S proteasome upon sensory defects. ANMT-2 and C05D11.5 levels were reduced in the *dyf-1(mn335); unc-31(e928)* mutant compared with *dyf-1(mn335)*, consistent with a role for neuronal signalling in UFD substrate stabilisation in the *dyf-1(mn335)* mutant (Supplementary Fig. 4a–d). GCY-8 was required for GFP-C05D11.5 stabilisation in the *dyf-1(mn335)* mutant (Supplementary Fig. 4c, d). Thus, we observe an AFD-dependent accumulation of endogenous proteins in the absence of functional sensory cilia.

### FLP-3 and INS-5 peptides inhibit the UPS in the *dyf-1(mn335)* mutant

Our results suggest that defective sensory cilia trigger inhibition of ubiquitin-dependent protein degradation in intestinal cells by amplifying a neuronal signal. Gene enrichment analysis of microarray data revealed that genes involved in mitochondrial function and protein translation were decreased, whereas genes involved in neuronal signalling pathways were predominantly increased in the *dyf-1(mn335)* mutant compared with wild-type (Fig. 4a, Supplementary Data 2). 

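Groups of neuronal genes rose in *dyf-1(mn335)*, with the highest median in the genes of the cilium. In camera the calls held with an estimated correlation for the genes of the cilium and of nicotinic and glutamate receptors, and not for synaptic genes and pan-neuronal markers (adjusted p = 0.18 and 0.27 with an estimated correlation). Genes of mitochondrial and cytosolic ribosomes and of the respiratory chain were lower as groups in camera at its preset correlation, but not with an estimated one (adjusted p = 0.37, 0.28 and 0.18 with an estimated correlation). Genes outside the nervous system rose as well, such as the lists of pharyngeal muscle (median 1.28) and of the moulting cycle (median 0.85), which likewise did not pass with an estimated correlation (adjusted p = 0.18 and 0.32). Of 34 genes of synaptic and dense core vesicle release, 17 rose at an adjusted p under 0.01 from limma and none fell (23 rose and none fell when adjusted over the list alone). Among them were *rab-3*, a GTPase of synaptic vesicles (log2 fold change 1.82), the vesicular glutamate transporter gene *eat-4* (1.24), and *unc-13* (1.32) and *unc-31* (1.10), which are needed for vesicle release. Of 58 genes of intraflagellar transport and the cilium, 43 rose and none fell (48 rose and 1 fell when adjusted over the list alone), with the intraflagellar transport genes *ift-139* (2.96) and *ift-81* (2.94) among them. *osm-3*, which encodes a kinesin of the same transport, rose by 0.79. Of 29 nicotinic receptor subunit genes, 8 rose and none fell (9 and none over the list alone), with *acr-8* (1.44) and *acr-23* (1.43) among them. Of 17 glutamate receptor subunit genes, 7 rose and none fell (8 and none over the list alone), with *glr-1* (1.65) and *avr-14* (1.16). Of 15 pan-neuronal markers, *rab-3*, *unc-104* (0.82), *sng-1* and *rgef-1* rose and none fell (7 and none over the list alone), while *unc-119* was at -0.11 (adjusted p = 0.64). At an unadjusted p under 0.05, 1 synaptic and 1 cilium gene were lower, and no gene of the other neuronal lists above was. *ift-139*, *osm-3* and *acr-23* were dim in wild-type.
In the lists of lower median, few single genes passed. Of 67 mitochondrial ribosomal protein genes, *mrpl-35* (-1.55) and *mrps-25* (-1.07) fell and none rose, of 48 nuclear-encoded genes of the respiratory chain *cox-6C* (-1.51), *cyc-2.2* (-1.22) and *nduf-9* fell and none rose, and of 63 cytosolic ribosomal protein genes *rps-13* (-0.92), *rps-20* (-0.76) and *rpl-19* fell and none rose. *cyc-2.2* was dim in both strains. Adjusted over each list alone, none of these 3 lists had a call. At an unadjusted p under 0.05 they had 38, 23 and 30 lower genes, and 1 mitochondrial ribosomal protein gene was higher. Of 37 translation initiation and elongation factors, *ife-1*, a cap-binding protein gene, fell by 1.61 and none rose (none in either direction over the list alone; 12 lower and 2 higher at an unadjusted p under 0.05).
In camera, the median log2 fold change was 1.35 for the cilium list (adjusted p = 8.1e-25), 0.52 for the nicotinic receptors (adjusted p = 1.3e-04) and 0.71 for the glutamate receptors (adjusted p = 5.8e-05), and these calls held with an estimated correlation between genes (adjusted p = 0.0092, 0.040 and 0.040). The median was 0.87 for the synaptic list (adjusted p = 1.0e-11), 0.76 for the pan-neuronal markers (adjusted p = 3.6e-05), -0.55 for the mitochondrial ribosome (adjusted p = 5.5e-07), -0.31 for the respiratory chain (adjusted p = 1.6e-04) and -0.38 for the cytosolic ribosome (adjusted p = 1.4e-05). With an estimated correlation these 5 did not pass. The list of translation factors did not pass in camera (median -0.11, adjusted p = 0.18).
Compared with wild-type replicates 1 to 3, wild-type replicate 4 had a median difference of 0.44 in the synaptic list, 0.70 in the pan-neuronal markers, -0.71 in the mitochondrial ribosome, -0.26 in the respiratory chain and -0.29 in the cytosolic ribosome, where mutant replicates 1 to 3 were at 0.99, 0.83, -0.81, -0.44 and -0.45. For the cilium, nicotinic and glutamate receptor lists it was at 0.12, -0.03 and -0.02, and mutant replicates 1 to 3 at 1.33, 0.52 and 0.75.
The paper proposes that defective cilia amplify a neuronal signal to the intestine, and goes on from the increase of neuronal signalling genes to neuropeptides that could carry this signal.

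**Figure D1:**
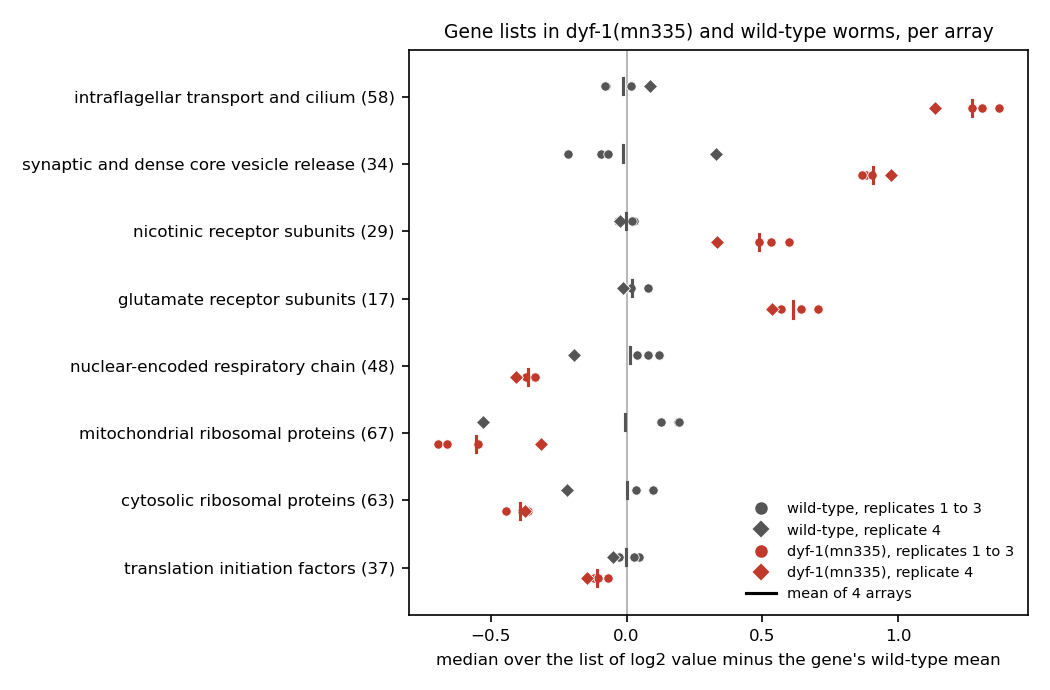
Median over each gene list (number of genes in brackets) of the log2 value minus the gene's mean over the 4 wild-type arrays, with 1 point per array, replicate 4 of each strain as a diamond and the mean of the 4 arrays as a bar. In the cilium list the mutant arrays lie at 1.14 to 1.37 and the wild-type arrays at -0.08 to 0.09, whereas in the mitochondrial ribosomal protein list wild-type replicate 4 lies at -0.53, within the range of the mutant arrays.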

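Of all 25478 genes, 1677 were higher in *dyf-1(mn335)* and 913 were lower at an adjusted p under 0.01 from limma. Among 153 genes that encode signalling peptides, 15 were higher and 4 were lower at this threshold. The higher ones included *nlp-18* (log2 fold change 1.41), *ins-1* (1.14), *flp-21* (1.06), *ins-5* (1.05), *nlp-8* (1.04), *flp-16* (1.03), *flp-3* (0.85) and *nlp-15* (0.65). *nlp-27* (-1.65), *ins-23* (-1.37) and *ins-13* (-1.36) were lower, *ins-13* with dim values in both strains and *ins-23* in the mutant. All of these 11 genes had no overlap between the mutant and the wild-type arrays, and all 11 also passed without wild-type replicate 4. The paper's Fig. 4b shows them at a q-value under 0.01 from these same arrays. Of all 2939 calls, 2936 had no overlap and 2935 also passed without wild-type replicate 4, so that neither is separate support for these genes.
The transcript of *ins-5*, an insulin-like peptide gene, had a log2 value of 7.44 ± 0.13 (SD, n = 4) in the mutant and of 6.40 ± 0.39 (SD, n = 4) in wild-type (standard error of the difference 0.20, adjusted p = 0.0059 from limma). That of *flp-3*, which encodes FMRFamide-related peptides, was at 8.83 ± 0.12 (SD, n = 4) and 7.98 ± 0.22 (SD, n = 4) (standard error 0.15, adjusted p = 0.0043 from limma).
Of 31 FMRFamide-related peptide genes, *flp-3*, *flp-16* and *flp-21* rose and none fell, also when adjusted over the list alone (11 higher and 2 lower at an unadjusted p under 0.05). Of 40 insulin-like peptide genes, 2 rose and 2 fell (2 and 4 over the list alone), and of 82 other neuropeptide genes 10 rose and 2 fell (11 and 3 over the list alone). In camera the medians of these lists were 0.24 (adjusted p = 0.011), -0.26 (adjusted p = 0.036) and 0.19 (adjusted p = 0.040). None of them passed with an estimated correlation, at an adjusted p of 0.43, 0.44 and 0.57.
Without wild-type replicate 4 the FMRFamide-related list (median 0.26) and the list of other neuropeptides (median 0.15) did not pass in camera, nor did they without mutant replicate 4 (medians 0.20 and 0.10), and the insulin-like list did not pass without replicate 1 of the mutant (median -0.25) or of the wild-type (median -0.26). Wild-type replicate 4 differed from wild-type replicates 1 to 3 by a median of -0.10 in the FMRFamide-related list, -0.30 in the insulin-like list and -0.19 in the other neuropeptides, where mutant replicates 1 to 3 were at 0.19, -0.27 and -0.0057. The median of the other neuropeptides was thus not above 0 without both replicate 4 arrays, a setting chosen after seeing the data.

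**Figure D2:**
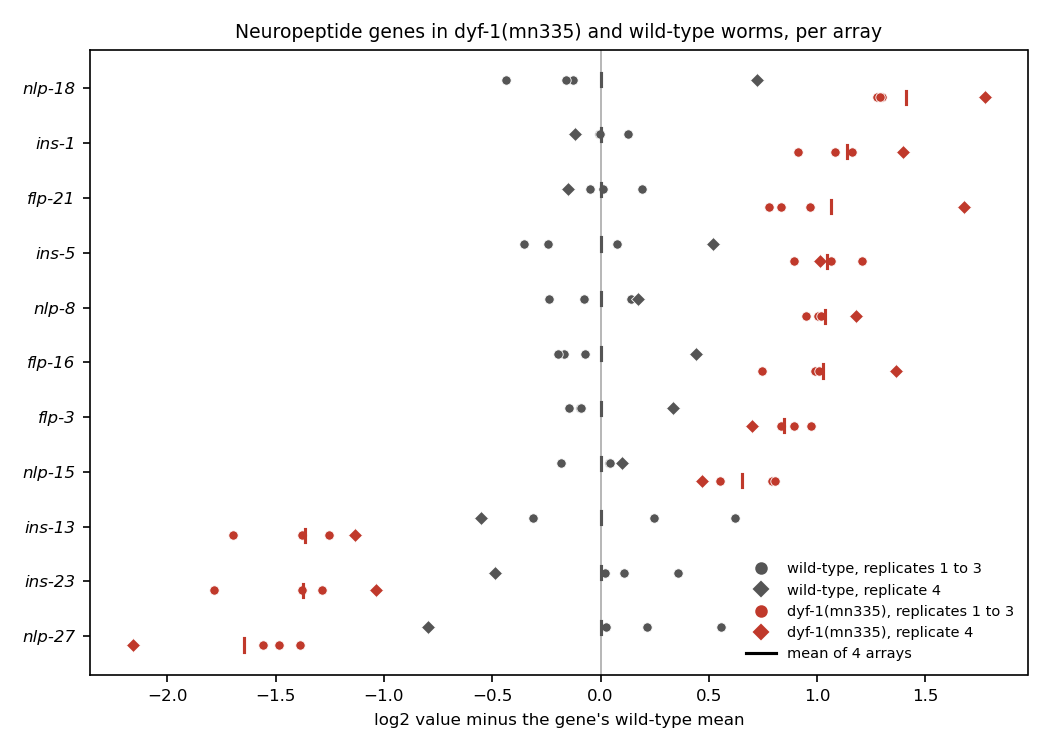
Log2 value of each neuropeptide gene minus its mean over the 4 wild-type arrays, with 1 point per array, replicate 4 of each strain as a diamond and the mean of the 4 arrays as a bar. For each of the 11 genes the 4 mutant arrays lie on one side of the 4 wild-type arrays, as for 2936 of the 2939 calls over all probe sets.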

Transcripts encoding several potential neuropeptides were elevated in *dyf-1(mn335)* compared with wild-type (Fig. 4b, Supplementary Data 2), which we verified by qRT-PCR (Supplementary Fig. 5a, b). To test if these peptides mediate the neuronal signalling and resulting protein degradation defects in *dyf-1(mn335)* worms, we combined neuron-sensitised RNAi and genetic analyses. Among all candidates tested (Supplementary Table 1), depletion of the neuropeptide FLP-3 and the insulin-like peptide INS-5 restored UPS-dependent degradation in *dyf-1(mn335)* worms, as verified by mutational analysis (Fig. 4c, d, Supplementary Fig. 5c, d, and Supplementary Table 1). We infer that FLP-3 and INS-5 negatively regulate UPS-dependent degradation in the intestine in the *dyf-1(mn335)* mutant.

**Fig. 4:**
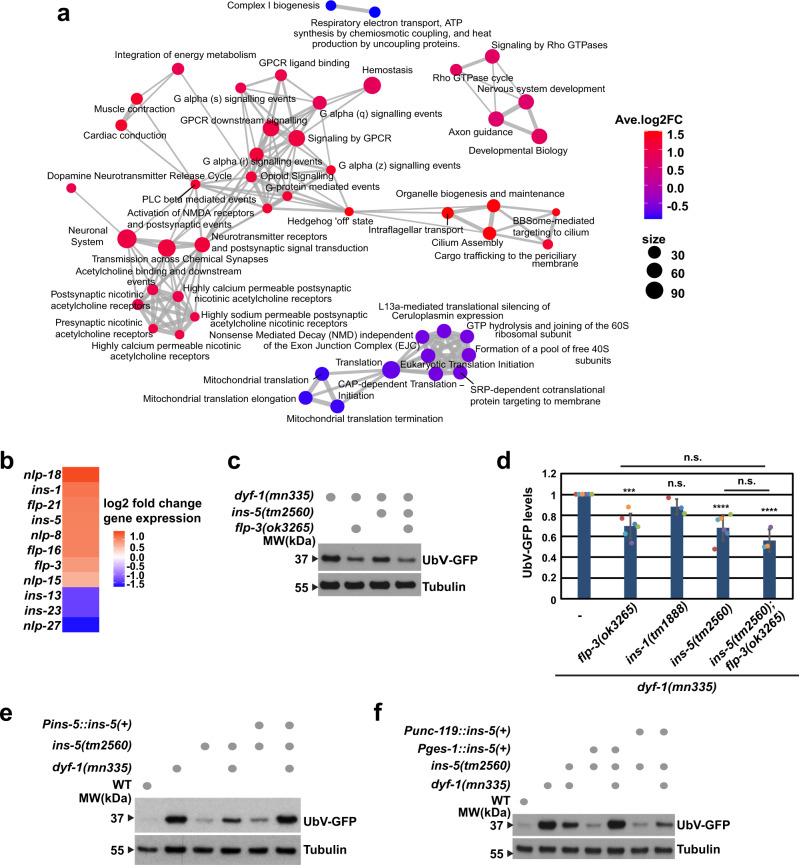
FLP-3 and INS-5 signalling peptides control UPS-dependent protein turnover. **a** Pathways (Reactome) significantly (*q*-value < 0.01) affected in *dyf-1(mn335)* compared with WT identified by GSEA (Methods), based on microarray data. Each pathway is represented by a bubble, size of a bubble: size of the pathway (number of its gene members affected). Thickness of edges reflects proportion of genes shared between 2 pathways. Colour of nodes reflects average change of the pathway gene members, red: the genes are upregulated, blue: genes are down-regulated. **b** Heatmap of differentially expressed neuropeptides (*q*-value < 0.01) in *dyf-1(mn335)* compared with WT based on microarray analysis. Colour of cells: log2 fold change of gene expression in *dyf-1(mn335)* compared with WT, *n* = 4 biologically independent experiments. **c** Worms expressing the UFD substrate and the mutations indicated were grown and analysed as in (Fig. 2b). **d** Quantification of UbV-GFP levels of worms from (**c**) and additionally *dyf-1(mn335); ins-1(tm1888)*. 6 *(dyf-1(mn335), dyf-1(mn335); flp-3(ok3265), dyf-1(mn335); ins-5(tm2560))* and 3 *(dyf-1(mn335); ins-1(tm1888), dyf-1(mn335); ins-5(tm2560); flp-3(ok3265))* biologically independent experiments. *dyf-1(mn335); flp-3(ok3265) p* = 0.0002, *dyf-1(mn335); ins-1(tm1888) p* = 0.312, *dyf-1(mn335); ins-5(tm2560) p* < 0.0001, *dyf-1(mn335); ins-5(tm2560); flp-3(ok3265) p* < 0.0001 compared with *dyf-1(mn335)*, *dyf-1(mn335); flp-3(ok3265)* versus *dyf-1(mn335); ins-5(tm2560); flp-3(ok3265) p* = 0.1994, *dyf-1(mn335); ins-5(tm2560)* versus *dyf-1(mn335); ins-5(tm2560); flp-3(ok3265) p* = 0.2797. Column graph: mean ± standard deviation, scatter plots: individual experiments, same colour: same experiment ****p ≤ 0.0001, ***p ≤ 0.01, n.s. *p* > 0.05. One-way ANOVA followed by Dunnett’s multiple comparisons test. **e**, **f** Indicated mutant worms expressing the UFD substrate were analysed as in (**c**). Typical result of *n* = 3 (**e**) and 4 (**f**) biologically independent experiments. Additional quantifications see Supplementary Fig. 5, Source data are provided as a Source Data file.

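The pathway sheet of Supplementary Data 2 lists 41 Reactome pathways, 29 with a higher and 12 with a lower average, and for each the genes that carried its enrichment. These genes were chosen on the same arrays, so that their direction is not independent evidence. Cilium Assembly lists 34 genes with a mean log2 fold change of 1.47, of which 31 rose at an adjusted p under 0.01 from limma. Of the 54 matched genes of neurotransmitter receptors and postsynaptic signal transmission, with a mean of 1.12, 34 rose. GPCR ligand binding had 22 matched genes with a mean of 0.98, of which 11 rose. Mitochondrial translation lists 41 genes with a mean of -0.87, of which 2 fell, and the respiratory electron transport pathway 19 genes with a mean of -0.94, of which 4 fell. Eukaryotic Translation Initiation had 42 matched genes with a mean of -0.65, of which 5 fell. Over the 37 pathways whose gene list was complete in the copy used here, the mean had the sign of the paper's average in all 37 and differed from it by at most 0.0411.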

FLP-3 belongs to a family of 31 FMRF amide-related peptides (FLP)^38^, and is expressed in neurons^39,40^, suggesting that it is aberrantly upregulated in neurons of the *dyf-1(mn335)* mutant. On the other hand, INS-5, which is a member of a family of 40 insulin-like peptides discovered in *C. elegans*^41–43^, is expressed in several tissues, including neurons and the intestine^44,45^. Because INS-5 is expressed in different tissues with greater expression changes compared with FLP-3 (Supplementary Data 2), we wanted to test whether neuronal and/or intestinal INS-5 contributes to the UFD substrate degradation defects of *dyf-1(mn335)*. 

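Within each array, the log2 value of *ins-5* minus that of *flp-3* was -1.39 ± 0.11 (SD, n = 4) in *dyf-1(mn335)* and -1.59 ± 0.21 (SD, n = 4) in wild-type. *ins-5* thus rose by 0.20 (standard error 0.12) more than *flp-3* on the log2 scale, which is within the spread between arrays (exact two-sided permutation test, p = 0.171). Without wild-type replicate 4 this difference was 0.26. Of 17 genes of the insulin receptor pathway, *ist-1*, the gene of an insulin receptor substrate (log2 fold change 0.87), and the kinase gene *akt-2* (0.64) rose at an adjusted p under 0.01 from limma and none fell, also when adjusted over the list alone (4 higher and 1 lower at an unadjusted p under 0.05). The receptor gene *daf-2* was at 0.39 (adjusted p = 0.15) and *daf-16*, the gene of the transcription factor downstream of it, at 0.60 (adjusted p = 0.19). The list did not pass in camera (median 0.11, adjusted p = 0.092), and passed without wild-type replicate 4 (median 0.14), which lay 0.24 above wild-type replicates 1 to 3 where mutant replicates 1 to 3 lay 0.26 above them. Of 20 genes reported to be activated by DAF-16, the metallothionein gene *mtl-1*, dim in wild-type, rose by 1.69, and *fat-7*, a fatty acid desaturase gene, *hsp-12.3* and the superoxide dismutase gene *sod-3* fell, with *fat-7* at -2.51 (1 rose and 5 fell when adjusted over the list alone). The median of this list was -0.02 (camera, adjusted p = 0.29).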

We re-expressed *ins-5* from different cell-type specific promotors in *dyf-1(mn335); ins-5(tm2560)* double mutant worms. We verified that *ins-5* expressed from its own promoter in *dyf-1(mn335); ins-5(tm2560)* worms phenocopied the accumulation of the UFD substrate observed in the *dyf-1(mn335)* worms (Fig. 4e, Supplementary Fig. 5e). Although *ins-5* expressed from the neuronal promoter *unc-119* did not lead to UFD substrate accumulation, *ins-5* expressed under the intestinal *ges-1* promoter stabilised the UFD substrate in the *dyf-1(mn335); ins-5(tm2560)* worms comparable to *dyf-1(mn335)* alone (Fig. 4f, Supplementary Fig. 5f–h). We confirmed that *unc-119-* and *ges-1* promoters induced similar levels of *ins-5* expression (Supplementary Fig. 5f, g). Together, these findings suggest that elevated INS-5 expression in the intestine inhibits UPS-dependent degradation in the *dyf-1(mn335)* mutant lacking sensory capability.

### Calcineurin signalling inhibits the UPS in *dyf-1(mn335)*

Given that defects in UNC-31 and thus calcium-dependent vesicle secretion suppressed the stabilisation of the UFD substrate in the *dyf-1(mn335)* mutant, we further examined the calcium signalling pathway. Transcript levels of several members of this pathway were elevated in *dyf-1(mn335)* compared with wild-type, including the calcineurin A ortholog TAX-6 (CaN) (Fig. 5a). 

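The transcript of *tax-6*, which encodes the catalytic subunit of calcineurin, had a log2 value of 11.2 ± 0.06 (SD, n = 4) in *dyf-1(mn335)* and of 10.1 ± 0.51 (SD, n = 4) in wild-type. It rose by 1.11 (standard error 0.23, 2.15-fold, adjusted p = 0.0095 from limma), with every mutant array above every wild-type array (exact two-sided permutation test, p = 0.0286). The lack of overlap is not separate support, since 2936 of all 2939 calls from limma had none. Of 20 genes listed for calcium signalling, among them kinases, calcineurin and calmodulins, 6 rose and none fell (9 and none when adjusted over the list alone, 14 and none at an unadjusted p under 0.05). They included *ckk-1* (1.74) and *cmk-1* (1.84), which encode a calmodulin-dependent kinase kinase and its substrate kinase, and the calmodulin-like gene *cal-4* (1.50). Of 23 genes of calcium channels and stores, 6 rose and none fell (10 and none over the list alone, 14 higher and 1 lower at an unadjusted p under 0.05), with the channel subunit genes *ccb-1* (1.63) and *nca-2* (1.40) among them.
The legend of Fig. 5a names genes for calcineurin only, and of the genes taken here for its other nodes and for calcineurin, the following did not pass. *pde-1*, a calmodulin-dependent phosphodiesterase gene, was at 1.22 (adjusted p = 0.037), the kinase gene *unc-43* at 1.17 (adjusted p = 0.012), the inositol trisphosphate kinase gene *lfe-2* at 0.80 (adjusted p = 0.018), the calmodulin gene *cmd-1* at 0.74 (adjusted p = 0.083), the protein kinase C gene *pkc-2* at 0.31 (adjusted p = 0.13) and *cnb-1*, the gene of the regulatory subunit of calcineurin, at 0.06 (adjusted p = 0.86).
The median of the list for calcium signalling was 0.79 (camera, adjusted p = 1.4e-05), and that of the channels and stores 0.60 (camera, adjusted p = 1.4e-05). Neither passed with an estimated correlation (adjusted p = 0.18 and 0.30).
Wild-type replicate 4 lay above wild-type replicates 1 to 3 by a median of 0.59 and 0.73 in these lists, where mutant replicates 1 to 3 lay 1.09 and 0.95 above them. Without this array *tax-6* was at 1.35, and *unc-43*, *lfe-2* and *cmd-1* passed in limma.

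**Figure D3:**
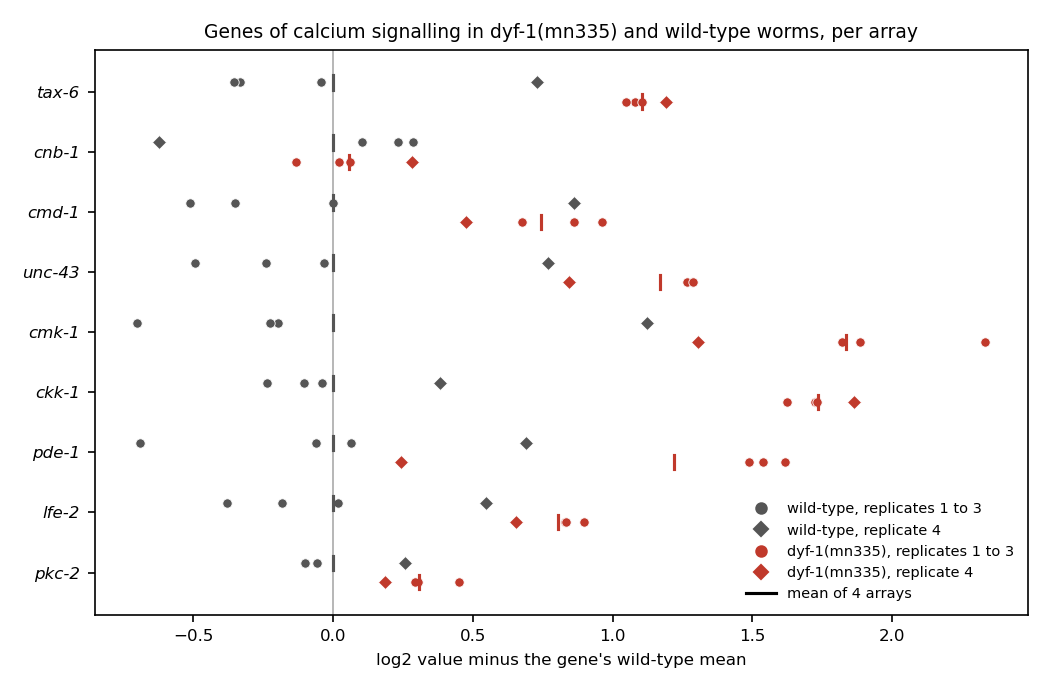
Log2 value of each calcium signalling gene minus its mean over the 4 wild-type arrays, with 1 point per array, replicate 4 of each strain as a diamond and the mean of the 4 arrays as a bar. The diamond of wild-type replicate 4 is the highest wild-type point for 8 of these genes and the lowest for *cnb-1*.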

Intriguingly, reducing the expression of TAX-6 suppressed the protein degradation defect but not the cilia defect of *dyf-1(mn335)* (Fig. 5b, Supplementary Fig. 6a, and Supplementary Table 1). TAX-6 has been reported to negatively regulate the function of the FOXO transcription factor DAF-16^46^. Given that DAF-16 is known to influence proteostasis^47^, we hypothesized that reduced TAX-6 levels suppress the inhibited UPS in the *dyf-1(mn335)* mutant by activating DAF-16. Indeed, mutation of *daf-16* in the *dyf-1(mn335); tax-6(p675)* double mutant phenocopied the UFD substrate accumulation of the *dyf-1(mn335)* single mutant (Fig. 5c). In contrast, *daf-16(mu86)* has no effect on UFD degradation in the wild-type or the *tax-6(p675)* mutant, suggesting that TAX-6 and DAF-16 do not regulate UFD degradation under these conditions (Fig. 5c).

**Fig. 5:**
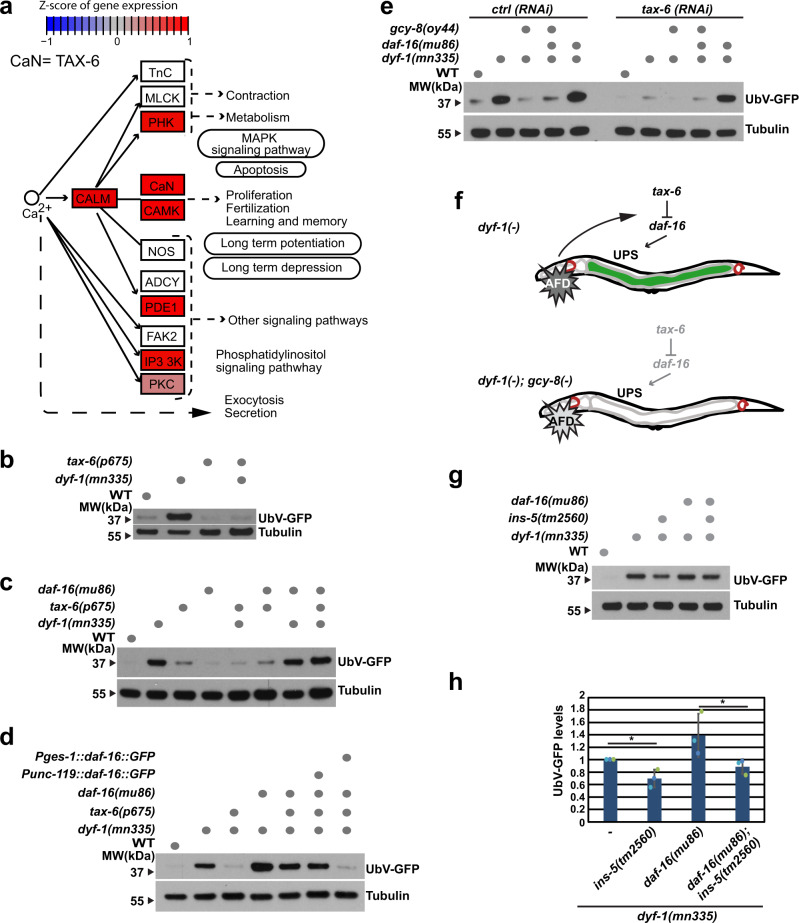
Neuronal signalling primes the intestine to control UPS activity via calcineurin signalling. **a** Part of the calcium signalling pathway Cel04020 (KEGG database) with gene expression changes in *dyf-1(mn335)* compared with WT mapped on it. Pathway nodes correspond to genes coloured in red when gene expression is significantly increased and blue when decreased in *dyf-1(mn335)*, non-affected nodes are coloured in grey, white nodes correspond to genes which were not measured in the microarray experiment. CaN: *tax-6* and *cnb-1*. **b** Protein lysates of indicated worms (and displayed in Supplementary Fig. 6a) were analysed by SDS-PAGE and immunoblotting against GFP and tubulin as loading control. Dots denote presence of indicated mutations, typical result from *n* = 3 biologically independent experiments. **c** Worms expressing the UFD substrate and the mutations indicated by dots were analysed as in (**b**), *n* = 3 biologically independent experiments. **d** same as (**c**) but worms are expressing the indicated mutations or a rescue construct for *daf-16* either in the intestine *(Pges-1::daf-16::GFP)* or in neurons *(Punc-119-daf-16::GFP)*, typical result of n = 3 biologically independent experiments. **e** same as (**b**) but indicated mutant worms were grown on control *(ctrl)* or *tax-6 (RNAi)* plates, *n* = 3 biologically independent experiments. **f** Schematic overview of experiments performed. UPS function becomes highly sensitive to the action of calcineurin signalling only when a neuronal signal mediated through *gcy-8* (or absence of *dyf-1*) is present. **g** Indicated mutant worms expressing the UFD substrate were analysed at day one of adulthood by Western blotting against GFP and tubulin as loading control. **h** Quantification of worms displayed in (**g**), *n* = 3 biologically independent experiments. Column graphs: mean ± standard deviation, scatter plots: individual experiments, same colour: same experiment. 1-tailed unpaired Student’s *t*- test, *p ≤ 0.05, n.s. *p* > 0.05. *dyf-1(mn335)* versus *dyf-1(mn335)*; *ins-5(tm2560)* *p* = 0.01114, *dyf-1(mn335)* *daf-16(mu86)* versus *dyf-1(mn335) daf-16(mu86); ins-5(tm2560)* *p* = 0.03790. Source data are provided as a Source data file.

To determine if the crosstalk between TAX-6 and DAF-16 occurs in neuronal or intestinal cells, we re-expressed *daf-16* from the *unc-119* or *ges-1* promoters in the *daf-16(mu86) dyf-1(mn335); tax-6(p675)* triple mutant^48^. Intestinal, but not neuronal, expression of *daf-16* fully suppressed inhibition of the UPS in the triple mutant (Fig. 5d). These data suggest that increased TAX-6 in the intestine of the *dyf-1(mn335)* mutant inhibits DAF-16 to diminish UPS-dependent protein degradation. Mutation of *gcy-8* abolished UFD substrate accumulation in the *dyf-1(mn335)* background (Fig. 2d, e). Similarly, loss of *gcy-8* abolished the accumulation of the UFD substrate in *tax-6(RNAi) dyf-1(mn335) daf-16(mu86)* worms (Fig. 5e). Thus, inhibiting AFD function in *dyf-1(mn335)* eliminates the TAX-6/DAF-16-mediated inhibition of UPS activity (Fig. 5f). UFD stabilisation was suppressed by *ins-5(tm2560)* even in the *dyf-1(mn335) daf-16(mu86)* double mutant background, indicating that the INS-5-dependent inhibition of UPS activity does not require DAF-16 (Fig. 5g, h).

To verify that loss of GCY-8 and TAX-6 do not reduce substrate expression in the *dyf-1(mn335)* mutant, we depleted the E3 ubiquitin ligase HECD-1. UbV-GFP levels were stabilised upon *hecd-1(RNAi)* in *gcy-8(oy44)* and *tax-6(p675)* mutants, confirming that these mutants restore UPS activity in the *dyf-1(mn335)* mutant background (Supplementary Fig. 6b). Together, our data indicate that AFD neurons are activated in the *dyf-1(mn335)* mutant, triggering TAX-6 and INS-5-dependent inhibition of the UPS in the intestine. Because *C. elegans* sense and integrate thermal information in AFD neurons^16,49,50^, we investigated whether the defect in protein turnover in the *dyf-1(mn335)* mutant is associated with a defect in temperature sensation.

### *dyf-1(mn335)* displays aberrant thermosensation

Worms memorise their cultivation temperature in the presence of food, and migrate towards this temperature if they are placed on a thermal gradient in the absence of food^51^. This response is called thermotaxis. To examine thermotaxis, we cultured worms at 22 °C and placed them at 25 °C within a 17–30 °C gradient (Fig. 6a–c). As expected, wild-type worms migrated towards 22 °C, whereas thermosensory *ttx-3(ks5)* mutant worms moved towards the region below 18 °C while *gcy-8(oy44)* mutant worms distributed in all temperature areas (Fig. 6c, Supplementary Table 2). A significant fraction of *dyf-1(mn335)* worms did not display thermotaxis and remained in regions above 24 °C, which was partially suppressed in the *dyf-1(mn335); gcy-8(oy44)* double mutant (Fig. 6c). When worms were cultivated at 15 °C and subsequently placed at 19 °C, wild-type and *ttx-3(ks5)* worms, and to a lower extent *gcy-8(oy44)* worms, moved towards the region below 18 °C (Fig. 6d, e, Supplementary Table 3). Again, a large proportion of *dyf-1(mn335)* worms remained in the area of 18–23.5 °C, which was different in *dyf-1(mn335)*; *gcy-8(oy44)* double mutants (Fig. 6d, e, Supplementary Table 3, Supplementary Fig. 7a–d). Similarly, worms with defects in AWA identity showed defective negative thermotaxis behaviour affected by the *gcy-8(oy44)* mutation (Fig. 6f, Supplementary Table 4). Thus, ciliary mutant worms display aberrant thermotaxis, which is partially suppressed by attenuating AFD-dependent signalling via GCY-8.

**Fig. 6:**
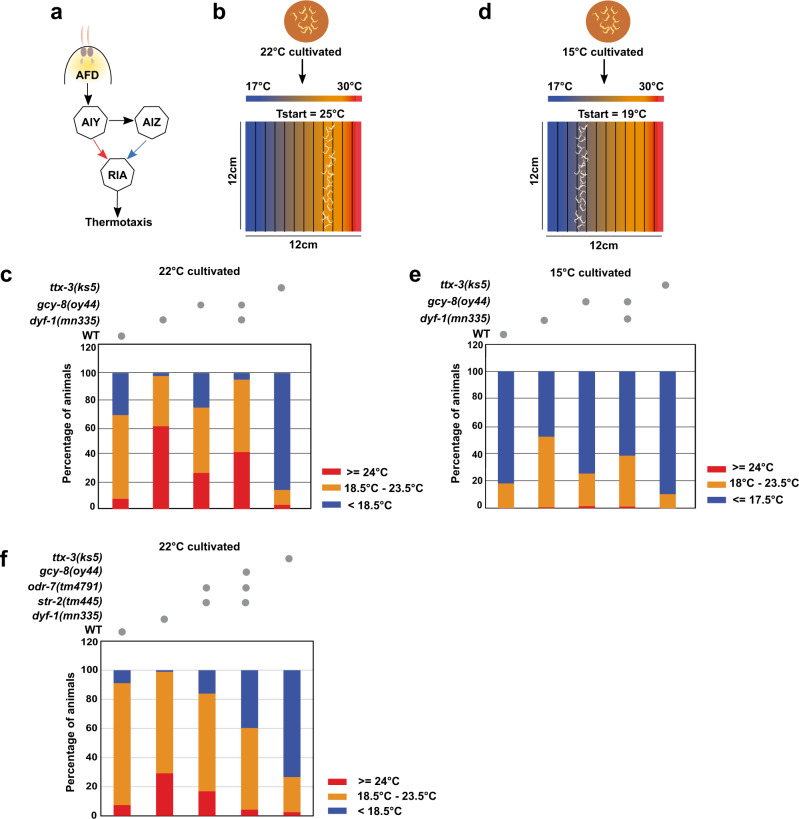
*dyf-1(mn335)* mutant exhibits impaired thermotaxis behaviour. **a** A simplified model of thermotaxis neural circuit. Temperature is sensed by the thermosensory neuron AFD. The AIY-RIA and AIZ-RIA circuit promotes the movement of animals to a higher temperature (thermophilic behaviour) and lower (cryophilic behaviour) temperature than the cultivation temperature, respectively. The RIA interneuron integrates the thermal signals and drives thermotaxis behaviour. **b** The linear thermal gradient setup established on a 12*12 cm agar surface. Tstart indicates the temperature at which the animals were placed on the linear gradient after they were cultivated at 22 °C. **c** Negative thermotaxis behaviour of animals cultivated at 22 °C after 60 min are shown. The percentage distribution of animals in the specified temperature ranges are indicated. Number of animals are WT 552, *dyf-1(mn335*) 1117, *gcy-8(oy44)* 759, *dyf-1(mn335); gcy-8(oy44)* 810 and *ttx-3(ks5)* 815. **d** Linear thermal gradient setup similar to (**b**), but worms were cultivated at 15 °C, and positioned at Tstart of 19 °C. **e** Negative thermotaxis behaviour of animals cultivated at 15 °C. T start = 19 °C. Number of animals are WT 569, *dyf-1(mn335*) 691, *gcy-8(oy44)* 497, *dyf-1(mn335); gcy-8(oy44)* 510 and *ttx-3(ks5) 581*. For detailed statistics see Supplementary Tables 2 and 3. 3 biologically independent experiments (**c**, **e**). No gradient is displayed in Supplementary Fig. 7a–d. **f** Negative thermotaxis behaviour of animals cultivated at 22 °C after 60 min are shown. Number of animals are WT 654, *dyf-1(mn335*) 831, *str-2(tm445); odr-7(tm4791)* 1209*, gcy-8(oy44); str-2(tm445); odr-7(tm4791)* 720, and *ttx-3(ks5)* 978. 3 biologically independent experiments. For detailed statistics see Supplementary Table 4. Source Data are provided as a Source Data file.

### Sensory neurons co-regulate thermal adaptation and protein degradation

We found that *dyf-1(mn335)*, *gcy-8(oy44), and dyf-1(mn335)*; *gcy-8(oy44)* mutants display distinct thermosensory defects. To investigate the relationship between thermal adaptation and protein turnover, we examined UFD substrate degradation at 15 °C, 20 °C, and 22 °C. In wild-type worms, UbV-GFP levels decreased with increasing temperature, due to elevated protein turnover (Fig. 7a, b, Supplementary Fig. 7e, f). Unexpectedly, UbV-GFP levels accumulated with increasing temperatures in *dyf-1(mn335)* worms (Fig. 7a, b), whereas UbV-GFP was efficiently degraded at all temperatures in *gcy-8(oy44)* and *dyf-1(mn335)*; *gcy-8(oy44)* worms (Fig. 7c). Thus, *dyf-1(mn335)* worms, which do not properly sense temperature, display AFD-dependent inhibition of UFD substrate turnover despite increasing temperatures. Loss of AFD signalling, which leads to distinct defects in thermosensation, drives efficient UFD substrate turnover at all temperatures in the *dyf-1(mn335)* mutant and at low temperatures in wild-type worms (Fig. 7c). Next, we investigated whether the defects in thermosensation and protein turnover affected the overall fitness of the mutant worms by measuring their lifespan. We found that *dyf-1(mn335)* worms had a prolonged lifespan compared to wild-type, while *gcy-8(oy44)* mutant worms were short-lived, recapitulating genetic mutation or laser ablation experiments of AFD neurons^52–54^. The *gcy-8(oy44)* mutation suppressed the lifespan extension of the *dyf-1(mn335)* mutant (Supplementary Fig. 7g, Supplementary Table 5), similar to the dominant effect of this mutation on protein turnover. We conclude that sensory neurons communicate through AFD neurons to integrate ambient temperature with protein turnover and longevity. These data lead to a model that AFD signalling inhibits UFD substrate turnover at relatively low temperatures, which is counteracted by sensory neurons at higher temperatures (Fig. 8). We conclude that sensory neurons communicate via AFD to integrate ambient temperature changes with protein turnover.

**Fig. 7:**
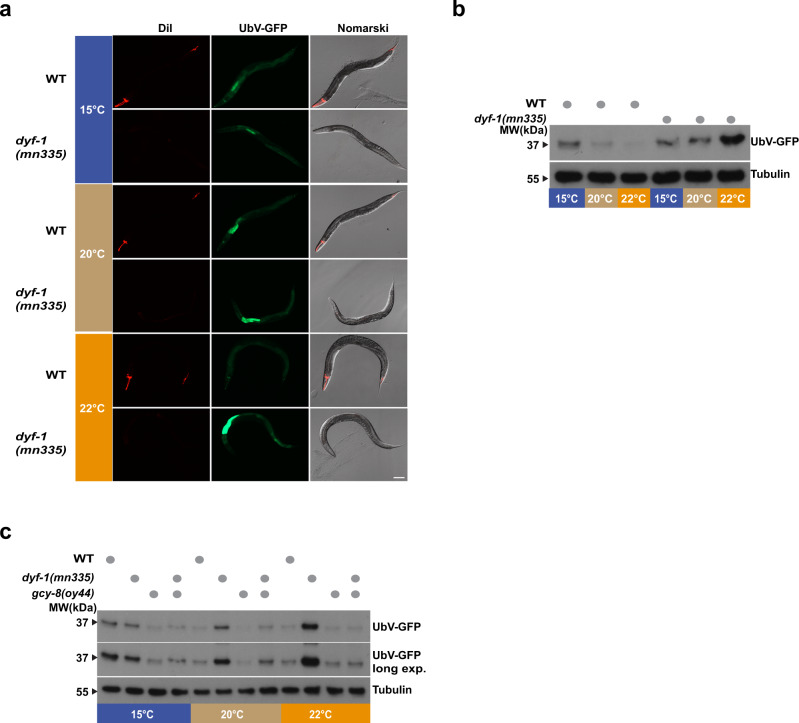
Sensory temperature perception adjusts protein turnover. **a** Fluorescence and Nomarski images of worms expressing the UFD substrate (UbV-GFP) in WT or *dyf-1(mn335)* mutant worms grown at different temperatures as indicated. DiI denotes ciliated amphid and phasmid neurons. *n* = 3 biologically independent experiments. Scale bar 100 μm. **b** Protein lysates of worms displayed in (**a**) were analysed by SDS-PAGE and immunoblotting against GFP and tubulin as loading control. *n* = 3 biologically independent experiments. **c** Lysates of WT or *dyf-1(mn335), gcy-8(oy44) or dyf-1(mn335); gcy-8(oy44)* mutant worms grown at indicated temperatures were analysed as in (**b**) *n* = 3 biologically independent experiments. Long exp. = long exposure of the blot. Source Data are provided as a Source Data file.

**Fig. 8:**
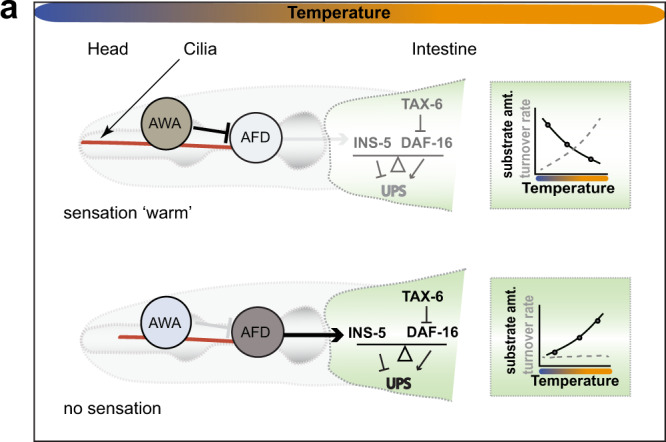
Sensory temperature perception and proteostasis regulation. **a** In WT worms, external stimuli, such as warm temperature, are perceived and processed normally via sensory neurons such as AWA (and possibly other sensory neurons, including ASH), reducing AFD signalling (sensation ‘warm’). The red lines schematically show the length of all cilia, which are longer in WT, whereas the distal segments are absent in the *dyf-1(mn335)* mutant. UPS function in the intestine does not primarily depend on INS-5 or calcineurin signalling. Thus, WT worms increase their protein degradation in response to warm temperature (dotted line in the graph), resulting in decreased amounts of proteasomal substrates (substrate amt. dark line) at higher temperature (substrate amt. dark line). *dyf-1(-)* mutant worms exhibit defects in distal cilia formation and are unable to properly sense ambient temperature (no sensation) due to decreased AWA function creating a neuronal signal that involves the aberrant function of the AFD neurons which fail to sense the ambient temperature correctly (indicated by black arrow). This signal includes DCV secretion and the neuropeptide FLP-3 that blocks the UPS in the intestine. The induced AFD signal increases INS-5 to reduce UPS function. In parallel, *tax-6* loss-of-function is tipping the balance towards the action of DAF-16 to control the UPS. Hence, *dyf-1*(-) worms fail to adjust their protein degradation rate (dotted grey line in the graph) due to loss of temperature sensation and accumulate proteasomal substrates (dark line in the graph).

## Discussion

Here, we provide evidence that thermosensation controls ubiquitin-dependent protein degradation via neuronal signalling. Worms deficient for environmental contact^18–20^ display reduced ubiquitin-dependent protein degradation due to increased insulin and calcineurin signalling. Knock-out of *ins-5* or *tax-6*, components of the insulin and calcineurin pathway respectively, do not further improve the UFD degradation observed in wild-type worms at 22 °C. However, *ins-5* and *tax-6*, as well as AFD neuron activity, are required for reduced UPS activity in *dyf-1(mn335)* worms lacking the distal segments of sensory cilia (Fig. 8a). We propose that lack of sensory perception via at least AWA in *dyf-1(mn335)* worms aberrantly activates AFD neuronal signalling to reduce UPS activity in the intestine and other tissues. Thus, environmental sensation via ciliated sensory neurons remodels multiple signalling pathways to regulate protein turnover.

INS-5 belongs to a family of 40 insulin-like peptides^55^. In the canonical insulin signalling pathway, insulin binding to the insulin receptor DAF-2 promotes a phosphorylation cascade regulating the activity of the FOXO transcription factor DAF-16, which controls diverse pathways including fat storage, body size, dauer formation, and lifespan^55,56^. We describe an additional role for INS-5 in negatively regulating ubiquitin-dependent protein degradation in *dyf-1(mn335)* worms, independently of DAF-16. We propose that it acts in a non-canonical insulin signalling pathway to inhibit protein degradation. So far DAF-2 is the most well studied insulin receptor in *C. elegans*, however recently additional receptors have been predicted by bioinformatic analysis and it is possible that INS-5 acts on a receptor other than DAF-2 to control UPS activity^57^.

In the calcineurin pathway, the kinase CAMKII phosphorylates and activates DAF-16 whereas the phosphatase TAX-6 dephosphorylates and inactivates DAF-16 to mediate lifespan^46,58^. We show that *dyf-1(mn335)* worms with dysfunctional sensory cilia upregulate TAX-6, inhibiting DAF-16 and reducing UPS activity. Canonically insulin-signalled DAF-16 was previously shown to affect proteostasis on a global scale by affecting multiple pathways such a protein translation, detoxification, or DNA repair^47^ but the targets associated to calcineurin-signalled DAF-16 are not well studied to date. DAF-16 activity is likely affecting the UPS in multiple ways and therefore TAX-6 depletion may entirely suppress UPS degradation defects in *dyf-1(mn335)*. We propose that the *dyf-1(mn335)* mutant perceives the loss of sensation as a mild stress which acts on the UPS through INS-5. However, loss of *tax-6* activity enhances the stress level, thereby activating DAF-16 to promote global proteostasis networks.

We show that slight changes in ambient temperature affect proteasomal degradation via neuronal signalling. Wild-type worms show increased levels of the UFD substrate at 15 °C compared to 22 °C, similar to previous observations of reduced UFD substrate levels in worms exposed to noxious or elevated heat temperature^22,59^, but this effect is lost in the *gcy-8(oy44)* mutant that shows reduced thermotaxis and the absence of thermoreceptor currents^30^ indicative of reduced AFD function. These data suggest that AFD neurons inhibit the degradation of proteasomal substrates at low temperature, and further that this AFD neuronal activity is suppressed at higher temperature. Sensation of elevated temperature may increase protein degradation through enhancing the kinetics of proteasomal activity. This could be achieved through release of the proteasome from negative regulation^60,61^. Alternatively, the amount of proteasomal targets may result in an overload of the proteasome at low temperature slowing down overall degradation rate. In contrast, the *dyf-1(mn335)* mutant lacking proper sensory capability shows reduced protein degradation at elevated temperature. This response depends on AFD function, which our data suggest is aberrantly activated at high temperature in *dyf-1(mn335)* worms. *dyf-1(mn335)* worms remain in the area where they have been placed, independent of their cultivation temperature, suggesting that they lack or cannot act on this memory. The thermotaxis phenotype of the *dyf-1(mn335)* mutant requires AFD function, suggesting an aberrant sensation of the temperature which is abrogated by AFD mutation.

We demonstrate that loss of integrity of ciliary neurons, particularly AWA and to a lesser extend ASH, causes stabilisation of the UFD substrate. How these neurons regulate UPS-mediated degradation via AFD neurons is not yet clear. The thermotaxis behaviour of the *dyf-1(mn335)* mutant is only partially suppressed by *gcy-8(oy44)* mutation, suggesting that factors other than temperature and aberrant AFD activity contribute to the altered thermotaxis behaviour in *dyf-1(mn335)*. Thermotaxis is a complex behavioural phenotype and was shown to be influenced by various environmental stimuli such as food, pheromones or humidity^51,62^. For example, sensation of humidity and its associated hygrotaxis requires the function of mechanosensory proteins, FLP, and AFD neurons^51,63^. Also entry into dauer larva, a developmentally arrested stage formed in response to adverse environmental conditions, is influenced by pheromones and sensation of temperature requiring AFD neurons^62^. It will be of interest to determine if the crosstalk between temperature sensation, AFD function and *ins-5* regulation are important to mediate formation of dauer larvae. An inverse relationship between body temperature and lifespan has been found in several organisms^64^. However, it was unclear whether exposure to or perception of higher temperatures underlies the lifespan effect^64^. We found that the *dyf-1(mn335)* mutant exhibits defects in protein turnover at higher temperatures that are reduced by impairment of AFD function, suggesting that higher temperatures and disruption of protein turnover per se are not toxic.

Reduced protein turnover of misfolded proteins by the UPS is generally assumed to result in enhanced protein aggregation as a consequence of elevated misfolded protein levels that escape degradation within the cell^65^. Previous data indicated that AFD activity is important to control chaperone induction and thereby protein misfolding during cellular stress^16,17^. We show here that the *dyf-1(mn335)* mutant possesses less protein aggregates in the intestine, similar to the AFD mutant, whereas its protein turnover defect is suppressed by the same AFD mutation. This indicates that the signalling required to affect UFD stability and protein folding are uncoupled. Consequently, aggregation of polyQ was previously shown to require HSF-1 independent of DAF-16^17^. Worms may have established an ingenious system whereby AFD neurons balance the cellular protein fate to alleviate detrimental health effects if both, protein aggregation and turnover, were increased simultaneously.

Patients suffering from protein aggregation diseases often display an accumulation of protein aggregates in their tissues. Recently, passive or active exercise-related body warming was proposed as a therapy for neurodegenerative diseases^66^. However, patients suffering from diseases such as frontotemporal dementia, Alzheimer’s or Parkinson’s suffer frequently from aberrant temperature responsiveness^67,68^. Therefore, it will be important to determine how the lack of temperature sensing affects protein turnover and aggregation rates in other organisms, and how passive or exercise-related body warming affects the different proteostasis rates.

## Methods

*Caenorhabditis elegans* strains used in this study are listed in the Supplementary Data 3. Worms were handled according to standard procedures and maintained at 20 °C unless otherwise stated^69^.

### Generation of rescue plasmids

The *ins-5* genomic sequence is fused via SL2 splice site to mCherry allowing to measure expression of *ins-5* and *mCherry* from the same transcript. Oligos used are listed in Supplementary Data 4. The *ins-5* genomic rescue plasmid pTH1219 was created using the NEBuilder® HiFi DNA Assembly kit (NEB, Frankfurt, Germany). The *ins- 5* promoter and *ins-5* gene were amplified with TH2483, TH2484 (2147 bp) and the *ins-5* 3’UTR with TH2489, TH2505 (1182 bp) from *C. elegans* N2 Bristol genomic DNA. The *SL2-NLS-mCherry* fragment was amplified with TH2485, TH2486 (661 bp) and the remaining *mCherry* fragment TH2487, TH2488 (542 bp) from pBalu12^70^ and assembled according to the manufacturer’s instruction. Subsequently, the 2782 bp *Pins-5-ins-5-SL2-NLS-mcherry* fragment was amplified with TH2483, TH2486 and the 1736bp *mCherry-ins-5-3’UTR* with TH2487, TH2505 and assembled into pBS-*unc-119* (containing genomic *unc-119* as *HindIII/XbaI* fragment) that was linearized with *SalI*. The plasmid contains 1756bp of *ins-5* promoter region and 1182 bp of *ins-5* 3’UTR. The *ins-5* intestinal rescue plasmid pTH1707 was created using the NEBuilder® HiFi DNA Assembly kit. 2030 bp promoter sequence of *ges-1* (amplified with TH3147 and TH3148 from genomic N2 Bristol DNA) as well as 410 bp sequence of *ins-5-SL2* amplified with TH3149 and TH3146 from pTH1219 were inserted into pTH1219 that was cut with with *XhoI* and *HpaI*. The *ins-5* neuronal rescue plasmid pTH1720 was created using the NEBuilder® HiFi DNA Assembly kit. The 2165 bp promoter sequence of *unc-119* (amplified with TH3159 and TH3144) and 410 bp sequence of *ins-5-SL2* amplified with TH3145 and TH3146 were inserted into pTH1219 that was cut with with *XhoI* and *HpaI*. *Punc-119* and *Pges-1* promote pan-neuronal and intestinal expression, respectively.

### Generation of transgenic *C. elegans*

Generation of transgenic worms was performed as described^21^. In brief, microparticle bombardment into strains carrying the *unc-119(ed4)* mutation was done using the BioRad Biolistic PDS-1000/HE (BioRad, Feldkirchen, Germany) equipped with a heptashot adapter according to the manufacturer’s instruction with 27 inches of Hg vacuum and a 1350 p.s.i. rupture disc. Per bombardment, about 1 mg of 0.3–3 μm gold beads (Chempur, Karlsruhe, Germany) were coated with 7 µg linearised plasmid DNA or 10 μg fosmid DNA. Animals were allowed to recover for 1 h at room temperature and then transferred to 90 mm plates seeded with OP50. Animals were screened for integration after three weeks at 25 °C for rescue of the *unc-119(ed4)* phenotype.

### RNAi

RNA interference was performed using the feeding method^71^. HT115 bacteria carrying the vector with the gene of interest were either taken from the RNAi Collection (Ahringer) or the ORF-RNAi Resource (Vidal) (Source BioScience). As control, HT115 bacteria transformed with the empty pPD129.36 vector was used for feeding. Typically, worms were grown at 22 °C and treated with RNAi from L1 or L3 stage and the phenotype observed during day one of adulthood unless otherwise stated. For enhanced RNAi efficiency in neuronal tissues the *nre-1(hd20); lin-15b(hd126)* strain background was used^72^. When RNAi of *tax-6* was performed to address *gcy-8(oy44)* neuronal effect or after *hecd-1(RNAi)*, no RNAi-sensitive background was used (Fig. 5e, Supplementary Fig. 6b).

### Lifespan analysis

Lifespan was studied with PP3336, PP3337, PP3338, and PP3339, all of which resulted from outcrossing PP2079 with N2 Bristol. Experiments were performed in four replicates at 22 °C. For each lifespan, 50 age-synchronised, day 1 adult hermaphrodites per strain were transferred to fresh NGM agar plates, corresponding to day 0 in the lifespan experiment. Animals were transferred to new plates daily to separate adults from offspring and prevent starvation. Survival was assessed daily by monitoring pharyngeal pumping and touch-provoked movements until death. Worms that crawled up the plate walls and desiccated or exhibited a ‘protruding vulva’ or showed ‘bagging’ were excluded from the study. Statistical details for all lifespan experiments are shown in Supplementary Table 5.

### Sample collection and Western blotting

Western blotting was performed essentially as described^21^. To determine the phenotype in mutants lacking distal cilia formation, worms were grown at 20 °C until adulthood, eggs synchronized by bleaching to avoid contamination and eggs immediately placed on NGM containing OP50 to avoid starvation or overcrowding at 22 °C unless otherwise stated. After 40 hours 100 young L3 worms were selected and manually transferred (2 × 50 worms) to fresh NGM-OP50 plates for another day at 22 °C. Hermaphrodite worms were collected for analysis at early day one of adulthood. For preparation of whole worm lysates, 100 worms were collected in 1x M9 buffer, settled on ice, the supernatant removed and the worm pellet suspended in 50 µl 2x SDS loading buffer. To investigate the polyubiquitylation status of UbV-GFP the worm pellet was lysed in SDS sample buffer containing 10 mM n-ethylmaleimide (NEM) to block deubiquitylation enzymes. Subsequently, samples were boiled at 95 °C for 4 min, sonicated 2 × 10 sec at 60% amplitude and again boiled at 95 °C for 4 min. Samples were then spun at 18,000 *g* for 2 min at room temperature and the supernatant applied to NuPAGE® 4–12% Bis-Tris SDS-gels using the NuPAGE® MES SDS running buffer (ThermoFischer Scientific, Germany). Samples were transferred using a semi-dry blotting system (Bio-Rad, Trans-Blot Turbo) with NuPAGE® transfer buffer. Antibodies were diluted (anti-GFP 1:5000 (Clontech), anti-tubulin 1:5000 (Sigma), anti-mCherry 1:2000 (Abcam), anti-mHRP 1:10,000 (Jackson Immunoresearch, anti-mouse IRDye 1:10,000 (LI-COR) in 5% dried milk/ PBS/ 0.1% Tween 20 (for regular ECL detection) or Roti®-Block (Carl Roth (for visualization with Odyssey). Visualization of fluorescent signals was performed in early experiments using the Odyssey scanner (LI-COR, Bad Homburg, Germany) and the Image Studio Lite v4.0 software. However, in most cases the chemiluminescent detection with regular self-made ECL detection solution was used as this was providing a robust correlation between the GFP signal observed in worms by fluorescence microscopy with the GFP signal detected by Western blotting. Blots were imaged using X-ray films. All information regarding resources can be found in Supplementary Table 6, all uncropped blots are provided in the Source Data file accompanied with this manuscript.

### DiI staining

For staining, hermaphrodite worms were washed from plates with 1x M9 buffer, transferred to an Eppendorf tube and settled on ice, the supernatant discarded and 1 mL of the DiI (2 µg/mL) staining solution was added and worms stained for 30 min with continued end-over-end rotation at room temperature. Worms were settled on ice, washed three times with 1x M9 and allowed to recover for 1 h on NGM plates seeded with OP50 before imaging.

### In vivo imaging

In vivo imaging was performed as described recently^21^. Worms were imaged on a 4% agarose pad containing 30 mM sodium azide using an Axio imager M1(Carl Zeiss Microscopy GmbH, Jena, Germany) equipped with Axiocam 503mono and Zeiss2.3 pro software (Carl Zeiss Microscopy GmbH). When worms were imaged on plates, the plates were precooled on ice for 5 min to immobilise the worms and imaged using Leica M165FC equipped with Leica DFC340FX camera and Leica application Suite 3.3.1 software or Axiozoom V16, (Carl Zeiss Microscopy GmbH) equipped with Axiocam 506mono and Zeiss 2.3 software (Carl Zeiss Microscopy GmbH).

For confocal imaging of ciliary structures, day 1 adult hermaphrodites were cultured at 22 °C and immobilised with 25 mM levamisole on a 3% agarose pad. Worms were imaged using LSM980 Airyscan 2 equipped with Plan-Apochromat 63x /1.4 oil DIC and ZEN Connect Modul (Carl Zeiss Microscopy GmbH). The presence of the *dyf-1(mn335)* mutation was confirmed by DiI staining. Image J was used for image processing and analysis.

### Mass spectrometric analysis

Per condition 60 young adult hermaphrodite worms (PP563, PP915, PP1058, PP1716) were grown at 22 °C and collected in 20 μL 1x M9 buffer, the buffer removed and worms shock frozen in liquid nitrogen. A total of 3 independent experiments were performed with all strains. Worms were lysed in 40 μL 6 M Urea/2 M Thiourea buffer with sonification at 4 °C with 30 s intervals for 10 min. Samples were reduced in 50 mM DTT for 30 min at RT followed by alkylation using 13 mM iodoacetamide for 20 min in the dark, before digestion with 0.4 µg lysyl-endopeptidase for 3 h at RT. The lysates were diluted with 50 mM ammonium bicarbonate to get a final urea concentration of 2 M and digested with 2 µg trypsin. One day later, the digest was stopped by acidification with an equal amount of buffer C (5% acetonitrile, 1% TFA) before peptides were cleaned up using stage tip extraction (Empore Disks, Sigma Aldrich, Taufkirchen, Germany). For separation of the peptides the stage tips were prepared by washing with methanol (2600 rpm, 2 min) followed by washing with elution buffer (80% acetonitrile, 0.1% formic acid) and two times with washing buffer (0.1% formic acid in ddH_2_O). The samples were loaded on the stage tip, cleared once more with washing buffer and dried until further processing.

### LC–MS/MS

Eluted peptides were separated using a binary buffer system of A (0.1% (v/v) formic acid in H_2_O) and B (0.1% (v/v) formic acid in 80% acetonitrile) on a nanoEasy HPLC system (Thermo Fisher Scientific). A linear gradient from 7–35% B was applied within 220 min followed by 95% B for 10 min. Prior to the next run, the column was re- equilibrated to 5% B for 10 min. The 50 cm column (75 μm ID) was packed in-house with 1.9 μm diameter C18 Reprosil resin (Dr. Maisch GmbH, Ammerbuch-Entringen, Germany). A custom-made column oven was used to control the temperature to 40 °C. The HPLC was coupled via a nano-electrospray ionization source (Thermo Fisher Scientific, Bremen, Germany) to the quadrupole-based QExactive Plus benchtop mass spectrometer (Thermo Scientific, Bremen, Germany). MS spectra were acquired using 3e6 as AGC target at a resolution of 70, 000 (200 m/z) in a mass range of 350–1650 m/z. A maximum injection time of 60 ms was used for ion accumulation. MS/MS events were measured in a data-dependent mode for the 10 most abundant peaks (Top10 method) in the high mass accuracy Orbitrap after HCD (Higher energy C-Trap Dissociation) fragmentation at 25 collision energy in a 100–1650 m/z mass range. The resolution was set to 17, 500 at 200 m/z and the injection time was set to 60 ms. Acquired raw files were correlated to the Uniprot *Caenorhabditis elegans* reference proteome (Proteome ID: UP000001940, canonical protein sequences: 26196, downloaded 03.2015) using MaxQuant (version 1.5.3.8)^73^ and the implemented Andromeda search engine^74^. Searches were performed with tryptic digestion specificity allowing two missed cleavages and a mass tolerance of 4.5 ppm for MS and 6 ppm for MS/MS spectra. Carbamidomethyl at cysteine residues was set as a fixed modification and oxidation at methionine, and acetylation at the N-terminus were defined as variable modifications. The minimal peptide length was set to seven amino acids, and the false discovery rate for proteins and peptides to 1%. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^75^ partner repository with the dataset identifier PXD016676.

### RNA extraction

RNA extraction was performed as described recently^15^. Age-synchronised day 1 adult hermaphrodite worms grown at 22 °C (200–300 if RNA was prepared for microarray, 200 for qRT-PCR) were washed two times with M9 buffer, resuspended in 1 ml TRIzol reagent (Ambion) and frozen at −80 °C for at least 1 h. Worms were homogenised by addition of 200 μL Zirconia beads, followed by tissue disruption with the Precellys 24-Dual cell homogeniser (VWR, Germany). Next, 1-bromo-3-chloropropane was added to the samples followed by vigorous mixing and phase separation via centrifugation. The aqueous phase was used to isolate total RNA with the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to manufacturer’s instructions. cDNA synthesis was performed with 200 ng total RNA (for microarray) or 1 μg (for qPCR) using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Germany). Gene expression levels were measured via quantitative real time PCR (qRT-PCR) with the Luna Universal qPCR Master Mix (New England Biolabs) and the Bio-Rad CFX96 Real-Time PCR Detection System. Data were analysed using the Bio-RadCFX Manager 3.0 software. Actin served as internal control and primer efficiencies were determined by creation of a standard curve. For qRT-PCR typically three independent experiments were performed in triplicates. For primers see Supplementary Data 4, for key reagents, and resources see Supplementary Table 6).

### Microarray analysis

Microarray analysis was described recently^15^. Expression profiling of the PP896 *dyf-1(mn335)* mutant versus wild-type N2 Bristol was done using the Affymetrix *C. elegans* Gene Array 1.0. To this end, total RNA of around 200 − 300 age-synchronised day 1 adult hermaphrodites was extracted as described above. Microarray analysis was performed using four replicates per strain and was processed by the Cologne Center for Genomics (CCG, Cologne, Germany).

### Cycloheximide treatment

Hermaphrodite worms were grown on NGM plates seeded with OP50, bleached and embryos transferred to fresh NGM plates seeded with OP50 and grown at 22 °C till L3 stage. Cycloheximide plates were prepared by spreading 50 μL of 50 mg/mL cycloheximide (Sigma) in ethanol stock solution on a small petri dish containing 5 mL NGM using a spatula, as control only ethanol was added to the plates and all plates incubated at room temperature for 30 min. Plates were then seeded with OP50 bacteria overnight at 37 °C. At least 600 early L3 worms were transferred to new NGM-OP50 plates until early day 1 of adulthood. 100 day one adult worms were then transferred for 0 h, 1.5 h or 3 h to NGM plates containing freshly prepared cycloheximide or control plates. Worms were then collected and analysed by Western blotting.

### PolyQ aggregation analysis

For quantification of polyQ aggregates, hermaphrodite worms were grown as above and the number of aggregates per worm counted by live imaging. Worms counted were transferred to new plates to avoid miscounting. Worms containing more than 80 aggregates were counted as 80.

### Thermotaxis assay

A 12*12 cm plate was used for the linear thermotaxis assay. The thermotaxis plate was divided into twelve regions using a marker pen. Assay plates were filled with 15 mL of cool (≤55 °C), liquid media (Agar (17 g), NaCl (3 g) in 975 mL ddH_2_O, CaCl_2_ (1 mL of 1 M solution), MgSO_4_ (1 mL of 1 M solution), and KH_2_PO_4_ (25 mL of 1 M solution, pH 6.0)). The plates were dried for 2 h at RT prior to use. The linear gradient was established on the 12*12 cm plate containing the liquid media by keeping the plate on an aluminium slab connected by two water baths kept at 8 °C and 55 °C. After 30 min a gradient ranging from 17 °C to 30 °C was reached. Once the assay plates reached this thermal gradient, synchronised, well-fed young adult worms from the growth plates were added to the thermotaxis plate. To this end, day 1 adult hermaphrodite worms were transferred in ddH_2_O to a 1.5 mL centrifuge tube. The tube was spun at 550 rpm for 30 seconds to pellet the animals. The animals were washed twice in ddH_2_O and later suspended in 100 µL. The animals were then transferred to a narrow starting zone (T start) of each assay plate. The droplet was dispersed across the T start zone using a tissue paper. The assay clock started as soon as animals begun to crawl away from the starting zone and the assay conducted for 60 min. The temperature of each region was measured using a hand-held laser thermometer after 60 min of the experiment. The thermotaxis plate was then moved to an ice bucket and transferred to a 4 °C for 60 min to paralyse the animals. The terminal points of the animals were manually counted in each of the twelve regions to calculate the distribution of the animals in a specific temperature range. Worms which crawled up the plate walls and dried up during the 60 min of the assay were censored from the study.

### Statistical analysis and data visualisation

Statistical analysis of Western blots was performed according to^76^. For quantification of UFD stability, the GFP signal was normalised by the tubulin levels and the ratios compared with the wild-type which was set to one, or to *dyf-1(mn335)* when suppression was analysed. Typically, an unpaired two-tailed Student’s *t*-test was performed using Microsoft Excel 2016 software (Microsoft). In cases where the direction of the distribution was already known from previous experiments, a one-tailed Student’s *t*-test was performed. When several mutants were compared with each other a one-way ANOVA test was performed followed by post-hoc comparison’s tests as stated in the Figure legends using Graph Pad Prism 7 software. Results are typically provided as mean ± standard deviation (if not otherwise indicated) where n refers to independent experiments. For the thermotaxis experiments, chi-square values were calculated using Microsoft Excel 2016 and Graph Pad Prism 7 software. For statistical analysis of lifespan, Graph Pad Prism 7 software was used. For survival tests, significance was determined using the Log-rank test (Mantel-Cox) and the unpaired Student’s *t*-test. Statistical analysis of microarray and proteomics data and visualisation of results was conducted in R programming environment^77^. For microarray data analysis R package oligo v1.42.0^78^ was used to read Affymetrix.CEL files in R environment and to perform Robust Multi-Array Average (RMA) normalisation^79^ using background adjustment, quantile normalisation, and median polish for Single-Channel. Next, single channel differential expression analysis comparing *dyf-1(mn335)* to wild-type N2 was performed with limma v3.34.9 R package^80^. Gene Set Enrichment Analysis (GSEA) algorithm was used as described in^81,82^. GSEA determines whether an a priori defined set of genes (e.g. biological pathway) shows statistically significant association with the phenotype of interest. GSEA implemented in R package ReactomePA1.34.0 was used to analyse the microarray data with Reactome pathways. KEGG calcium signalling pathway Cel04020 was overlaid with expression changes in *dyf-1(mn335)* compared with wild-type and visualised using pathview v1.18.2 R package^83^.

For Mass Spectometry data analysis DEP package v1.8.0^84^ was used for label-free quantification (LFQ)-based analysis of MaxQuant output (peptides.txt file). The function uses protein-wise linear models combined with empirical Bayes statistics to perform moderated *t*-test with the limma package for differential expression analysis^80^. *p* values of DE tests were FDR adjusted for multiple testing and resulting *q* values were used for prioritising proteins of interest. The data was background-corrected, normalised by variance-stabilising transformation (*vsn*), missing values were imputed and differential enrichment analysis was performed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

Source data are provided with this paper. All data needed to evaluate the conclusion are available in the main text or the supplementary data files provided with this manuscript. Mutant strains are available upon request from the authors and/or CGC. The microarray data generated in this study have been deposited under the accession code GSE142371 in the Gene expression omnibus database (GEO, NCBI) and are publicly available: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142371. The Gene ontology database is available via: http://geneontology.org/, the Reactome database is available via: https://bioconductor.org/packages/release/bioc/html/ReactomePA.html. The Uniprot reference *C. elegans* proteome database is available at: https://www.uniprot.org/proteomes/UP000001940. The proteomics data have been deposited with the identifier PXD016676 via the ProteomeXchange database and are publicly available: https://www.ebi.ac.uk/pride/archive/projects/PXD016676. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Code to reproduce the data is freely available on the authors github repository^85^: https://github.com/nevelsk90/Celegans_sensingDyf1.git or via the DOI identifier: 10.5281/zenodo.7007326.

## References

[1] Romero LM, Dickens MJ, Cyr NE (2009). The Reactive Scope Model - a new model integrating homeostasis, allostasis, and stress. Horm. Behav..

[2] Hipp MS, Kasturi P, Hartl FU (2019). The proteostasis network and its decline in ageing. Nat. Rev. Mol. Cell Biol..

[3] Liebl MP, Hoppe T (2016). It’s all about talking: two-way communication between proteasomal and lysosomal degradation pathways via ubiquitin. Am. J. Physiol. Cell Physiol..

[4] Bard JAM (2018). Structure and function of the 26S proteasome. Annu Rev. Biochem.

[5] Hohfeld J, Hoppe T (2018). Ub and down: ubiquitin exercise for the elderly. Trends Cell Biol..

[6] Kwon YT, Ciechanover A (2017). The ubiquitin code in the ubiquitin-proteasome system and autophagy. Trends Biochem Sci..

[7] Oh E, Akopian D, Rape M (2018). Principles of ubiquitin-dependent signaling. Annu Rev. Cell Dev. Biol..

[8] Inglis, P. N., Ou, G., Leroux, M. R. & Scholey, J. In *WormBook* (ed. The C. elegans Research Community WormBook) (2007).

[9] Bargmann, C. I. In *WormBook* (ed. The C. elegans Research Community WormBook) (2006).

[10] Imanikia S, Ozbey NP, Krueger C, Casanueva MO, Taylor RC (2019). Neuronal XBP-1 activates intestinal lysosomes to improve proteostasis in C. elegans. Curr. Biol..

[11] Imanikia S, Sheng M, Castro C, Griffin JL, Taylor RC (2019). XBP-1 remodels lipid metabolism to extend longevity. Cell Rep..

[12] Taylor RC, Dillin A (2013). XBP-1 is a cell-nonautonomous regulator of stress resistance and longevity. Cell.

[13] Mutlu AS, Gao SM, Zhang H, Wang MC (2020). Olfactory specificity regulates lipid metabolism through neuroendocrine signaling in Caenorhabditis elegans. Nat. Commun..

[14] Dixit A (2020). Neuronal control of lipid metabolism by STR-2 G protein-coupled receptor promotes longevity in Caenorhabditis elegans. Aging Cell.

[15] Finger F (2019). Olfaction regulates organismal proteostasis and longevity via microRNA-dependent signaling. Nat. Metab..

[16] Prahlad V, Cornelius T, Morimoto RI (2008). Regulation of the cellular heat shock response in Caenorhabditis elegans by thermosensory neurons. Science.

[17] Prahlad V, Morimoto RI (2011). Neuronal circuitry regulates the response of Caenorhabditis elegans to misfolded proteins. Proc. Natl Acad. Sci. USA.

[18] Ou G, Blacque OE, Snow JJ, Leroux MR, Scholey JM (2005). Functional coordination of intraflagellar transport motors. Nature.

[19] Starich TA (1995). Mutations affecting the chemosensory neurons of Caenorhabditis elegans. Genetics.

[20] De Riso L, Ristoratore F, Sebastiano M, Bazzicalupo P (1994). Amphid defective mutant of Caenorhabditis elegans. Genetica.

[21] Segref A, Hoppe T (2012). Analysis of ubiquitin-dependent proteolysis in Caenorhabditis elegans. Methods Mol. Biol..

[22] Segref A, Torres S, Hoppe T (2011). A screenable in vivo assay to study proteostasis networks in Caenorhabditis elegans. Genetics.

[23] Miedel MT (2012). A pro-cathepsin L mutant is a luminal substrate for endoplasmic-reticulum-associated degradation in C. elegans. PLoS One.

[24] Blacque OE (2005). Functional genomics of the cilium, a sensory organelle. Curr. Biol..

[25] Sengupta P, Colbert HA, Bargmann CI (1994). The C-elegans gene Odr-7 encodes an olfactory-specific member of the nuclear receptor superfamily. Cell.

[26] Chen BL, Hall DH, Chklovskii DB (2006). Wiring optimization can relate neuronal structure and function. Proc. Natl Acad. Sci. USA.

[27] White JG, Southgate E, Thomson JN, Brenner S (1986). The structure of the nervous system of the nematode Caenorhabditis elegans. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[28] Cook SJ (2019). Whole-animal connectomes of both Caenorhabditis elegans sexes. Nature.

[29] Inada H (2006). Identification of guanylyl cyclases that function in thermosensory neurons of Caenorhabditis elegans. Genetics.

[30] Wang D, O’Halloran D, Goodman MB (2013). GCY-8, PDE-2, and NCS-1 are critical elements of the cGMP-dependent thermotransduction cascade in the AFD neurons responsible for C. elegans thermotaxis. J. Gen. Physiol..

[31] Colosimo ME, Tran S, Sengupta P (2003). The divergent orphan nuclear receptor ODR-7 regulates olfactory neuron gene expression via multiple mechanisms in Caenorhabditis elegans. Genetics.

[32] Ferkey, D. M., Sengupta, P. & L’Etoile, N. D. Chemosensory signal transduction in Caenorhabditis elegans. *Genetics***217**, 10.1093/genetics/iyab004 (2021).10.1093/genetics/iyab004PMC804569233693646

[33] Sagasti A, Hobert O, Troemel ER, Ruvkun G, Bargmann CI (1999). Alternative olfactory neuron fates are specified by the LIM homeobox gene lim-4. Genes Dev..

[34] Troemel ER, Sagasti A, Bargmann CI (1999). Lateral signaling mediated by axon contact and calcium entry regulates asymmetric odorant receptor expression in C. elegans. Cell.

[35] Speese S (2007). UNC-31 (CAPS) is required for dense-core vesicle but not synaptic vesicle exocytosis in Caenorhabditis elegans. J. Neurosci..

[36] Mohri-Shiomi A, Garsin DA (2008). Insulin signaling and the heat shock response modulate protein homeostasis in the Caenorhabditis elegans intestine during infection. J. Biol. Chem..

[37] Ou G (2007). Sensory ciliogenesis in Caenorhabditis elegans: Assignment of IFT components into distinct modules based on transport and phenotypic profiles. Mol. Biol. Cell.

[38] Li, C. & Kim, K. In *WormBook* (ed The C. elegans Research Community) (2008).

[39] Kim K, Li C (2004). Expression and regulation of an FMRFamide-related neuropeptide gene family in Caenorhabditis elegans. J. Comp. Neurol..

[40] Li C, Kim K, Nelson LS (1999). FMRFamide-related neuropeptide gene family in Caenorhabditis elegans. Brain Res.

[41] Duret L, Guex N, Peitsch MC, Bairoch A (1998). New insulin-like proteins with atypical disulfide bond pattern characterized in Caenorhabditis elegans by comparative sequence analysis and homology modeling. Genome Res.

[42] Pierce SB (2001). Regulation of DAF-2 receptor signaling by human insulin and ins-1, a member of the unusually large and diverse C. elegans insulin gene family. Genes Dev..

[43] Zheng S (2018). A functional study of all 40 Caenorhabditis elegans insulin-like peptides. J. Biol. Chem..

[44] Chen Y, Baugh LR (2014). Ins-4 and daf-28 function redundantly to regulate C. elegans L1 arrest. Dev. Biol..

[45] Ritter AD (2013). Complex expression dynamics and robustness in C. elegans insulin networks. Genome Res.

[46] Tao L (2013). CAMKII and calcineurin regulate the lifespan of Caenorhabditis elegans through the FOXO transcription factor DAF-16. Elife.

[47] Tullet JM (2015). DAF-16 target identification in C. elegans: past, present and future. Biogerontology.

[48] Libina N, Berman JR, Kenyon C (2003). Tissue-specific activities of C. elegans DAF-16 in the regulation of lifespan. Cell.

[49] Clark DA, Gabel CV, Gabel H, Samuel AD (2007). Temporal activity patterns in thermosensory neurons of freely moving Caenorhabditis elegans encode spatial thermal gradients. J. Neurosci..

[50] Kimata T, Sasakura H, Ohnishi N, Nishio N, Mori I (2012). Thermotaxis of C. elegans as a model for temperature perception, neural information processing and neural plasticity. Worm.

[51] Aoki I, Mori I (2015). Molecular biology of thermosensory transduction in C. elegans. Curr. Opin. Neurobiol..

[52] Apfeld J, Kenyon C (1999). Regulation of lifespan by sensory perception in Caenorhabditis elegans. Nature.

[53] Chen YC (2016). A C. elegans thermosensory circuit regulates longevity through crh-1/CREB-dependent flp-6 neuropeptide signaling. Dev. Cell.

[54] Lee SJ, Kenyon C (2009). Regulation of the longevity response to temperature by thermosensory neurons in Caenorhabditis elegans. Curr. Biol..

[55] Matsunaga Y, Kawano T (2018). The C. elegans insulin-like peptides (ILPs). Aims Biophys..

[56] Murphy, C. T., Hu, P.J. In *WormBook* (ed The C. elegans Research Community) (2013).

[57] Dlakic M (2002). A new family of putative insulin receptor-like proteins in C. elegans. Curr. Biol..

[58] Lee JI, Mukherjee S, Yoon KH, Dwivedi M, Bandyopadhyay J (2013). The multiple faces of calcineurin signaling in Caenorhabditis elegans: development, behaviour and aging. J. Biosci..

[59] Pispa J, Matilainen O, Holmberg CI (2020). Tissue-specific effects of temperature on proteasome function. Cell Stress Chaperones.

[60] Hanna J, Guerra-Moreno A, Ang J, Micoogullari Y (2019). Protein degradation and the pathologic basis of disease. Am. J. Pathol..

[61] Hanna J (2006). Deubiquitinating enzyme Ubp6 functions noncatalytically to delay proteasomal degradation. Cell.

[62] Garrity PA, Goodman MB, Samuel AD, Sengupta P (2010). Running hot and cold: behavioral strategies, neural circuits, and the molecular machinery for thermotaxis in C. elegans and Drosophila. Genes Dev..

[63] Russell J, Vidal-Gadea AG, Makay A, Lanam C, Pierce-Shimomura JT (2014). Humidity sensation requires both mechanosensory and thermosensory pathways in Caenorhabditis elegans. Proc. Natl Acad. Sci. USA.

[64] Keil G, Cummings E, de Magalhaes JP (2015). Being cool: how body temperature influences ageing and longevity. Biogerontology.

[65] Berke SJ, Paulson HL (2003). Protein aggregation and the ubiquitin proteasome pathway: gaining the UPPer hand on neurodegeneration. Curr. Opin. Genet Dev..

[66] Hunt AP, Minett GM, Gibson OR, Kerr GK, Stewart IB (2019). Could heat therapy be an effective treatment for Alzheimer’s and Parkinson’s diseases? a narrative review. Front Physiol..

[67] Fletcher PD (2015). Pain and temperature processing in dementia: a clinical and neuroanatomical analysis. Brain.

[68] Coon, E. A. & Low, P. A. In *Handbook of Clinical Neurology* Vol. 157 (ed A. A. Romanovsky) 715–725 (Elsevier, 2018).10.1016/B978-0-444-64074-1.00043-430459035

[69] Brenner S (1974). The genetics of Caenorhabditis elegans. Genetics.

[70] Tursun B, Cochella L, Carrera I, Hobert O (2009). A toolkit and robust pipeline for the generation of fosmid-based reporter genes in C. elegans. PLoS One.

[71] Timmons L, Fire A (1998). Specific interference by ingested dsRNA. Nature.

[72] Schmitz C, Kinge P, Hutter H (2007). Axon guidance genes identified in a large-scale RNAi screen using the RNAi-hypersensitive Caenorhabditis elegans strain nre-1(hd20) lin-15b(hd126). Proc. Natl Acad. Sci. USA.

[73] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[74] Cox J (2011). Andromeda: a peptide search engine integrated into the MaxQuant environment. J. Proteome Res.

[75] Perez-Riverol Y (2019). The PRIDE database and related tools and resources in 2019: improving support for quantification data. Nucleic Acids Res.

[76] Fay D.S. & K., G. In *WormBook, ed*. (ed The C. elegans Research Community) (2013).

[77] R: A language and environment for statistical computing. (R Foundation for Statistical Computing, Vienna, Austria, 2017).

[78] Carvalho BS, Irizarry RA (2010). A framework for oligonucleotide microarray preprocessing. Bioinformatics.

[79] Irizarry RA (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[80] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[81] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet.

[82] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[83] Luo W, Brouwer C (2013). Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics.

[84] Zhang X (2018). Proteome-wide identification of ubiquitin interactions using UbIA-MS. Nat. Protoc..

[85] Padvitski, T. code and data for paper “Thermosensation is linked to ubiquitin-dependent protein turnover via insulin and calcineurin signalling”. *V1.0*, 10.5281/zenodo.7007326 (2022).10.1038/s41467-022-33467-7PMC953493036198694

[86] Segref A (2014). Pathogenesis of human mitochondrial diseases is modulated by reduced activity of the ubiquitin/proteasome system. Cell Metab..

# Supplementary material for: Thermosensation in Caenorhabditis elegans is linked to ubiquitin-dependent protein turnover via insulin and calcineurin signalling
**Source:** Nat Commun. 2022 Oct 5;13:5874. doi: 10.1038/s41467-022-33467-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Thermosensation in *Caenorhabditis elegans* is linked to ubiquitin-dependent protein turnover via insulin and calcineurin signalling

Segref *et al.*

Contents

Supplementary Figures 1-7

Supplementary Tables 1-6

Supplementary References

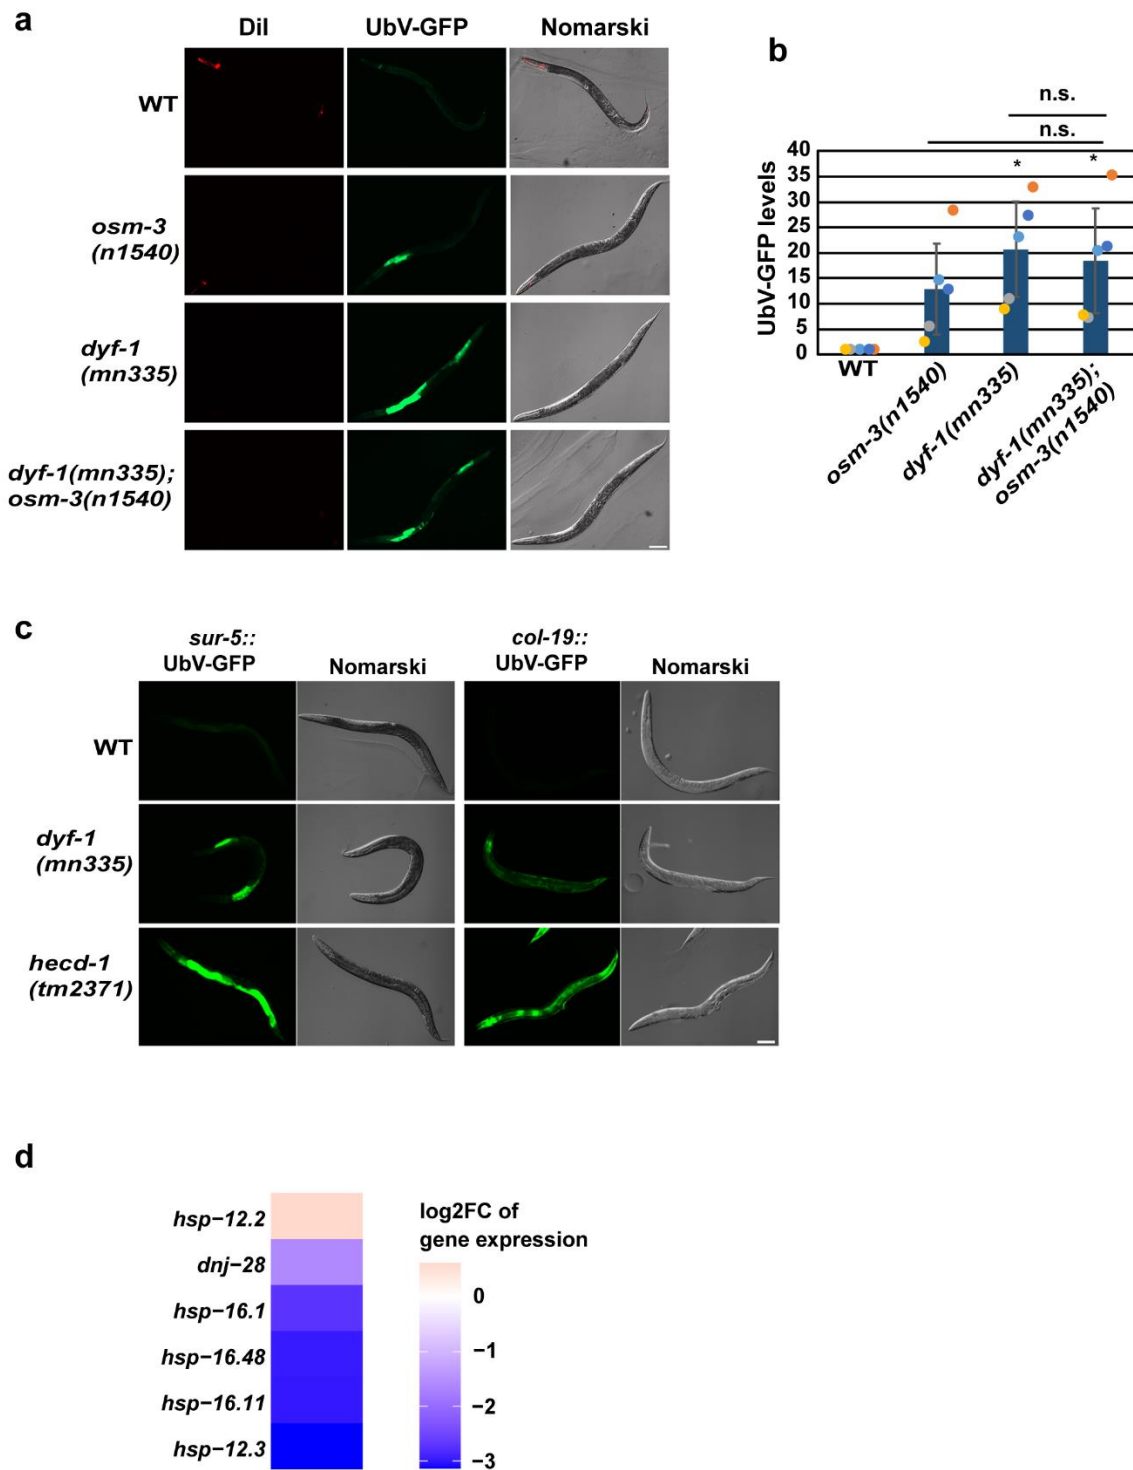

Supplementary Figure 1. UFD degradation is affected in ciliary mutants. a

Fluorescence and Nomarski images of worms expressing the UFD substrate (UbV-GFP) in wild-type, *osm-3*(*n1540*), *dyf-1*(*mn335*), or *dyf-1*(*mn335*); *osm-3*(*n1540*) mutant worms as indicated.

Dil denotes ciliated amphid and phasmid neurons. n = 3 biologically independent experiments.

Scale bar: 100 μ m. **b** Quantification of Western blots displayed in Figure 1c. n = 5 biologically independent experiments, WT compared to: *osm-3(n1540)* $p = 0.1444$, *dyf-1(mn335)* $p = 0.0106$, *dyf-1(mn335); osm-3(n1540)* $p = 0.0232$, *osm-3(n1540)* versus *dyf-1(mn335); osm-3(n1540)* $p = 0.629$, *dyf-1(mn335)* versus *dyf-1(mn335); osm-3(n1540)* $p = 0.9229$, one-way ANOVA followed by Dunnett's multiple comparisons test. Column graphs: mean $\pm$ standard deviation, scatter plots, individual experiments, same colour: same experiment. * $p \leq 0.05$, n.s. $p > 0.05$. **c** Fluorescence and Nomarski images of worms expressing *sur-5::UbV-GFP* or *col-19::UbV-GFP* in wild-type, *dyf-1(mn335)* or *hecd-1(tm2371)* mutant worms. n = 2 biologically independent experiments. 

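The chaperone sheet of Supplementary Data 2 lists 58 probe sets of 57 genes. Of these, 1 was higher and 6 were lower in *dyf-1(mn335)* at an adjusted p under 0.01 from limma, and 51 did not pass. Besides *hsp-12.3*, probe sets of small heat shock genes of the *hsp-16* family, which are induced by heat, fell most. Those that fell each name 2 genes, so that these members are not told apart: the probe set listed under *hsp-16.11* fell by 3.00 on the log2 scale, and those under *hsp-16.48* and *hsp-16.1* fell as well, at -2.99 and -2.73 (adjusted p = 0.0042, 0.0038 and 0.0049 from limma). The probe sets under *hsp-16.48* number 2 and hold the same values. *hsp-16.2* and *hsp-16.41* have probe sets of their own with dim values in both strains and did not pass, at -0.37 and -0.008 (adjusted p = 0.45 and 0.98 from limma). Of 29 DnaJ protein genes, *dnj-28* fell by 1.60 (standard error 0.16, adjusted p = 0.00035 from limma) and none rose, also when adjusted over the list alone (2 higher and 10 lower at an unadjusted p under 0.05). The median of the DnaJ list was -0.21 (camera, adjusted p = 0.083), and the list passed without mutant replicate 4 (median -0.23). Of the 8 subunits of the chaperonin CCT, limma called none in either direction, over all probe sets or adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. This was *cct-7*, at a log2 fold change of 0.80 (adjusted p = 0.10). The other subunits, *cct-1*, *cct-2*, *cct-3*, *cct-4*, *cct-5*, *cct-6* and *cct-8*, ranged from -0.30 to 0.33, and the list median was 0.05 (camera, adjusted p = 0.71). Without wild-type replicate 4, 4 probe sets of the sheet were higher and 13 lower.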

Scale bar: 100 μ m. **d** Heatmap of differentially expressed chaperones (q-value ≤ 0.01) in *dyf-1(mn335)* compared to wild-type based on microarray analysis. Colour of cells: log2 fold change of gene expression in *dyf-1(mn335)* compared to wild-type, n = 4 biologically independent experiments. Source data are provided as a Source Data file.

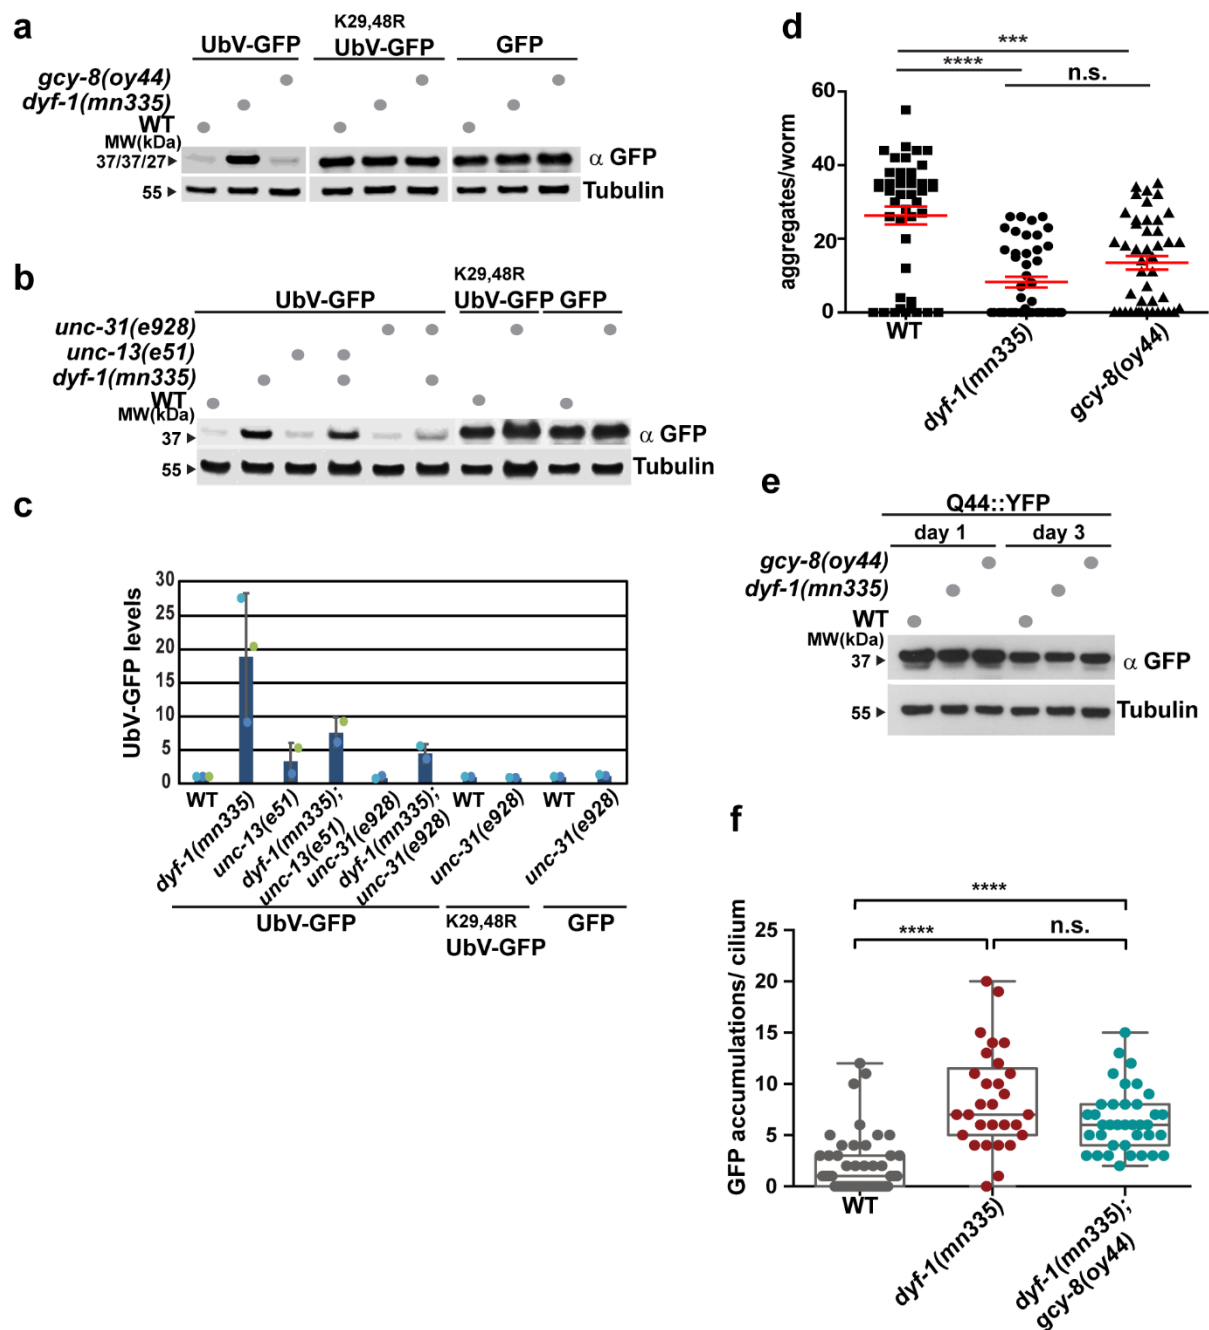

Supplementary Figure 2. Neurosecretion affects UFD degradation.

a Lysates of day 1 adult worms expressing UbV-GFP, ^{K29,48R}UbV-GFP, or GFP and the mutations indicated by a dot were analysed by Western blotting against GFP or tubulin, n = 2 biologically independent experiments. **b** Indicated mutant worms expressing UbV-GFP, ^{K29,48R}UbV-GFP or GFP alone were analysed at day 1 of adulthood by Western blotting as in (a). **c** Quantification of 2 biologically independent experiments of indicated wild-type (WT) or mutant worms. Column graphs: mean ± standard deviation, scatter plots, individual experiments, same colour: same

experiment. **d** Quantification of the number of Q44::YFP aggregates per worm in day 3 of adulthood. Red: mean $\pm$ standard error of the mean, WT versus: *dyf-1(mn335)* $p < 0.0001$, *gcy-8(oy44)* $p = 0.0002$, *dyf-1(mn335)* versus *gcy-8(oy44)* $p = 0.1314$, Kruskal-Wallis one-way ANOVA with Dunn's multiple comparisons test. **** $p \leq 0.0001$, *** $p \leq 0.001$, n.s. $p > 0.05$. $n = 2$ biologically independent experiments. **e** Lysates of day 1 and day 3 adult worms with the genotypes indicated by a dot expressing Q44::YFP in intestinal cells were analysed by Western blotting against GFP and tubulin, $n = 4$ biologically independent experiments. **f** Quantification of the number of GFP accumulations per AWA cilium analysed by ODR-10::GFP expression in the indicated wild-type (WT) and mutant strains. Boxplot of median values with 25th and 75th percentile and min. to max. whiskers are displayed. WT versus: *dyf-1(mn335)* $p < 0.0001$, *dyf-1(mn335); gcy-8(oy44)* $p < 0.0001$, *dyf-1(mn335)* versus *dyf-1(mn335); gcy-8(oy44)* $p = 0.7306$, Kruskal-Wallis one-way ANOVA with Dunn's multiple comparisons test. **** $p \leq 0.0001$, n.s. $p > 0.05$, $n = 2$ biologically independent experiments. Source data are provided as a Source Data file.

differential expression analysis of proteomic data. n = 3 biologically independent experiments. **b** Volcano plot of significantly (q-value < 0.1) increased (red) or decreased (blue) proteins in the *dyf-1(mn335)* mutant compared with the *dyf-1(mn335) unc-13(e51)* mutant, derived from differential expression analysis of proteomic data. n = 3 biologically independent experiments. **c** Gene expression levels of protein candidates regulated by neuronal signalling as displayed in Figure 3b derived by microarray analysis of the indicated strains. 

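Of the 15 protein candidates, 14 have a probe set that names their gene alone. *ctc-2* has none and was not analysed here. At an adjusted p under 0.01 from limma, 4 transcripts passed. *clec-190*, a C-type lectin gene (log2 fold change 1.85), and *F20G2.1* (1.23) were higher in *dyf-1(mn335)*, and *T20H4.5* (-0.93), which encodes a subunit of respiratory complex I, and *Y50D4B.4* (-0.72) were lower. In the exact form of the Kruskal-Wallis test that the legend names, these 4 and *mboa-3* (0.52, adjusted p = 0.041 from limma) had p = 0.0286, the smallest p that 4 arrays against 4 allow, and 0.08 after Benjamini-Hochberg adjustment over the list. Of the others, *C05D11.5* was at -0.82 (adjusted p = 0.034 from limma) and *anmt-2* at -0.05 (adjusted p = 0.83 from limma). *col-95*, dim in both strains, was at 0.47, *C18E9.6* at 0.24, *F09G8.7* at 0.11 and *F35E12.6* at -0.06. *F20G2.2* was at -0.21, *F33A8.4* at -0.24 and *nduf-7* at -0.25. The transcripts from *col-95* to *nduf-7* had an adjusted p of 0.23 or more from limma. Without any single one of the mutant arrays or of wild-type replicates 1 to 3, limma called 1 or 2 of the 14 transcripts. The proteins were measured in other samples, which were not analysed here.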

*C05D11.5* $p = 0.043$, *C18E9.6* $p = 0.083$, *F20G2.1* $p = 0.021$, *F20G2.2* $p = 0.083$, *F35E12.6* $p = 0.773$, *clec-190* $p = 0.021$, *col-95* $p = 0.248$, *ctc-2* $p = 0.149$, *F09G8.7* $p = 0.564$, *F33A8.4* $p = 0.149$, *anmt-2* $p = 0.772$, *mboa-3* $p = 0.021$, *nduf-7* $p = 0.149$, *T20H4.5* $p = 0.021$, *Y50D4B.4* $p = 0.021$, n. s. not significant, * $p \leq 0.05$, Kruskal Wallis test. **d** Worms expressing ANMT-2::GFP in the wild-type or *dyf-1(mn335)* mutant background were grown to day one of adulthood and protein lysates applied to Western blotting against GFP and tubulin, typical result from n = 3 biologically independent experiments. **e** Quantification of the experiments displayed in (d), n = 3 biologically independent experiments. $p = 0.01265$. **f** Worms expressing GFP::C05D11.5 were grown and analysed as in (d). **g** Quantification of the experiments displayed in (f), n = 3 biologically independent experiments, $p = 0.00688$. **e, g** 2-tailed unpaired Student's *t*-test. Column graphs: mean +/- standard deviation, scatter plots, individual experiments, same colour: same experiment, * $p \leq 0.05$, ** $p \leq 0.01$, n. s. $p > 0.05$. Source data are provided as a Source Data file.

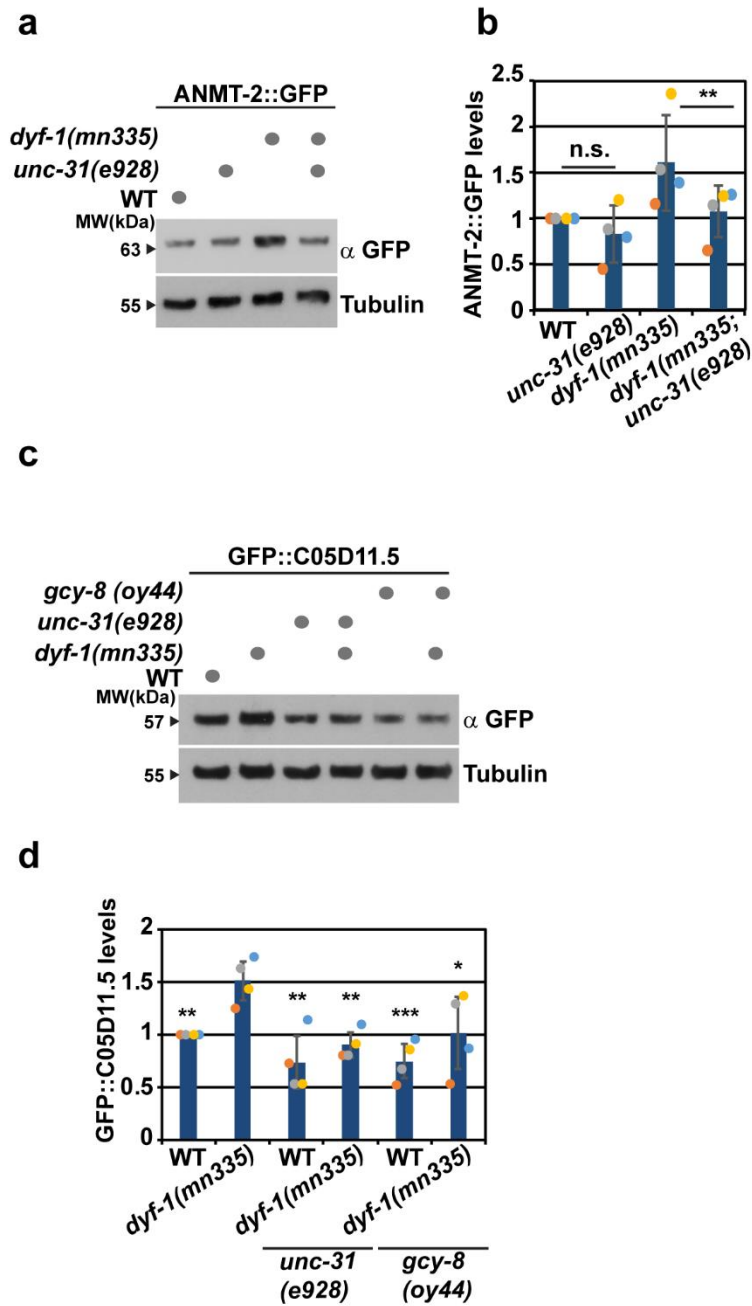

Supplementary Figure 4. Endogenous proteins affected by UPS dysfunction.

a Worms expressing ANMT-2::GFP in the wild-type or indicated mutant background were analysed by Western blotting against GFP and tubulin. **b** Quantification of the experiments displayed in (a), $n = 4$ biologically independent experiments, WT versus *unc-31(e928)* $p = 0.15293$, *dyf-1(mn335)* versus *dyf-1(mn335); unc-31(e928)* $p = 0.005197$, 1-tailed unpaired Student's t -test of indicated comparison when wild-type or *dyf-1(mn335)* is set to 1. Mean $\pm$ SD

standard deviation, scatter plots: individual experiments, same colour: same experiment. **c** Worms expressing GFP::C05D11.5 in the wild-type or indicated mutant background analysed as in (a). **d** Quantification of the experiments displayed in (c), $n = 4$ biologically independent experiments, WT $p = 0.00145$, *unc-31(e928)* $p = 0.00240$, *dyf-1(mn335)*; *unc-31(e928)* $p = 0.00144$, *gcy-8(oy44)* $p = 0.0009$, *dyf-1(mn335)*; *gcy-8(oy44)* $p = 0.03401$, 1-tailed unpaired Student's t -test compared with *dyf-1(mn335)*, column graphs: mean $\pm$ standard deviation, scatter plots: individual experiments, same colour: same experiment, *** $p \leq 0.001$, ** $p \leq 0.01$, * $p \leq 0.05$, n.s. $p > 0.05$. Source data are provided as a Source Data file.

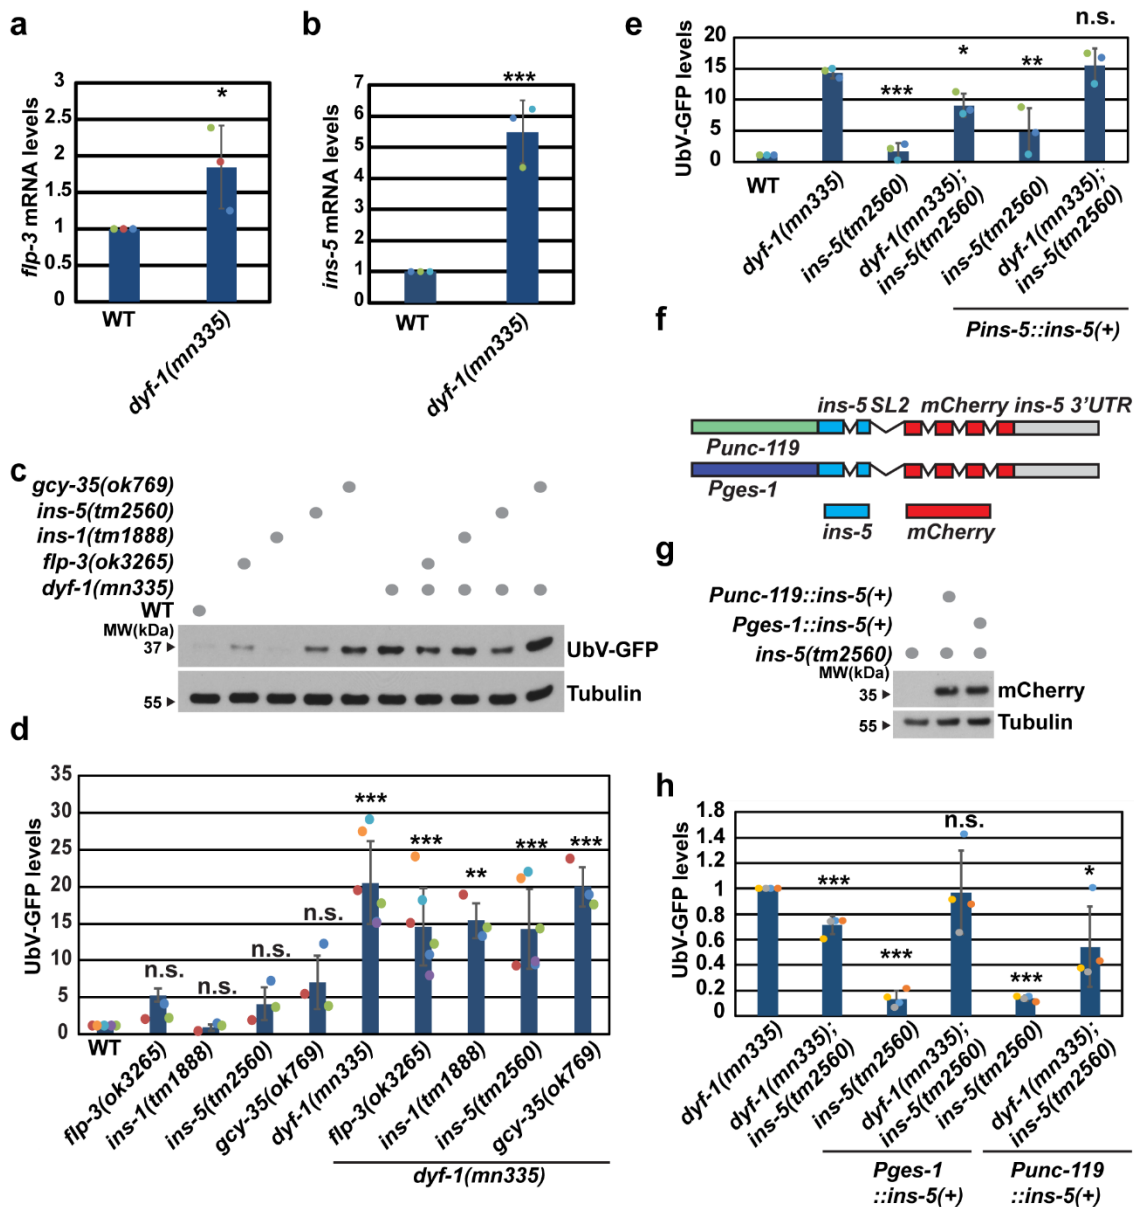

Supplementary Figure 5. INS-5 and FLP-3 control UFD degradation.

a Quantification of *flp-3* mRNA by qRT-PCR. $p = 0.0309$. **b** Quantification of *ins-5* mRNA by qRT-PCR. $p = 0.00077$, (a, b) $n = 3$ biologically independent experiments, 1-tailed unpaired Student's t -test. Column graphs: mean $\pm$ standard deviation, scatter plots: individual experiments. **c** Indicated mutant worms expressing the UFD substrate were analysed as in Figure 4c. **d** Quantification of worms displayed in (c). Column graphs: mean $\pm$ standard deviation, scatter plots: individual experiments, 6 (wild-type, *dyf-1(mn335)*, *dyf-1(mn335); flp-3(ok3265)*, *dyf-1(mn335); ins-5(tm2560)*) all other 3 biologically independent experiments, *flp-3(ok3265)* $p =$

0.06136, *ins-1(tm1888)* $p = 0.79612$, *ins-5(tm2560)* $p = 0.11915$, *gcy-35(ok769)* $p = 0.08019$, *dyf-1(mn335)* $p < 0.0001$, *dyf-1(mn335); flp-3(ok3265)* $p = 0.00040$, *dyf-1(mn335); ins-1(tm1888)* $p = 0.00107$, *dyf-1(mn335); ins-5(tm2560)* $p = 0.00019$, *dyf-1(mn335); gcy-35(ok769)* $p = 0.0005$, 2-tailed unpaired Student's t -test versus wild-type. **e** Quantification of UFD substrate levels of indicated mutant worms, $n = 3$ biologically independent experiments, *ins-5(tm2560)* $p = 0.0003$, *dyf-1(mn335); ins-5(tm2560)* $p = 0.0283$, *ins-5(tm2560); Pins-5::ins-5(+)* $p = 0.0027$, *dyf-1(mn335); ins-5(tm2560); Pins-5::ins-5(+)* $p = 0.6873$, one-way ANOVA followed by Dunnett's multiple comparisons test compared with *dyf-1(mn335)* which was set to one. Column graphs: mean $\pm$ standard deviation, scatter plots: individual experiments, same colour: same experiment. **f** Schematic overview of tissue-specific *ins-5* rescue constructs. **g** Western blot of the *ins-5 (tm2560)* mutant expressing the tissue-specific rescue constructs. **h** Quantification of UFD levels of the indicated mutant worms. $n = 4$ biologically independent experiments, *dyf-1(mn335); ins-5(tm2560)* $p = 0.00019$, *ins-5 (tm2560); Pges-1::ins-5(+)* $p < 0.0001$, *dyf-1(mn335); ins-5 (tm2560); Pges-1::ins-5(+)* $p = 0.85336$, *ins-5 (tm2560); Punc-119::ins-5(+)* $p < 0.0001$, *dyf-1(mn335); ins-5 (tm2560); Punc-119::ins-5(+)* $p = 0.02682$, 2-tailed unpaired Student's t -test compared with *dyf-1(mn335)*. Column graphs: mean $\pm$ standard deviation, scatter plots: individual experiments, same colour: same experiment *** $p \leq 0.001$, ** $p \leq 0.01$, * $p \leq 0.05$, n.s. $p > 0.05$. Source data are provided as a Source Data file.

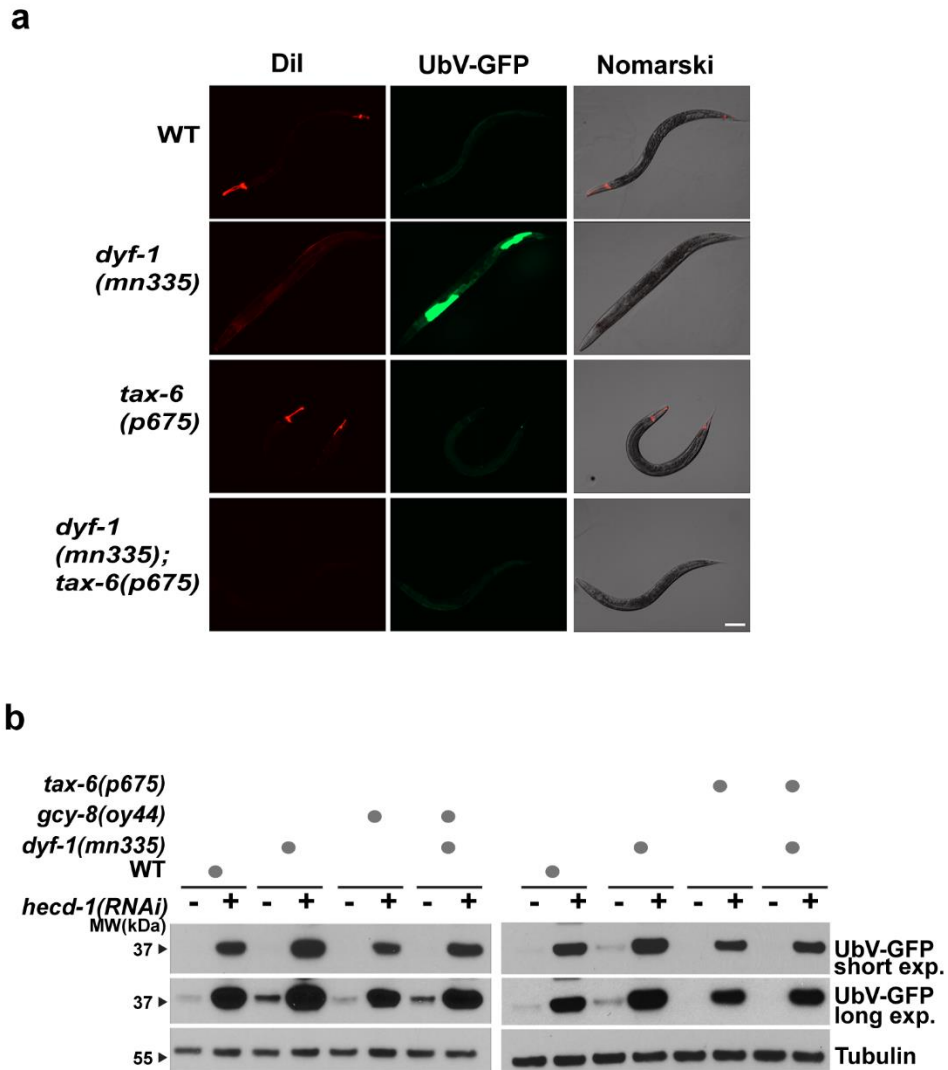

Supplementary Figure 6. TAX-6 and GCY-8 affect UFD degradation dependent of HECD-1. **a** Fluorescence and Nomarski images of worms expressing the UFD substrate in wild-type, *dyf-1(mn335)*, *tax-6(p675)* or *dyf-1(mn335); tax-6(p675)* mutant worms. Dil denotes ciliated amphid and phasmid neurons. *n* = 2 biologically independent experiments. Scale bar: 100 μ m. **b** Protein lysates of worms were analysed by SDS-PAGE and immunoblotting against GFP and tubulin as loading control. Dots denote presence of indicated mutations, worms were grown on control (-) or *hecd-1(RNAi)* (+) plates, *n* = 3 (left panel) or 2 (right panel) biologically independent experiments. Source data are provided as a Source Data file.

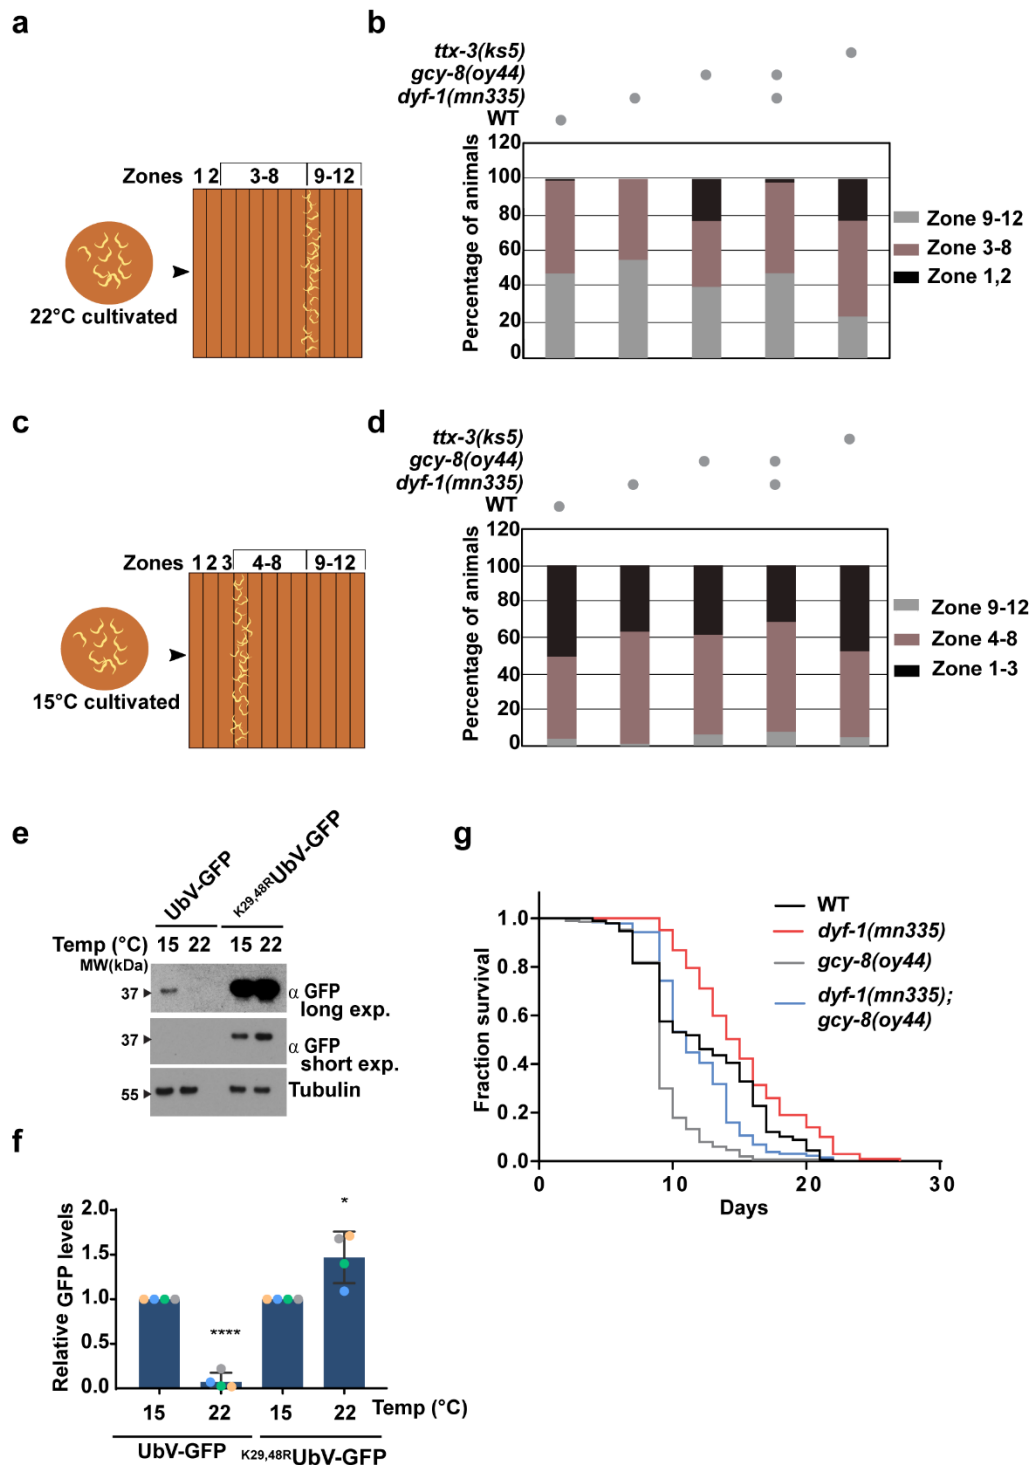

Supplementary Figure 7. Temperature-independent behaviour of the sensory mutants.

a Movement of animals in the absence of a linear thermal gradient was measured on a 12*12 cm plate at room temperature. The plate was divided into 12 regions (zone 1-12). Animals were

cultivated at 22°C followed by placement in the region named zone 9 to imitate the position of the starting area used in Figure 6b, c (Tstart). **b** Number of indicated mutant animals analysed are wild-type 248, *dyf-1(mn335)* 162, *gcy-8(oy44)* 128, *dyf-1(mn335); gcy-8(oy44)* 192 and *ttx-3(ks5)* 129, n = 1. **c, d** similar as (a, b) but animals were cultivated at 15°C followed by placement in the region named as Zone 4 to imitate the position of the starting area (Tstart) used in Figure 6d, e. Number of animals are wild-type 249, *dyf-1(mn335)* 169, *gcy-8(oy44)* 198, *dyf-1(mn335); gcy-8(oy44)* 201 and *ttx-3(ks5)* 179. The percentage distribution of animals in the specified zones are indicated, n = 1. **e** Protein lysates of worms expressing UbV-GFP or the nondegradable ^{K29,48R}UbV-GFP grown at 15°C or 22°C and analysed by SDS-PAGE and immunoblotting against GFP and tubulin as loading control. long exp., short exp.: long and short exposure of the blot, respectively. **f** Quantification of UFD levels of the experiment shown in (e). n = 4 biologically independent experiments, 2-tailed unpaired Student's *t*-test of strains expressing either UbV-GFP ($p < 0.0001$) or ^{K29,48R}UbV-GFP ($p = 0.0175$) in WT at 15 °C compared with WT at 22°C. Column graphs: Mean +/- standard deviation, scatter plots: individual experiments. **** $p \leq 0.0001$, * $p \leq 0.05$. **g** Lifespan analysis of worms as indicated grown at 22°C on NGM containing OP50. n = 4 biologically independent experiments. Detailed statistics including *p* values can be found in Supplementary Table 5. Source data are provided as a Source Data file.

Supplementary Table 1. UbV-GFP stability after RNAi treatment in the neuron-sensitive RNAi mutant background.

GENE	UbV-GFP signal in <i>dyf-1(mn335); nrh-1(hd20)lin-15b(hd126)</i>
<i>acr-19</i>	+
<i>acr-23</i>	+
<i>acr-5</i>	+
<i>flp-16</i>	+
<i>flp-21</i>	+
<i>gcy-18</i>	-
<i>gcy-22</i>	+
<i>gcy-33</i>	+
<i>gcy-35</i>	+ -
<i>glr-1</i>	+
<i>glr-5</i>	++
<i>gpa-4</i>	+
<i>gpa-6</i>	+
<i>gpa-7</i>	+ -
<i>ida-1</i>	+ -
<i>ins-1</i>	+ -
<i>ins-5</i>	-
<i>nlp-13</i>	+
<i>nlp-14</i>	+
<i>nlp-37</i>	+
<i>nlp-8</i>	+
<i>odr-3</i>	+
<i>ser-4</i>	+
<i>srr-1</i>	++
<i>srd-32</i>	+
<i>srd-60</i>	++
<i>syd-9</i>	+
<i>syg-1</i>	+
<i>syg-2</i>	+
<i>tax-2</i>	+
<i>tax-6</i>	-
<i>unc-2</i>	+
<i>unc-30</i>	+
<i>unc-43</i>	++
<i>unc-47</i>	+
<i>unc-49</i>	+
<i>unc-7</i>	+
<i>unc-9</i>	+
<i>dop-5</i>	++
<i>ceh-36</i>	+
<i>flp-3</i>	+ -
<i>flp-2</i>	+
<i>gbb-2</i>	+
<i>glr-3</i>	+
<i>mgl-2</i>	+
<i>nlp-18</i>	+
<i>nlp-9</i>	+
<i>odr-2</i>	+
<i>ser-2</i>	+
<i>ser-1</i>	+
<i>mod-1</i>	+
<i>syd-1</i>	+
<i>egl-3</i>	+
<i>kpc-1</i>	+
<i>egl-8</i>	+
<i>egl-30</i>	++
<i>dop-1</i>	++
<i>cat-1</i>	+
<i>dgk-3</i>	+
<i>rab-3</i>	+
<i>rab-8</i>	+
<i>acy-1</i>	+
<i>ncx-1</i>	+
<i>gsa-1</i>	+

Supplementary Table 2. Thermotaxis statistics Tc 22°C. Analysis of categorical data using a one-tailed probability of the Chi-squared distribution with an alpha value of $p < 0.05$.

Counts of animals in each category from three independent experiments are denoted below for Figure 6c. A chi-square test is used to investigate whether the distribution of animals by mutations differed in these three temperature categories. The null hypothesis states that there is no difference between the two distributions.			
Strain	24°C onwards	18.5°C - 23.5°C	< 18.5°C
WT	42	340	170
<i>dyf-1(mn335)</i>	680	413	24
<i>gcy-8(oy44)</i>	202	365	192
<i>dyf-1(mn335); gcy-8(oy44)</i>	340	431	39
<i>ttx-3(ks5)</i>	25	90	700
Chi-square statistics for all 5 strains			
Level of significance		0.05	
Number of rows		5	
Number of columns		3	
Degrees of freedom		8	
Critical value		15.507	
Chi-square statistic		2338.325	
<i>p</i> -value		0, <0.00001	
Chi-square statistics for WT and <i>dyf-1(mn335)</i>			
Level of significance		0.05	
Number of rows		2	
Number of columns		3	
Degrees of freedom		2	
Critical value		5.991	
Chi-square statistic		552.811	
<i>p</i> -value		9.09e ⁻¹²¹ , <0.00001	
Chi-square statistics for <i>dyf-1(mn335)</i> and <i>dyf-1(mn335); gcy-8(oy44)</i>			
Level of significance		0.05	
Number of rows		2	
Number of columns		3	
Degrees of freedom		2	
Critical value		5.991	
Chi-square statistic		70.159	
<i>p</i> -value		5.82e ⁻¹⁶ , <0.00001	

Supplementary Table 3. Thermotaxis statistics Tc 15°C. Analysis of categorical data using a one-tailed probability of the Chi-squared distribution with an alpha value of $p < 0.05$

Counts of animals in each category from three independent experiments are denoted below for Figure 6e. As the counts in category 24°C onwards is < 5 in some rows, this category was excluded. The chi-square test was used to investigate whether the distribution of wild-type and mutant animals differed in two temperature categories namely 18°C - 23.5°C and 17.5°C onwards. The null hypothesis states that there is no difference between distributions.

Strain	24°C onwards	18°C - 23.5°C	17.5°C onwards
WT	1	102	466
<i>dyf-1(mn335)</i>	5	356	330
<i>gcy-8(oy44)</i>	7	119	371
<i>dyf-1(mn335); gcy-8(oy44)</i>	6	190	314
<i>ttx-3(-)</i>	0	60	521
Chi-square statistics for all 5 strains			
Level of significance	0.05		
Number of rows	5		
Number of columns	2		
Degrees of freedom	4		
Critical value	9.487		
Chi-square statistic	328.849		
<i>p</i> -value	6.45507e ⁻⁷⁰ , <0.00001		
Chi-square statistics for WT and <i>dyf-1(mn335)</i>			
Level of significance	0.05		
Number of rows	2		
Number of columns	2		
Degrees of freedom	1		
Critical value	3.841		
Chi-square statistic	154.363		
<i>p</i> -value	1.92836e ⁻³⁵ , <0.00001		
Chi-square statistics for <i>dyf-1(mn335)</i> and <i>dyf-1(mn335); gcy-8(oy44)</i>			
Level of significance	0.05		
Number of rows	2		
Number of columns	2		
Degrees of freedom	1		
Critical value	3.841		
Chi-square statistic	23.582		
<i>p</i> -value	1.19658e ⁻⁰⁶ , <0.00001		

Supplementary Table 4. Thermotaxis statistics Tc 22°C. Analysis of categorical data using a one-tailed probability of the Chi-squared distribution with an alpha value of $p < 0.05$

Counts of animals in each category from three independent experiments are denoted below. A chi-square test is used to investigate whether the distribution of animals by mutations (Fig. 6f) differed in these three temperature categories. The null hypothesis states that there is no difference between the two distributions.			
Strain	24°C onwards	18.5°C - 23.5°C	< 18.5°C
WT	49	547	58
<i>dyf-1(mn335)</i>	243	579	9
<i>str-2(tm445) odr-7(tm4791)</i>	205	811	193
<i>gcy-8(oy44); str-2(tm445) odr-7(tm4791)</i>	31	404	285
<i>ttx-3(ks5)</i>	25	236	717
Chi-square statistics for all 5 strains			
Level of significance		0.05	
Number of rows		5	
Number of columns		3	
Degrees of freedom		8	
Critical value		15.507	
Chi-square statistic		1718.6	
<i>p</i> -value		0, <0.000001	
Chi-square statistics for WT and <i>dyf-1(mn335)</i>			
Level of significance		0.05	
Number of rows		2	
Number of columns		3	
Degrees of freedom		2	
Critical value		5.991	
Chi-square statistic		146.6	
<i>p</i> -value		1.45 e^-32, <0.00001	
Chi-square statistics for WT and <i>str-2(tm445); odr-7(tm4791)</i>			
Level of significance		0.05	
Number of rows		2	
Number of columns		3	
Degrees of freedom		2	
Critical value		5.991	
Chi-square statistic		59.7	
<i>p</i> -value		1.085e^-13, <0.00001	
Chi-square statistics for <i>str-2(tm445); odr-7(tm4791)</i> and <i>str-2(tm445); odr-7(tm4791); gcy-8(oy44)</i>			
Level of significance		0.05	
Number of rows		2	
Number of columns		3	
Degrees of freedom		2	
Critical value		5.991	
Chi-square statistic		169.3	
<i>p</i> -value		1.77e^-37, <0.00001	

Supplementary Table 5. Statistical analysis of lifespan at 22°C.

Lifespan Statistics for all 4 experiments combined						
Strain name	Mean	sd	n	SEM	p-value (t-Test, two-sided, unpaired)	p-value (Mantel cox log-rank test, two-sided)
WT	12.21	4.603	164	0.3594		
<i>gcy-8(oy44)</i>	9.248	2.32	165	0.1806	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001
<i>dyf-1(mn335);gcy-8(oy44)</i>	11.51	3.23	144	0.2692	WT 0.1320	WT 0.0454
<i>dyf-1(mn335)</i>	14.76	4.029	114	0.3774	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001
**Experiment 1**						
WT	12.32	4.598	38	0.7459		
<i>gcy-8(oy44)</i>	8.821	2.416	39	0.3868	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001
<i>dyf-1(mn335);gcy-8(oy44)</i>	11.74	3.592	38	0.5827	WT 0.5426	WT 0.3751
<i>dyf-1(mn335)</i>	13.92	2.799	26	0.5489	WT 0.1169<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0114	WT < 0.4370<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0068
**Experiment 2**						
WT	11.9	4.963	40	0.7848		
<i>gcy-8(oy44)</i>	8.814	1.577	43	0.2406	WT 0.0002<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001	WT 0.0006<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001
<i>dyf-1(mn335);gcy-8(oy44)</i>	11.86	3.025	36	0.5042	WT 0.9469	WT 0.4897
<i>dyf-1(mn335)</i>	17.75	4.926	28	0.931	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> <0.0001
**Experiment 3**						
WT	13.1	4.601	44	0.6937		
<i>gcy-8(oy44)</i>	9.595	3.037	42	0.4686	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0449	WT <0.0001<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0052
<i>dyf-1(mn335);gcy-8(oy44)</i>	11.15	3.594	34	0.6164	WT 0.0435	WT 0.1022
<i>dyf-1(mn335)</i>	13.73	3.233	33	0.5629	WT 0.5151<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0030	WT < 0.9816<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0185
**Experiment 4**						
WT	11.43	4.232	42	0.653		
<i>gcy-8(oy44)</i>	9.756	1.921	41	0.3	WT 0.0235<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0053	WT 0.0102<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0047
<i>dyf-1(mn335);gcy-8(oy44)</i>	11.28	2.7	36	0.4501	WT 0.8545	WT 0.3994
<i>dyf-1(mn335)</i>	13.74	3.493	27	0.6722	WT 0.0209<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0025	WT 0.0309<br><i>dyf-1(mn335); gcy-8(oy44)</i> 0.0020

Supplementary Table 6. Key reagents and resources.

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Mouse monoclonal anti alpha tubulin (clone B-5-1-2)	Sigma	Cat#T6074; RRID:AB_477582
Living Colors, A.v. Monoclonal Antibody (JL-8) , anti-GFP	Clontech Laboratories, Inc.	Cat# 632380; RRID:AB_10013427
anti mCherry, mouse Monoclonal Antibody (1C51), IgG2a	Abcam	Cat# ab125096; RRID:AB_11133266
Peroxidase-conjugated AffiniPure Goat Anti- Mouse IgG + IgM (H+L)	Jackson ImmunoResearch	Cat# 211-035-109; RRID: AB_2339150
Donkey anti-mouse iRDye® 800CW/680	LI-COR	Cat# 926-32212 RRID:AB_621847
**Bacterial strains**		
<i>E. coli</i> OP50	CGC	RRID:WB-STRAIN:WBStrain00041969
<i>E. coli</i> C600	Hyman A, MPI of Molecular Cell Biology & Genetics, Dresden, GER	N/A
<i>E. coli</i> HT115(DE3)	CGC	N/A
<i>E.coli</i> DH5a™	Invitrogen	Cat# 18265017
NEB 5-alpha Competent <i>E. coli</i> (High Efficiency)	New England Biolabs	Cat# C2987H
Bacterial <i>C. elegans</i> RNAi Collection (Ahringer)	Source BioScience Ltd	RRID:SCR_017064
Bacterial <i>C. elegans</i> RNAi Collection (ORFeomeWS112)	Geneservice Ltd, available via Source BioScience	Laboratory of Marc Vidal
**Critical commercial assays**		
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	Cat# 4368814
RNeasy® Mini Kit	Qiagen	Cat# 74104
NEBuilder® HiFi DNA Assembly Cloning Kit	NEB	Cat# E5520S
**Deposited Data**		
Microarray data	This paper	GSE142371
Proteomics data	This paper	PXD016676
**Recombinant DNA**		
pTH1219 pBS- <i>unc-119-Pins-5-ins-5-SL2-NLS-mCherry-ins5 3'UTR</i>	This paper	N/A
pTH1707 pBS- <i>unc-119-Pges-1-ins-5-SL2-NLS-mCherry-ins-5 3'UTR</i>	This paper	N/A
pTH1720 pBS- <i>unc-119-Punc-119-ins-5-SL2-NLS-mCherry-ins-5 3'UTR</i>	This paper	N/A
pBalu12	¹	N/A
pCC1FOS-anmt-2	Source Bioscience	Prod# CBGtg9050F039D
**Software and algorithms**		
GraphPad Prism 7	GraphPad Software, Inc.	https://www.graphpad.com/scientific-software/prism/
Image J 1.48v	Wayne Rasband (NIH)	https://imagej.nih.gov/ij/
Excel 2016	Microsoft	https://products.office.com/en-us/excel
Image Studio 4.0	LI-COR Biosciences	https://www.licor.com/bio/products/software/image_studio/
Zen 2.3 pro	Zeiss	https://www.zeiss.com/microscopy/us/products/microscope-software/zen.html
ZEN connect modul	Zeiss	https://www.zeiss.com/microscopy/int/products/microscope-software/zen-connect-image-overlay-and-correlative-microscopy.html?vaURL=www.zeiss.com/zen-connect
Leica application Suite 3.3.1	Leica	https://www.leica-microsystems.com/products/microscope-software/pl/leica-application-suite/
Adobe Illustrator v26.5	Adobe	https://www.adobe.com/de/#
KEGG	²	https://www.genome.jp/kegg/
Adobe Photoshop v23.4.2	Adobe	https://www.adobe.com/products/photoshop.html?promoid=PC1PQQ5T&mv=other
Inkscape vector graphics editor 1.1	Open Source	https://inkscape.org/
SnapGene® 4.0.8.0	GSL Biotech LLC	http://www.snapgene.com/
MaxQuant 1.5.3.8	³	https://www.maxquant.org/
Bio-Rad CFX Manager™	Bio-Rad Laboratories Inc.	http://www.bio-rad.com/de-de/sku/1845000-cfx-manager-software
ReactomePA 1.34.0	Bioconductor	https://bioconductor.org/packages/release/bioc/html/ReactomePA.html
R v3.4.3	⁴	https://www.r-project.org/
oligo v1.42.0	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/oligo.html
limma v3.34.9	Bioconductor	https://bioconductor.org/packages/release/bioc/html/limma.html
DEP v1.8.0	Bioconductor	https://bioconductor.org/packages/release/bioc/html/DEP.html
pathview v1.18.2	Bioconductor	https://bioconductor.org/packages/release/bioc/html/pathview.html

Supplementary References

- 1 Tursun, B., Cochella, L., Carrera, I. & Hobert, O. A toolkit and robust pipeline for the generation of fosmid-based reporter genes in *C. elegans*. *PLoS One* **4**, e4625, doi:10.1371/journal.pone.0004625 (2009).
- 2 Kanehisa, M. A database for post-genome analysis. *Trends Genet* **13**, 375-376, doi:10.1016/s0168-9525(97)01223-7 (1997).
- 3 Cox, J. & Mann, M. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat Biotechnol* **26**, 1367-1372, doi:10.1038/nbt.1511 (2008).
- 4 R: A language and environment for statistical computing. (R Foundation for Statistical Computing, Vienna, Austria, 2017).

# Supplementary material for: Thermosensation in Caenorhabditis elegans is linked to ubiquitin-dependent protein turnover via insulin and calcineurin signalling
**Source:** Nat Commun. 2022 Oct 5;13:5874. doi: 10.1038/s41467-022-33467-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1:** Proteomics analysis

**Supplementary Data 2:** Microarray analysis

**Supplementary Data 3:** *C. elegans* strains

**Supplementary Data 4:** Oligos used in this study

# Supplementary material for: Thermosensation in Caenorhabditis elegans is linked to ubiquitin-dependent protein turnover via insulin and calcineurin signalling
**Source:** Nat Commun. 2022 Oct 5;13:5874. doi: 10.1038/s41467-022-33467-7
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Image Studio 4.0 for some Western blots, Zen 2.3 pro , ZEN connect modul, Leica application Suite 3.3.1 for images, Bio-RadCFX Manager 3.0 for qRT-PCR.
Data analysis	Image J 1.48v and Image Studio 4.0, Graph pad 5 and 7, Microsoft Excel 2016 for quantifications, R v3.4.3, limma v3.34.9 R, ReactomePA 1.34.0, KEGG, pathview v1.18.2 for microarray analysis, Max quant version 1.5.3.8 and DEP package v1.8.0 for Mass spec analysis. Inkscape vector graphics editor 1.1, Adobe Illustrator v26.5, Adobe Photoshop v23.4.2, SnapGene® 4.0.8.0 for DNA analysis, Code: https://github.com/nevelsk90/Celegans_sensingDyf1.git . Detailed information is provided in the Methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. All data needed to evaluate the conclusion are available in the main text or the supplementary data files provided with this manuscript. Mutant strains are available upon request from the authors and/or CGC. The microarray data generated in this study have been deposited under the accession code GSE142371 in the Gene expression omnibus database (GEO, NCBI) and are publicly available: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?>

acc=GSE142371. The Gene ontology database is available via: <http://geneontology.org/>, the Reactome database is available via: <https://bioconductor.org/packages/release/bioc/html/ReactomePA.html>. The Uniprot reference C. elegans proteome database is available at: <https://www.uniprot.org/proteomes/UP000001940>. The proteomics data have been deposited with the identifier PXD016676 via the ProteomeXchange database and are publicly available: <https://www.ebi.ac.uk/pride/archive/projects/PXD016676>.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size. Exact sample sizes are stated in the Figure legends, Materials and Methods, and Supplementary Information. For Western blot analysis 100 individuals per condition were used as established previously (Segref et al. Genetics 187, 1235-1240, 2011, Methods Mol Biol 832, 531-544, 2012 and Cell Metab. Apr 1;19(4):642-52, 2014, Finger et al Nat Metab 1, 350-359. 2019). For thermotaxis, 300 worms were used similar to Goodman et al. Wormbook. 2014doi/10.1895/wormbook.1.168.1. For microarray data 200 - 300 worms were collected as published previously (Finger et al Nat Metab 1, 350-359. 2019)), for Lifespan 50 worms were evaluated per experiment as commonly described in the C elegans field and published previously (Cornwell, A.B., Samuelson, A.V. (2020), Methods in Molecular Biology, vol 2144. https://doi.org/10.1007/978-1-0716-0592-9_2 , Kuhlbrodt et al. Nat. Cell Biol. 13, 273-81.2011, Tawo et al.Cell 169, 470-82.2017). For proteomic analysis sample size was determined reducing biological variability while ensuring similar protein lysate amounts and to ensure maximal loading of the stage tips for peptide separation according to previous C. elegans proteomics work (Lee H.J. et al, Nature Metabolism 1, 790-810 (2019). For microscopy sample size was used similar the previous publication Prahlad, V. & Morimoto, R. I. Proc Natl Acad Sci U S A 108, 14204-14209.2011, Maurya, A.K. Current Biology, Volume 29, Issue 8, 22 April 2019, Pages 1286-1300.e4).
Data exclusions	For lifespan analysis worms that crawled up the plate walls and desiccated or exhibited a 'protruding vulva' or showed 'bagging' were excluded from the study. For thermotaxis experiment worms which crawled up the plate walls and dried up during the 60 minutes of the assay were censored from the study.
Replication	Multiple biological replicates of each experiment were conducted as indicated in the figure legends.
Randomization	Worms grouped per genotype were bleached by the standard method and placed randomly on growth plates. To synchronise worms, L3 worms were randomly picked under the stereomicroscope onto new plates. Day 1 adult worms were then randomly collected and analysed either by Western blotting, collection of RNA, by fluorescence microscopy, thermotaxis assay or lifespan.
Blinding	For Western blotting, qPCR no blinding was performed since the analysis of the results are obtained by objective measurements. Microscopy experiments were not blinded, but measurements and phenotypes examined by multiple investigators to confirm the observed phenotypes. The lifespan experiment was blinded during data collection. The thermotaxis experiment was performed blinded during data collection at 22 °C to set up the assay. During later experiments the ttx-3 mutant served as control to ensure that the gradient machine setup worked, therefore the experiments were not blinded.<br>For proteomics and microarray analysis the experiments were not blinded since the mutant phenotype (UFD stabilisation) was observed under a microscope to ensure the correct experimental setup. Further processing of the samples was performed by independent researchers in the proteomics and genomics core facilities in a blinded manner. Blinded analysis was not sensible as it required an integrative evaluation of the obtained data.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Mouse monoclonal anti alpha tubulin (clone B-5-1-2) Sigma-Aldrich, Cat#T6074 ; RRID:AB_477582, 1:5000, Living Colors, A.v. Monoclonal Antibody (JL-8) , anti-GFP ,Clontech Laboratories, Cat# 632380; RRID:AB_10013427, 1:5000, anti mCherry, mouse Monoclonal Antibody (1C51), IgG2a, Abcam, Cat# ab125096; RRID:AB_11133266, 1:2000 Peroxidase-conjugated AffiniPure Goat Anti- Mouse IgG + IgM, Jackson ImmunoResearch, Cat# 211-035-109; RRID: AB_2339150, 1:10000 Donkey anti-mouse IRDye® 800CW/680, LI-COR, Cat# 926-32212 RRID:AB_621847, 1:10 000
Validation	All validations for the primary antibodies were performed by the manufacturer and can be found on the manufacturer's websites and via the Research Resource Identifiers. Anti-tubulin, Sigma-Aldrich, Cat#T6074 ; RRID:AB_477582:<br>Company description:<br>around 50 kDa reacts with alpha tubulin, alpha bovine, chicken/avian, human, mouse, other, rat, simian, human, mouse, bovine, rat, african green monkey, kangaroo rat, chicken, sea urchin, chlamydomonas, amoeba/protozoa, other invertebrate<br>We confirmed the correct size band by Western blotting and used it as a loading control for western blotting in this manuscript. Anti-GFP, Clontech Laboratories, Cat# 632380; RRID:AB_10013427:<br>Company description<br>A monoclonal antibody produced by hybridoma cells against full-length Aequorea victoria green fluorescent protein (GFP). This antibody recognizes native and denatured forms of wild-type GFP, GFPuv, AcGFP, EGFP, destabilized EGFP variants, EBFP, EYFP, ECFP, AcGFP, and both N- and C-terminal fusion proteins containing these GFP variants in bacterial and mammalian cell lysates.<br>We have previously confirmed that this antibody detects the correct size bands of GFP or Ub-GFP by western blotting of <i>C. elegans</i> extracts that express GFP or Ub-GFP as compared to wild-type <i>C. elegans</i> (Segref et al. Genetics 187, 1235-1240, 2011, Methods Mol Biol 832, 531-544, 2012 and Cell Metab. Apr 1;19(4):642-52, 2014). Anti mCherry, Abcam, Cat# ab125096; RRID:AB_11133266, .<br>Company description: Mouse monoclonal [1C51] to mCherry, Reacts with: species independent.<br>We confirmed the detection of the correct size band in worms expressing mCherry by western blotting as compared to N2 worms not expressing mCherry previously (Segref et al. Genetics 187, 1235-1240, 2011) and in this manuscript (Supplementary Fig. 5g).

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	The study involved <i>Caenorhabditis elegans</i> day one adult hermaphrodites of various genotypes listed in the Supplementary Data 3. For lifespan, hermaphrodites were analysed from day 1 adulthood until death.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	No ethical approval was required since the experiments used solely the invertebrate <i>C. elegans</i>. We followed the guidelines of the German 'Gentechnik-Gesetz' which specifies the work with Genetically Modified Organisms (GMO). Work generated in this study using genetically modified <i>C. elegans</i> falls into risk group 1 and biological safety level 1 (S1) in accordance with the assessment by the 'Zentrale Kommission für die Biologische Sicherheit (ZKBS)'. This requires the correct project documentation, the precise description all S1 GMOs generated and the correct waste disposal of all GMOs.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

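RNA of age-synchronised day 1 adult *dyf-1(mn335)* mutants and wild-type worms, 4 samples each and 200 to 300 worms per sample, was measured on Affymetrix *C. elegans* gene arrays. The authors adjusted the arrays for background, normalised them between arrays by quantiles and summarised the probes with RMA in the R package oligo, and deposited the log2 values, 1 per probe set and array, for all 8 arrays. The background and quantile steps are thus already in the values, and the probe-level data were not used here. The deposited table holds 29317 probe sets with no missing value, and all of its columns were used. The conditions come from the sample labels, and no pair of arrays has identical values.

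Probe sets were named from the annotation of the platform. It gives 1 gene for 25546 of them, several for 646 and none for 3125. Of the former, 25495 matched a current gene table by Entrez ID, and 0 symbols changed. They stand for 25478 genes. A gene with more than 1 probe set (57 genes) is given by the one with the highest mean over all 8 arrays, which does not favour a direction, and for 1 of these genes the probe sets passed in opposite directions. Probe sets that name several genes were used for no gene, except in the account of the paper's chaperone sheet. No genomic coordinates are given, since the sources used here name no genome build for them.

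*dyf-1(mn335)* was compared with wild-type with lmFit and eBayes of limma 3.58.1 in R 4.3.3 at default settings, without covariates, two-sided, on all 8 arrays. P-values were adjusted after Benjamini-Hochberg over all probe sets, and a probe set or gene was called at an adjusted p under 0.01, the threshold of the paper's legends. Single values were also compared with exact two-sided permutation tests, whose smallest p for 4 arrays against 4 is 0.0286. Of the 2939 calls (10.0% of the probe sets, 1677 genes higher and 913 lower), 1499 higher and 740 lower ones changed at least 2-fold. The mutant and wild-type arrays did not overlap in 6951 probe sets (23.7%, where chance gives 2.86%), among them 2936 of the calls. The array medians were 5.32 in the mutant and 5.16 in wild-type, as the median over arrays, and the first principal components held 66.6% and 15.0% of the variance. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

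The 44 gene lists were written from general knowledge of *C. elegans* genes, since the Reactome and KEGG sets of the paper were not in the sources used here, with part of the paper's values (the readable part of Supplementary Data 2, its chaperone and pathway sheets and the figures) already seen. They hold 3477 genes, 39 of them in more than 1 list. Each list was tested with limma's camera over 1 probe set per gene at a preset correlation between genes of 0.01 and called at an adjusted p under 0.05 over the 44 lists, and again with camera's estimated correlation and with fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes. Camera called 28 lists (16 up and 12 down), 24 of them only with the preset correlation. With an estimated correlation 4 passed, those of the cilium, the nicotinic and glutamate receptors and the sperm genes other than major sperm proteins, and fry called 31.

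The genes named are, by a rule, the 10 probe sets with the largest rise and the 10 with the largest fall among called ones with 1 gene and no overlap between the strains, the genes that the paper names for the arrays or perturbs, up to 2 called genes per direction and list with the smallest adjusted p (where none was called, the 2 with the smallest p), and all members of lists of 8 or fewer. The paper's values for part of these genes had been seen before the rule was written. *nduf-9*, *rpl-19*, *sng-1*, *rgef-1*, *sod-3*, *grd-14*, *tbx-2*, *tni-4*, *lys-5*, *lys-8*, *ugt-4*, *ugt-57*, *gst-14*, *fbxa-44*, *fbxa-24*, *hsp-16.2*, *hsp-16.41* and the peptide genes absent from Fig. 4b lie outside parts of the rule and were named after their values were seen.

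The alternatives tried were an adjusted p under 0.05, a filter that left out probe sets with a mean log2 value under 5 (15520 were kept), an intensity trend with a robust spread in eBayes, array weights, centring of each array on its median, cyclic loess between arrays, the replicate number as a block, the mean of all probe sets of a gene, the other list tests, and leaving out each array in turn. Leaving out both replicate 4 arrays was added after seeing the data. Centring gave 47.8% higher calls and cyclic loess 59.5%, with a median log2 fold change of all probe sets of -0.002 after the latter. All 35 splits of the 8 arrays into 4 and 4 were fitted as well.

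The fits were tested on simulated data of 29317 probe sets in 4 arrays against 4. Of 100 probe sets changed by 1 on the log2 scale 28% were recovered, and of 100 changed by 2, 75%, with 2 unchanged probe sets called and 0 with the wrong sign. Among 44 simulated lists of 30 genes, the list shifted by 0.5 was called by camera with either correlation and by fry, and no other was. The simulated genes were drawn without correlation between them. In the real lists the estimated correlation reached 0.43 for the moulting cycle and 0.31 for the mitochondrial ribosome, so that the simulation does not show how often real lists are called wrongly. The shares recovered, and the spread between arrays, limit the precision.

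Left out were *ctc-2*, which has no probe set that names it alone, and 27319 lines of Supplementary Data 2 that the copy used here lacks. Its readable part gives 2050 distinct probe sets with the chaperone sheet. The protein, imaging and behavioural data were not analysed here, apart from the paper's list of 68 proteins.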

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

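The tests of wild-type replicate 4 and of other splits by probe sets and with an estimated correlation were chosen after the result was seen, and that of other splits by gene lists before it. Of 436 groups of 4 arrays, 1 for each strain and each gene or gene list described, 63 had an array far from the other 3 of its strain by Dixon's test, where chance gives about 1 in 20 (21.8). This array was wild-type replicate 4 in 30 groups and mutant replicate 4 in 23. With the gap to the nearest array as a share of the range of the 4, wild-type replicate 4 stood apart for *C05D11.5* (0.845), *C43D7.8* (0.847), *C45B2.8* (0.988), *T08B2.12* (0.953), *bus-8B* (0.922), *cal-4* (0.861), *ccb-1* (0.866), *cct-2* (0.831), *clc-18* (0.891), *col-106* (0.949), *col-19* (0.876), *col-62* (0.891), *cox-6C* (0.902), *eat-4* (0.966), *flp-3* (0.887), *hsp-12.3* (0.887), *ife-1* (0.867), *ifp-1* (0.933), *ift-81* (0.842), *lys-6* (0.962), *mrpl-35* (0.918), *mrps-25* (0.888), *nspc-10* (0.837), *pas-3* (0.887), *pkc-2* (0.879), *rps-13* (0.853), *spp-13* (0.916) and *str-146* (0.861). Mutant replicate 4 stood apart for *C45B2.8* (0.980), *F18E3.11* (0.830), *cct-1* (0.883), *cct-4* (0.961), *clec-17* (0.847), *col-10* (0.911), *daf-16* (0.863), *hecd-1* (0.907), *nlp-18* (0.953), *pas-5* (0.849), *pde-1* (0.906), *tni-1* (0.836), *C18E9.6* (0.919), *ttx-3* (0.903), *unc-119* (0.848), *unc-31* (0.915), *unc-43* (0.949), *vit-6* (0.889), *hsp-16.48* (0.835) and *hsp-16.1* (0.839). The array that stood apart was mutant replicate 1 for *act-5* (0.841), *fbxa-136* (0.860), *osm-3* (0.898) and *rps-20* (0.834), mutant replicate 2 for *glr-1* (0.906), mutant replicate 3 for *acr-23* (0.911), *daf-11* (0.954), *pdi-1* (0.872) and *qua-1* (0.835), and wild-type replicate 3 for *cct-4* (0.881). Among the gene lists it was wild-type replicate 4 for the mitochondrial ribosome (0.907) and the guanylyl cyclases (0.885). It was mutant replicate 4 for the neuropeptides other than insulin-like and FMRFamide-related ones (0.911), the calcium channels and stores (0.891) and the chemoreceptors (0.891).

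Gene lists that the paper does not discuss passed in camera, with medians of -1.85 for the major sperm proteins, -0.56 for other sperm genes, -0.64 for the F-box families, 1.28 for pharyngeal muscle, 0.85 for the moulting cycle and 0.60 for cuticlins and hedgehog-related proteins. Of these, other sperm genes alone also passed with an estimated correlation (adjusted p = 0.013), and the rest did not (adjusted p = 0.18, 0.29, 0.18, 0.32 and 0.30 with an estimated correlation, for the major sperm proteins, F-box families, pharyngeal muscle, moulting cycle and cuticlins). Of the peptide genes past the threshold of limma, 8 are not in Fig. 4b, namely *nlp-53* (1.52), *nlp-68* (1.41), *nlp-60* (1.12, dim in wild-type), *snet-1* (1.05), *nlp-67* (1.01), *nlp-49* (1.00) and *nlp-55* (0.96), which rose, and *nlp-62* (-1.26), which fell and is dim in the mutant.

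Of the 35 splits of the 8 arrays into 4 and 4, the real one gave 2939 probe sets past the threshold. No other split gave as many. A share of 1 in 35 is the smallest that these splits can give. The highest other count, 2322, came from the split with the replicate 4 arrays exchanged, and the other 33 splits gave none. For the 28 gene lists called by camera chance is not excluded, since 2 of the 35 splits gave as many, the other being mutant replicates 1, 2 and 4 with wild-type replicate 1 against the rest. With an estimated correlation the real split gave 4 lists and each of the other 34 gave none. In a split that mixes the strains, their difference adds to the spread within groups, which by itself lowers such counts. The counts of probe sets and of lists with an estimated correlation thus do not exclude chance.

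Wild-type replicate 4 lay between the strains, at 0.594 on an axis from wild-type replicates 1 to 3 (0) to mutant replicates 1 to 3 (1), where the other wild-type arrays lay at 0.0300, 0.154 and -0.0412 and mutant replicate 4 at 0.713. RNA of the mutant in this sample is argued against, because a mixture adds the same share of every transcript, whereas the array showed a median of 12.2% (quartiles 6.24% and 21.4%) of the linear change of the 100 genes that rose most and 85.9% (quartiles 76.3% and 92.3%) of that of the 100 that fell most, 73.6 percentage points apart. An exchange of the replicate 4 labels was not decided. Of 50 cilium genes that part replicates 1 to 3, 41 (82%) had each replicate 4 array nearer its own strain and 2 the reverse. This test was chosen, with its bound, after the medians of the list had been seen. It also came after the same tally over 9758 probe sets had not decided (2701 against 2466). The worms of this sample may have differed in developmental timing, but this was not decided. The moulting list lay at the 100th percentile of 10000 random lists matched on mean expression (median 0.75). The genes of the random lists were drawn singly, whereas the moulting list had an estimated correlation of 0.43. An extreme percentile is thus reached more easily. The 10 adult genes, at the 78.8th percentile (median 0.17), decide nothing, as the 5 yolk protein genes (median -0.58) and the 5 adult collagens (median 0.86) go opposite ways. Timing thus cannot be told apart from another difference between cultures. That wild-type replicate 4 alone is a wrongly labelled *dyf-1(mn335)* sample was not decided either. Of the same 50 cilium genes, 7 had it nearer the mutant. Among the 9758 probe sets, 4126 had both replicate 4 arrays nearer the mutant, and 2466 had each nearer the other strain. An outside sample and a difference in strain or culture were not tested and stay open. The paper's qRT-PCR of *flp-3* and *ins-5* runs the way of the labels, which does not settle it.

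A difference between wild-type cultures, as seen in wild-type replicate 4, may account for part of the fall of the mitochondrial ribosomal protein genes, of whose median change wild-type replicate 4 showed 87%, and for part of the rise of the genes of calcium signalling (53.5%). It is argued against as the cause of the rise of the cilium genes, of which this array showed 8.71%. What differed between the cultures was not tested, and an effect of the *dyf-1* mutation stays open for each of these lists.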

How the results depend on the processing

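The number of arrays and the spread of wild-type replicate 4 limit these counts: array weights gave this array 0.198 and mutant replicate 4 0.374. Apart from the chemoreceptor list and, without both replicate 4 arrays, the list of other neuropeptides, no called gene described and no called list changed the sign of its value under any setting tried. For the genes described, 2404 results by settings lay on the same side of the threshold, 393 fell short and 90 newly passed, and for the gene lists 723, 56 and 12. Probe sets higher and lower in *dyf-1(mn335)* numbered 3848 and 3419 at an adjusted p under 0.05, 5489 and 5391 with array weights, and 4977 and 4781 without both replicate 4 arrays, an alternative chosen after seeing the data. With the arrays centred on their median 1653 were lower. Leaving out 1 array gave 932 (without wild-type replicate 2) to 3893 (without wild-type replicate 4) higher and 324 to 3788 lower, for the same arrays. Of the 15 protein candidates of Supplementary Fig. 3c, between 1 (without mutant replicate 1 and others) and 6 (without wild-type replicate 4) passed with 1 array left out. Among the transcripts of the 68 listed proteins, the share with the sign of the protein was 54.1% to 66.7% over the alternatives. The insulin-like list did not pass with dim probe sets left out (median -0.31), after centring (-0.42) or with an estimated correlation (-0.26), and its medians ranged from -0.31 to -0.24 with 1 array left out. The FMRFamide-related list did not pass with array weights (0.20), with an estimated correlation (0.24) or without both replicate 4 arrays (0.19), with 0.20 to 0.31 when 1 array was left out. The list of other neuropeptides did not pass with array weights (0.041), cyclic loess (0.14), an estimated correlation (0.19), fry (0.19) or without both replicate 4 arrays (-0.0057), with 0.10 to 0.24 when 1 array was left out. With an estimated correlation the calls were also lost for the synaptic list (0.87), calcium signalling (0.79), calcium channels and stores (0.60), the respiratory chain (-0.31), the mitochondrial ribosome (-0.55) and the cytosolic ribosome (-0.38). The translation factors passed in fry (-0.11), which does not compare a list with other genes, and so did the genes reported to be activated by DAF-16 (-0.02). The DnaJ proteins (-0.21), the genes of ubiquitin fusion degradation and ubiquitin conjugation (-0.21), the germline genes of mitosis and meiosis (-0.07) and fatty acid synthesis (-0.18) passed in fry as well. The chemoreceptors turned from -0.16 to 0.13 with dim probe sets left out. Of the lists not called, the medians of the insulin receptor pathway (-0.05), heat shock proteins (-0.12), the chaperonin CCT (-0.10), the unfolded protein response (-0.01), oocyte (-0.10) and replication genes (-0.15) turned negative after centring. Lists were called at 0.05, so that the other threshold gives no separate value for them. Apart from settings that leave out arrays or genes, the cause was not tested.

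With the replicate number as a block (replicate block), 236 probe sets were higher and 79 lower, all 315 of them among the 2939 calls without it, and none of the 15 protein candidates passed (0). Over the 5000 probe sets that vary most within groups, arrays with the same number correlated at -0.47, -0.008, -0.30 and -0.69, which gives no sign of pairing. The replicate 4 arrays stood apart from their groups, which by itself shapes these correlations. A day or batch shared by arrays of the same number is thus not excluded. Not every array correlated best with its own number: mutant replicate 4 did so with wild-type replicate 3 (0.665) and wild-type replicate 4 with mutant replicate 1 (0.617).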

Differences from the paper's values

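For *C18E9.6* in Supplementary Fig. 3c the legend gives a Kruskal-Wallis p of 0.083, the paper's value, and the same form of the test gives 0.248 here. The legend gives the same value for *F20G2.2*, where it matches. For the other 13 of the 14 candidates with a probe set the legend's value matches to 3 decimals. Of the alternatives set before the data were examined, leaving out mutant replicate 4 gives 0.0771, which is the setting under which the value falls within 1.5 times the paper's. The others do not, with 0.343 in the exact form, 0.149 after cyclic loess, 1 after centring on the median, and 0.157 to 0.480 without each of the other 7 arrays.

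The Methods and legends give 4 replicates per strain and the sheet descriptions inside the Supplementary Data 2 spreadsheet give 3, while the fold changes that could be read there come within 0.0001 of those over all 8 arrays, and the closest of the 16 choices of 3 arrays per strain has a median difference of 0.0653. In the list of the 68 proteins, 19 have a q-value below their unadjusted p. A Benjamini-Hochberg adjustment of these p-values would not give this. The paper names the DEP package for these values, and how it computes them was not examined here, so that this is not taken as an error. Fig. 5a colours nodes of calcium signalling as significantly higher in the mutant, with no threshold in its legend and, apart from calcineurin, no gene names. Of 9 genes taken here for these nodes, *tax-6*, *ckk-1* and *cmk-1* are higher at an adjusted p under 0.01 from limma, and *unc-43* (1.17), *pde-1* (1.22), *lfe-2* (0.80), *cmd-1* (0.74), *pkc-2* (0.31) and *cnb-1* (0.06) do not pass. At an adjusted p under 0.05, *unc-43*, *pde-1* and *lfe-2* pass. At 0.01 all of these genes but *cnb-1* pass with array weights, *unc-43*, *lfe-2* and *cmd-1* without wild-type replicate 4, *pde-1* without mutant replicate 4 and *unc-43* with an intensity trend and robust spread. Without both replicate 4 arrays, a setting chosen after seeing the values, *unc-43*, *pde-1*, *lfe-2* and *cmd-1* pass, and *tax-6*, *ckk-1* and *cmk-1* still do.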

Other observations

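Beyond the neuronal genes, the mutant differed from wild-type in genes of the cuticle, the pharynx and sperm. Of 114 genes of cuticlins and hedgehog-related proteins, many of which act in the epidermis, 28 rose and 3 fell at an adjusted p under 0.01 from limma (40 and 3 when adjusted over the list alone). *cut-3* rose by 5.00 and *wrt-1* by 3.04, while *grd-3* (-1.11), *grd-5* (-0.96) and *grd-14* fell (median 0.60, camera adjusted p = 4.5e-09, adjusted p = 0.30 with an estimated correlation). Of 35 genes of the moulting cycle, 9 rose and none fell (12 and none over the list alone, 24 higher and 1 lower at an unadjusted p under 0.05), with the collagen gene *dpy-2* (1.38) and the hedgehog-related gene *qua-1* (0.96) among them (median 0.85, camera adjusted p = 2.2e-07, adjusted p = 0.32 with an estimated correlation). Wild-type replicate 4 lay 0.75 above the other wild-type arrays in the moulting list and 0.22 above them in the cuticlin list, where mutant replicates 1 to 3 lay 1.13 and 0.72 above them. The 153 *col* collagen genes moved both ways, 14 up and 12 down (16 and 15 over the list alone), with *col-167* (2.69), *col-10* (2.02), *col-179* (-1.61) and *col-106* (-1.06), and the list had a median of -0.04 and a mean of 0.08 (camera adjusted p = 0.87, upward). Of 5 adult cuticle collagens *col-19* fell by 0.89 and none rose, also over the list alone (1 higher and 1 lower at an unadjusted p under 0.05), and *bli-1* was at 0.74, *col-62* at 0.25, *bli-2* at -0.12 and *col-7* at -0.24 (median -0.12, camera adjusted p = 0.86). Of 10 genes of pharyngeal muscle, *myo-5* (1.63), *tnt-4* (1.10), *tbx-2* and *tni-4* rose and none fell (7 and none over the list alone, 8 and none at an unadjusted p under 0.05; median 1.28, camera adjusted p = 3.1e-05, adjusted p = 0.18 with an estimated correlation), and wild-type replicate 4 lay 0.68 above the other wild-type arrays against 1.66 for mutant replicates 1 to 3. Of 28 genes of body wall muscle, the troponin gene *tni-1* rose by 1.60 and none fell, also over the list alone (10 higher and 3 lower at an unadjusted p under 0.05; median 0.32, camera adjusted p = 0.016, adjusted p = 0.49 with an estimated correlation; not called in fry or with dim probe sets left out), and wild-type replicate 4 differed by 0.55, against 0.54 for mutant replicates 1 to 3. Sperm genes fell. Of 60 sperm genes other than major sperm proteins, 15 fell and none rose (20 and none over the list alone, 34 and none at an unadjusted p under 0.05), with *ssp-33* (-1.84) and *nspd-7* (-1.21), and this list also passed with an estimated correlation (median -0.56, camera adjusted p = 3.4e-10, adjusted p = 0.013 with an estimated correlation). Of 4 major sperm protein genes *msp-33* (-2.16), *msp-78* (-1.95) and *msp-38* (-1.74) fell and *msp-3* was at -1.02 (adjusted p = 0.010); all 4 fell over the list alone and none rose (4 lower and none higher at an unadjusted p under 0.05; median -1.85, camera adjusted p = 2.0e-04, adjusted p = 0.18 with an estimated correlation). Limma called none of 29 oocyte and eggshell genes (2 higher and 4 lower at an unadjusted p under 0.05; median 0.05, camera adjusted p = 0.86), none of 40 germline genes of mitosis and meiosis (none higher and 9 lower at an unadjusted p under 0.05; median -0.07, camera adjusted p = 0.30) and none of 21 genes of replication and mitosis (none higher and 1 lower at an unadjusted p under 0.05; median 0.001, camera adjusted p = 0.90), over all probe sets or over each list alone. In these 3 lists the lowest p-values were at *ceh-18* (1.36), *cav-1* (-0.57), *wago-1* (-0.64), *nos-2* (-0.55), *rnr-2* (-0.34) and *mcm-6* (-0.26). Of the yolk protein genes *vit-1* fell by 1.07 and none rose, also over the list alone, and *vit-2* (-0.40), *vit-4* (-0.35), *vit-5* (-0.27) and *vit-6* (-0.01) did not pass (median -0.35, camera adjusted p = 0.12; 1 lower and none higher at an unadjusted p under 0.05). Of the genes above, *msp-3*, *msp-33* and *ssp-33* were dim in the mutant, *bli-1* in wild-type and *nspd-7* and *col-62* in both strains, with a mean log2 value under 5, so that the size of their changes is uncertain.

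Markers of thermosensory and olfactory neurons were among the genes that rose. Of 9 markers of AFD, the thermosensory neuron, *tax-2* (1.18), *gcy-18* (1.16) and *gcy-8* (0.83) rose and none fell (4 and none over the list alone, 7 and none at an unadjusted p under 0.05; median 0.85, camera adjusted p = 0.0029, adjusted p = 0.14 with an estimated correlation; not called with dim probe sets left out, median 1.34), with wild-type replicate 4 at 0.10 and mutant replicates 1 to 3 at 1.02 from wild-type replicates 1 to 3. Not all of these genes, *tax-2* among them, are confined to AFD, so that the list does not single it out. *ttx-3*, which acts in an interneuron downstream of AFD, was at 1.72 (adjusted p = 0.016 from limma). Of 11 markers of AWA and AWC, *odr-3* (2.07) and *daf-11* (1.13) rose and none fell, also over the list alone (5 higher and 1 lower at an unadjusted p under 0.05; median 0.80, camera adjusted p = 0.023, adjusted p = 0.18 with an estimated correlation), a call that was lost without wild-type replicate 4 (median 1.10), and *odr-7* was at 1.24 (adjusted p = 0.026) and *str-2*, a dim probe set in both strains, at 0.0004. Of 34 guanylyl cyclase genes, taken by gene name, 6 rose and none fell, with *gcy-35* (1.12) among them (9 and none over the list alone, 18 higher and 1 lower at an unadjusted p under 0.05). The list median was 0.39 (camera adjusted p = 3.3e-05, adjusted p = 0.18 with an estimated correlation). Wild-type replicate 4 was at 0.26 and mutant replicates 1 to 3 at 0.51 from wild-type replicates 1 to 3. Of 1298 chemoreceptor genes, 9 rose and 12 fell (2 and 2 over the list alone), with *srr-1* (1.72), *srx-45* (1.29), *str-146* (-2.25) and *sri-40* (-1.44), at a median of -0.16 that turned to 0.13 with dim probe sets left out and was not called after cyclic loess, at -0.05 (camera adjusted p = 5.6e-04, adjusted p = 0.37 with an estimated correlation). Of 340 F-box genes, whose products recruit substrates to ubiquitin ligases, 47 fell and 4 rose (85 and 4 over the list alone). *fbxb-104* (-2.33) and *fbxa-192* (0.217 of the wild-type level) fell and *fbxb-114* (1.61), *fbxa-136* (1.50), *fbxa-44* and *fbxa-24* rose (median -0.64, camera adjusted p = 2.0e-15, adjusted p = 0.29 with an estimated correlation), with wild-type replicate 4 at -0.54 and mutant replicates 1 to 3 at -0.82. Limma called none of 33 proteasome subunit genes over all probe sets or over the list alone (none higher and 7 lower at an unadjusted p under 0.05), with *pas-3* and *pas-5* at -0.71 (adjusted p = 0.021 and 0.032) and *rpn-8* at -0.15 (adjusted p = 0.36); the list median was -0.16 (camera adjusted p = 0.046, adjusted p = 0.44 with an estimated correlation), and the list did not pass without mutant replicate 2 or 4 (median -0.16 and -0.15), wild-type replicate 2 or 4 (-0.12 and -0.20) or both replicate 4 arrays (-0.12), with array weights (-0.16) or after cyclic loess (-0.11). Of 22 genes of ubiquitin fusion degradation and ubiquitin conjugation *ubr-4* fell by 1.46 and none rose, also over the list alone (1 higher and 8 lower at an unadjusted p under 0.05; median -0.21, camera adjusted p = 0.086), and *hecd-1* was at 0.31 (adjusted p = 0.26). Among genes of the intestine and of defence, *ifp-1* (2.52) and *ifb-2* (0.83) rose and *ges-1* (-1.21), *act-5* (-0.77), *lys-5* and *lys-8* fell of 31 intestine genes, also over the list alone (median -0.12, camera adjusted p = 0.54), 9 of 247 C-type lectins rose and 10 fell, also over the list alone, with *clec-42* (5.43), *clec-76* (3.20), *clec-70* (-1.39) and *clec-160* (-0.92) (median -0.21, camera adjusted p = 0.019, adjusted p = 0.19 with an estimated correlation; not called without mutant replicate 4, median -0.19, wild-type replicate 4, median -0.17, both of them, median -0.18, or dim probe sets, median -0.26, or with array weights, median -0.18), and of 102 antimicrobial peptides and lysozymes *spp-13* rose by 1.04 and 6 fell, also over the list alone, with *lys-6* (-2.50) and *fipr-13* (-2.43) (median -0.30, camera adjusted p = 0.0069, adjusted p = 0.57 with an estimated correlation; not called in fry; wild-type replicate 4 at -0.55, mutant replicates 1 to 3 at -0.39). Of 184 detoxification enzymes 5 rose and 19 fell (6 and 20 over the list alone), *ugt-56* (2.04), *cyp-34A2* (1.94), *ugt-4*, *ugt-57* and *gst-14* up, *ugt-63* (-1.51) and *ugt-25* (-1.40) among those down (median -0.28, camera adjusted p = 5.0e-04, adjusted p = 0.48 with an estimated correlation; wild-type replicate 4 at -0.36, mutant replicates 1 to 3 at -0.42). Of 22 genes of fatty acid synthesis *elo-4* rose by 1.15 and *fat-7* fell, also over the list alone (median -0.18, camera adjusted p = 0.26). Of these genes, *fbxa-192*, *fbxb-104* and *str-146* were dim in the mutant, *tax-2*, *gcy-18*, *gcy-35*, *ttx-3*, *fbxa-136*, *fbxb-114*, *clec-42*, *clec-76*, *spp-13* and *ugt-56* in wild-type and *gcy-8*, *daf-11* and *odr-7* in both strains.

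Among probe sets that name 1 gene, the 10 with the largest rise and no overlap between the strains were those of *clec-42*, *cut-3*, *col-165* (4.47), *tba-8* (4.37), *meic-1* (4.25), *clec-17* (4.11), *F59A6.10* (3.78), *wrt-2* (3.73), *asm-3* (3.63) and *bus-8B* (3.62). The 10 of these probe sets with the largest fall were *K09C6.9* (-3.88), *nspc-10* (-3.62), *C45B2.8* (-3.58), *F18E3.11* (-3.50), *C09D4.2* (-3.41), *T08B2.12* (-3.41), *hsp-12.3*, *clc-18* (-3.13), *C43D7.8* (-2.97) and *C43G2.3* (-2.94). The paper does not discuss most of these genes. Of the 20, 6 that rose and 7 that fell had a mean log2 value under 5, the limit taken here for dim probe sets, in the strain with the lower value, so that the size and rank of these changes are uncertain.

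Transcripts were set beside the 68 proteins that the paper lists at a q-value under 0.1 between *dyf-1(mn335)* and wild-type, which were measured in other samples. Of 61 proteins with a transcript on the arrays, 35 (57.4%) had the same sign of change (two-sided binomial test, p = 0.306), namely 13 of 28 higher proteins and 22 of 33 lower ones. Across these genes, which are not independent replicates, the log ratios correlated at a Pearson r of 0.32 (permutation test with 100000 permutations, p = 0.0154) and a Spearman rho of 0.21 (p = 0.103). Of 12 transcripts that passed limma at an adjusted p under 0.01, 8 had the sign of the protein, and of 18 at an adjusted p under 0.05, 12 had it (66.7%, binomial test, p = 0.238).

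Of the tests of the cilium genes, that of the authors' normalization was chosen after the result was seen and those of neuronal RNA before it. The median of the cilium genes rose more than that of the synaptic genes and that of 16 pooled sensory genes. A larger share of neuronal RNA in the mutant would raise cilium and synaptic genes alike only if both lists were confined to neurons to the same degree. This was not checked, so that the comparison does not decide on such a share. The median of the cilium list rose by 0.37 on the log2 scale over that of the 34 synaptic genes, which rose by 0.92 (exact two-sided permutation test, p = 0.0286). The SD of the difference between lists was 0.147 in the mutant and 0.169 in wild-type. Without both replicate 4 arrays the rise over the synaptic genes was 0.354. The 16 genes of AFD, AWA, AWC and guanylyl cyclases with a mean log2 value of at least 5 rose by 0.91. Over them the cilium list rose by 0.38 (exact two-sided permutation test, p = 0.0286). Without both replicate 4 arrays this was 0.236. A larger share of RNA from these neurons together is likewise not decided, since how far either set is confined to them was not checked. The genes listed for AFD, not all of them confined to it, had a median of 1.34 with dim probe sets left out. A larger share of AFD RNA was thus not excluded. A trend with intensity left by the authors' normalization is argued against as the whole cause, since the cilium list still rose by 0.30 over the synaptic list after cyclic loess (exact two-sided permutation test, p = 0.0286), whereas the steps of RMA themselves could not be undone. In which cells the cilium genes rose was not tested, since the arrays measure whole worms.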
